# Elevated expression of wildtype *RhoC* promotes* ErbB2-* and* Pik3ca-*induced mammary tumor formation

**DOI:** 10.1186/s13058-024-01842-5

**Published:** 2024-05-28

**Authors:** Nandini Raghuram, E. Idil Temel, Toshihiro Kawamata, Katelyn J. Kozma, Amanda J. Loch, Wei Wang, Jessica R. Adams, William J. Muller, Sean E. Egan

## Abstract

Copy number gains in genes coding for Rho activating exchange factors as well as losses affecting genes coding for RhoGAP proteins are common in breast cancer (BC), suggesting that elevated Rho signaling may play an important role. Extra copies and overexpression of *RHOC* also occur, although a role for RhoC overexpression in driving tumor formation has not been assessed in vivo. To this end, we report on the development of a Rosa26 (R26)-targeted *Cre-*conditional *RhoC* overexpression mouse (R26^*RhoC*^). This mouse was crossed to two models for *ERBB2/NEU*^+^ breast cancer: one based on expression of an oncogenic *ErbB2/Neu* cDNA downstream of the endogenous *ErbB2* promoter (*FloxNeoNeu*^*NT*^), the other, a metastatic model that is based on high-level expression from MMTV regulatory elements (*NIC*). RhoC overexpression dramatically enhanced mammary tumor formation in *FloxNeoNeu*^*NT*^ mice but showed a more subtle effect in the NIC line, which forms multiple mammary tumors after a very short latency. RhoC overexpression also enhanced mammary tumor formation in an activated *Pik3ca* model for breast cancer (*Pik3ca*^*H1047R*^*)*. The transforming effect of RhoC was associated with epithelial/mesenchymal transition (EMT) in *ErbB2/Neu*^*NT*^ and *Pik3ca*^*H1047R*^ systems. Thus, our study reveals the importance of elevated wildtype Rho protein expression as a driver of breast tumor formation and highlights the significance of Copy Number Abberations that affect Rho signalling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-024-01842-5.

## Introduction

RHO subfamily GTPases (RhoA, B and C), regulate intracellular signaling pathways, several of which coordinates actin dynamics [1]. Their expression and signaling has been found to be altered in many cancer types [2, 3]. Although RHO subfamily members share high sequence homology and have functional similarities, they play unique roles in the coordination of cell signaling and motility of normal and cancer cells. RhoC in particular has been linked to cell proliferation as well as to migration/invasion [2–4]. The mechanism by which RhoC is regulated and through which it signals in cancer have yet to be defined in detail. Upstream, p53 and Ets transcription factors, as well as microRNAs play an important role in controlling RhoC protein expression. RhoGDI, RhoGAP and RhoGEF proteins control GTP-loading [4–6]. Whereas Rock kinases, Rac and Cdc42, Formin-like proteins, as well as microfilaments and microtubules seem to play important roles downstream [4].

Multiple studies have identified a link between *RhoC* and metastatic dissemination [7–9]. Overexpression of wildtype *RhoC *in vitro drives invasion of HME and MCF10A cells in both 2D and 3D culture [10, 11], and high levels of *RhoC* observed in the SUM149 inflammatory breast cancer cell line are thought to increase production of pro-angiogenic factors [11]. In vivo, knockout of *RhoC* in the Polyoma Virus Middle T mouse model reduces metastatic invasion of mammary tumors [9]. A number of studies have demonstrated that *RHOC* overexpression is common in aggressive BC [12]. For example, some *ERBB2*^+^ and mutant *PIK3CA* breast tumors show elevated *RHOC* expression [13]. Whether increased levels of wildtype RHOC promote tumor formation and/or progression in this context has never been determined. In this study, we describe the development of a novel mouse model for Cre-conditional overexpression of *RhoC*. Furthermore, we describe the use of this mouse to test for cooperation between elevated wildtype *RhoC* expression and activated *ErbB2* or activated *Pik3ca* in transformation of mammary epithelium in vivo.

## Materials and methods

### Mouse colony maintenance and genotyping

All mouse strains used in this study were maintained at the Centre for Phenogenomics in accordance with guidelines established by the Canadian Council on Animal Care (CCAC). Only female virgin mice were studied in mammary tumor experiments. Mice were genotyped with primer sets listed in Additional file 1: Supplementary Table 6.

### Necropsy and tumor collection

Experimental mice were monitored for tumor formation for 18 (540 days) or 24 months (720 days). When mice reached humane endpoint, they were sacrificed according to CACC guidelines. Upon sacrifice, mammary tumors were collected and a portion of each (along with adjacent normal mammary tissue) fixed in 10% phosphate buffered formalin phosphate (Fisher Scientific HC200-20) at room temperature for a minimum of 24 h. The remainder of each tumor was divided into smaller pieces and placed on dry ice or in RNAlater (Qiagen). Samples were placed at − 80 °C for long-term storage.

### Histological analysis and immunohistochemistry

Formalin-fixed tissue samples were paraffin-embedded by the Pathology Core at the Centre for Modeling Human Disease (CMHD) in The Centre for Phenogenomics. 5 μm sections were stained with Hematoxylin and Eosin and used for histological analysis. Also, sections were used for staining by IHC as previously described [14].

### Statistical analysis of mammary tumor-free survival

All statistical analysis was performed in R (http://www.r-project.org/) and GraphPad Prism (version 7.0). Mammary-tumor free survival was modeled using Kaplan–Meier curves. Curves were generated using ‘survival’ library and ‘survfit’ functions. Survival statistics were calculated as non-parametric log rank p-values for censored data using the ‘survdiff’ function. In each experiment, mice that reached endpoint due to conditions unrelated to mammary tumor development (typically either lymphoma or thymoma) were censored. T-tests and proportion tests were calculated using the standard and ‘plotrix’ libraries in R. Significant statistical difference was defined as *p* < 0.05 and t-tests were run two-sided at a 95% confidence interval.

### Generation of a Cre-inducible ROSA26-RhoC-IRES-eGFP overexpression mouseline

To clone mouse RhoC, a pCMV-Sport6-RhoC plasmid was obtained from The Centre for Applied Genomics at the Hospital for Sick Children. 100 ng of template plasmid DNA was then used to PCR amplify RhoC modified through the addition of 5′ EcoRI and NheI restriction sites (forward primer: 5′- GAATTC GCTAGC-TCAGCCATGGCTGCGATCCGAAAG -3′) and a 3′ EagI restriction site (5′- CGGCCG-TCAGAGAATGGGACAGCCCCTCCG -3′). IRES-eGFP was amplified from the pBTG vector (forward primer: 5′- CGGCCG GCCCCTCTCCCTCCCCCCCC -3′ and reverse primer: 5′- CTCGAG TTACTTGTACAGCTCGTCCATGCCG -3′) and flanked by 5′ EagI and 3’ XhoI sites. Both fragments were cloned into TOPO2.1 (TA cloning kit, ThermoFisher Scientific, K204001) and confirmed by sequencing. RhoC and IRES.eGFP were then subcloned together into pcDNA3.1. Finally, a RhoC-IRES-eGFP DNA insert was subcloned into the pBigT shuttle vector and subsequently into pRosa26Pam1. R1 mESC cells were electroporated with the linearized targeting vector (pRosa26Pam1-RhoC-IRES-eGFP) and put under G418 selection for 7 days. Resistant colonies were individually picked into 96-well plates and expanded for DNA analysis, chromosome counting, and storage at − 80 °C. Genomic DNA extractions (DNeasy Blood and Tissue Kit, Qiagen, 69506) were performed for each mESC clone and used to determine correct targeting at Rosa26 by 5′ junction PCRs. Only correctly targeted diploid clones were functionally assessed. These were submitted for morula aggregation at the Transgenic Core in The Centre for Phenogenomics, and resulting high percentage chimeras bred with FVB to obtain germline transmission.

### Transient transfection

T47D human breast cancer cells were plated in 100 mm cell culture dishes and cultured for 24 h before transfection with a pEGFP-C2-based GFP-RhoC construct (Addgene #23226) [15] carrying wild-type human RhoC sequence. An EGFP (Addgene # 6083-1) control plasmid was transfected into parallel cultures. In each case, transfection was performed using Lipofectamine 2000 as per manufacturer’s instructions. GFP expression was observed under a fluorescence microscope at 24 and 48 h following transfection and cells were collected after the second imaging for protein extraction and western blot analysis.

### Western blot analysis

Transfected T47D cells were lysed in 1 × RIPA buffer supplemented with protease inhibitors (RIPA Lysis Buffer System, Santa Cruz SC-24948A) and lysates cleared of debris by centrifugation at 4 °C. 30-100ug of cell lysates were separated on an SDS-PAGE gel and transferred onto a nitrocellulose membrane (Bio-Rad, 162-0115). Blocking was performed in 5% reconstituted milk powder and washing of blots done according to standard protocols. Membranes were incubated in primary antibody overnight at room temperature and secondary antibody for 1 h, also at room temperature. Antibodies and dilutions used are listed in Additional file 1: Supplementary Table 6. For protein detection, ECL reagents (SuperSignal West Pico, Thermo Scientific 1,856,135) were applied to membranes for 5 min followed by imaging and quantification using ImageLab software (http://www.bio-rad.com/en-ca/product/image-lab-software).

### ddPCR analysis

Digital droplet PCR was performed to determine copy number aberrations (CNA) for activated Neu (NeuNT) using an amplicon-specific probe (5’-ACTGTAGTGGGCGTCC-3’). Mouse Grb7 CNA was detected using a commercially available assay (Thermo Scientific, Catalogue number: Mm00602418_cn).

### Bulk RNA sequencing analysis

RNA was isolated from tumors using a Qiagen RNeasy Kit (Cat # 74104) and samples were sequenced using the Illumina NovaSeq 6000 system (S4 flowcell, PE 2 × 150 bp, 70–100 × coverage) at The Centre for Applied Genomics in the Hospital for Sick Children. The quality of FASTQ data was assessed using FastQC (v 0.11.5). Trim Galore (v 0.5.0), and Cutadapt (v 0.10) software were used to trim adaptors. Trimmed reads were screened for contaminating rRNA and mtRNA using FastQ-Screen (v 0.10.0). The distribution of reads across exonic, intronic, and intergenic sequences was assessed using the RSeQc package (http://rseqc.sourceforge.net/, v.2.6.2). Next, alignment to the reference genome was performed on raw trimmed reads (STAR aligner, v 2.6.0c.). To obtain gene counts, filtered STAR alignments were processed to extract raw read counts for individual genes (htseq-count v.0.6.1p2). Only uniquely mapping reads were counted, with any reads that aligned to more than one gene discarded. MultiQC (v1.9) was used to produce a consolidated report containing data from; trimmed and untrimmed reads screened by FastQC as well as data from RSeQC, FastQ Screen, STAR alignments, and htseq-count. Genes differentially expressed between tumors were identified using DESeq2 (v 1.26.0) and R v 3.6.1 (http://master.bioconductor.org/packages/release/workflows/vignettes/rnaseqGene/inst/doc/rnaseqGene.html).

## Results and discussion

### Copy number-dependent overexpression of RhoC in human breast cancer

Breast tumor formation and progression are associated with copy number aberrations, single-nucleotide variants and other indels as well as with structural variants. Many of the copy number changes affect Rho signaling [5]. For example, the DLC1 RhoGAP on chromosome 8p, shows hemizygous deletion in 40 to 50% of breast tumors, and homozygous deletion occurs in a small fraction of cases (Additional file 1: Supplementary Figure S1A, S1B). DLC1 is haploinsufficient in the mammary gland [16] and functions as a tumor suppressor through enhanced Rho signaling when deleted [17]. To test for other genomic changes with the potential to increase Rho signaling, we looked for chromosome losses that include genes with RhoGAP-like domains. Indeed, more than 40% of breast tumors in The Cancer Genome Atlas (TCGA) cohort show deletions that included *ARHGAP44* and *ABR* on 17p, *ARHGAP20* and *ARHGAP32* on 11q, *STARD13/DLC2* on 13q, as well as *PRR5/ARHGAP8*, *SH3BP1* and *BCR* on 22q (Additional file 1: Supplementary Figure S1A, S1B). Copy number gains and structural variants in RhoGEF genes were also evident, many of which have the potential to increase Rho signaling through increased GTP-loading [6]. For example, over 50% of TCGA breast tumors show copy number gains or amplifications involving *OBSCN, ARHGEF2* and *ARHGEF11* on 1q or *PREX2* on 8q (Additional file 1: Supplementary Figure S1C, S1D). Next, we looked for SNV or copy number changes in genes coding for Rho-family proteins. While SNVs were uncommon, copy number gains were seen. For example, *RHOC* gains were found in 4 (METABRIC) to 16 (TCGA) percent of cases (Fig. 1A and Additional file 1: Supplementary Figure S2A). In comparison to controls, a greater percentage of tumors with increased *RHOC* gene copies were ERα-negative (Fig. 1A) and, in the case of METABRIC cohort tumors, associated with a significant increase in *RHOC* gene expression (Fig. 1B). In the TCGA cohort, a trend towards increased expression was seen for tumors with copy number gains or amplifications which included the RHOC gene, although this did not reach significance (Additional file 1: Supplementary Figure S2B). Finally, more tumors with *RhoC* Gains/Amplifications were of the basal subtype in comparison to tumors without copy number gains for *RhoC* (Fig. 1C). Also, more were Histological Grade 3 (Fig. 1D).

**Fig. 1:**
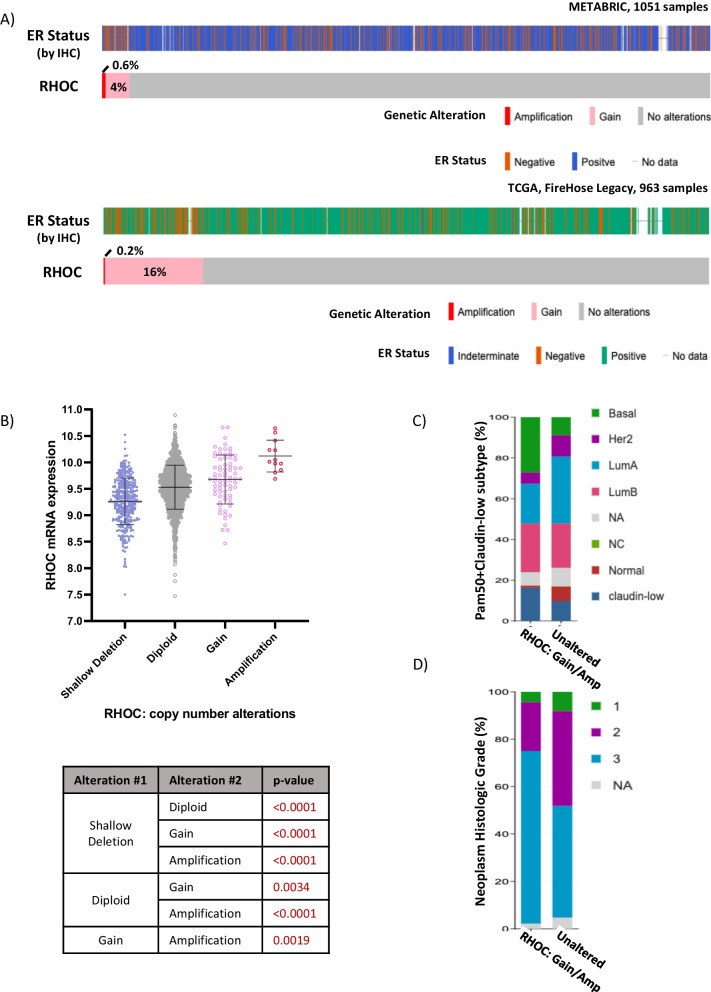
The frequency of *RHOC* copy number gain and amplifications in human breast cancer. **A** *RHOC* gains occur in 4% (top) and 16% (bottom) of human breast tumors from METABRIC and TCGA studies, respectively. The ER status of each breast tumor sample is shown. **B** *RhoC* Copy number and its association with mRNA expression for this gene—all comparisons in the table below are statistically significant. **C, D** Breast tumor subtypes (**C**), and tumor grades (**D**) are displayed for each group—samples with RHOC gain/amplification vs. those without these alterations. All data are from the METABRIC study

### Generation of a *cre*-conditional *RhoC* transgenic line

It is well established that RhoGAPs can function as tumor suppressors, whereas RhoGEFs and activated Rho mutants can be oncogenes [2, 18]. The importance of increased Rho protein expression is less clear. Indeed, widespread expression of GEFs and GAPs suggests that RHO proteins are regulated mostly at the level of GTP-loading. Despite this, there are situations where Rho expression is limiting [10, 11]. To study elevated *RhoC* expression in vivo, we used gene targeting in embryonic stem cells to generate a Rosa26-based transgenic with *RhoC* linked through IRES sequences to eGFP downstream of a loxP-stop-loxP cassette (Additional file 1: Supplementary Figure S3) [19, 20].

### *RhoC* overexpression cooperates with *ErbB2/Neu* to induce mammary tumor formation

*RhoC* overexpression and *ErbB2/Neu* status are positively correlated in invasive carcinoma [21]. However, potential cooperation between *RhoC* overexpression and *ErbB2/Neu* has never been directly studied in vivo. To test for this, we crossed our *RhoC* transgenics to two different models for *ErbB2/Neu*^+^ breast cancer: *FloxNeoNeu*^*NT*^ (with an activated *Neu*^*NT*^ cDNA targeted to the mouse *ErbB2* locus but preceded by loxP-stop-loxP sequences) [22] and NIC (where a *Neu*^*NDL2-5*^-IRES-Cre transcript is regulated by the MMTV LTR) [23]. Previous work has shown that *Cre-*dependent *FloxNeoNeu*^*NT*^ mice develop mammary tumors at a mean age of 15 months [22], whereas MMTV-NIC mice develop tumors as early as 4 months [23]. *FloxNeoNeu*^*NT*^;MMTV*-Cre* mammary tumors, for the most part, do not metastasize [22]. For our experiments, we used MMTV-Cre^NLST^ to activate *Neu*^*NT*^ expression in *FloxNeoNeu*^*NT*^ mice [24]. This Cre transgenic line is mammary-specific but appears to express in fewer mammary epithelial cells or at a lower level in mammary epithelium than other MMTV-Cre delete strains, including MMTV-Cre^Line7^, which was used previously to activate Neu^NT^ expression in FloxNeoNeu^NT^ mice [22]. Indeed, only 4/30 *FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice even developed mammary tumors, and all of these occurred in very old animals (Additional file 1: Supplementary Figure S4A and S4B). Mammary tumors in these mice were predominantly squamous (Additional file 1: Supplementary Figure S4C).

Many mammary tumors that form in *FloxNeoNeu*^*NT*^ model mice select for amplification of the *ErbB2/Neu*^*NT*^ locus [22]. In fact, it has been suggested that amplification of *ErbB2* is a mechanism to circumvent repression of the *ErbB2* promoter by Gata4 and other DNA-binding proteins [25, 26]. We tested for this by deleting one copy of *Gata4* in this model. While trending towards decreased latency, mammary tumor formation in *Gata4*^*loxP/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice was not significantly different than seen in *FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ controls (Additional file 1: Supplementary Figure S4A and S4B). Most tumors that formed in *Gata4*^*loxP/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice were either poorly differentiated adenocarcinomas or solid nodular carcinomas (a histology commonly associated with transformation by activated Neu [23, 27]) (Additional file 1: Supplementary Figure S4C). As tumor latency was not significantly affected by heterozygous deletion of *Gata4*, both cohorts (*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ and *Gata4*^*loxP/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^) were combined and used as controls for the effect of *RhoC* in a greater number of animals (see “NeuNT controls” below and in Fig. 2A).

**Fig. 2:**
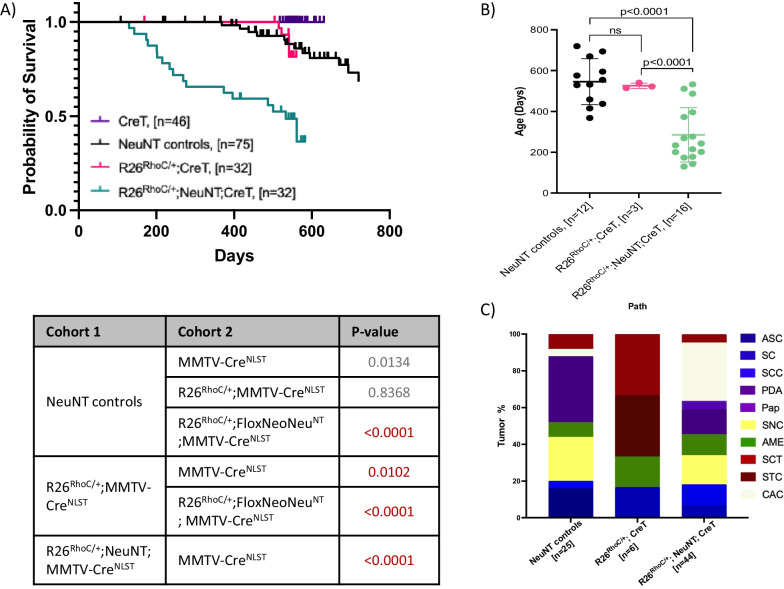
RhoC overexpression cooperates with endogenously driven activated Neu (FloxNeoNeu^NT^) to enhance tumor formation. **A** Kaplan Meier survival curve showing cooperation between FloxNeoNeu^NT^ and RhoC overexpression. Death due to mammary tumor end-point was compared between cohorts. Statistical analysis for KM survival curves was calculated using Log-rank (Mantel-Cox) test via GraphPad Prism (shown in the table below) and p-values of less than 0.05 are considered significant (red text). **B** Graph comparing the ages between cohorts at the end-point due to mammary gland tumors. **C** The column graph shows the mammary tumor histology. Tumor types are represented with different colors. Mammary tumor histotypes are divided as below. ASC, Adenosquamous carcinoma; SC, Squamous cyst; SCC, Squamous cell carcinoma; PDA, Poorly differentiated adenocarcinoma; Pap, Papillary adenocarcinoma; SNC, Solid nodular carcinoma; AME, Adenomyoepithelioma; CAC, Complex adenocarcinoma; STC, Scirrhous tubular carcinoma; SCT, Spindle cell tumor. FloxNeoNeu^NT^ controls (or Neu^NT^ controls) contain data from FloxNeoNeu^NT^;MMTV-Cre^NLST^ and *Gata4*^*loxP/*+^;FloxNeoNeu^NT^;MMTV-Cre^NLST^ cohorts (for separate analysis of these cohorts, see Additional file 1: Supplementary Figure S4). Note: CreT = Cre^NLST^

Ectopic expression of *RhoC* dramatically reduced tumor-free survival (Fig. 2A). In addition, R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice developed mammary tumors much faster than controls: as early as 4.5 months, whereas the average age at which tumors formed in control mice was close to a year and a half (Fig. 2B). While not significant, a trend towards an increased number of R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice with metastasis was also seen (Additional file 1: Supplementary Figure S5A, S5B). On a NIC background, *RhoC* did not significantly alter mammary tumor-free survival curves, although *RhoC*-NIC model mice did die from mammary tumors at a significantly younger age than NIC controls (Additional file 1: Supplementary Figure S6A and S6B). This relatively subtle effect is likely related to the short latency for tumor formation in this model. Tumors in NIC model mice, with or without ectopic RhoC expression were almost exclusively solid nodular carcinomas (Additional file 1: Supplementary Figure S6C).

### Elevated wildtype RhoC enhances EMT signaling in *FloxNeoNeu*^*NT*^ model tumors

As noted above, high-level expression of activated *ErbB2/Neu* induces solid nodular carcinomas (SNC) in the mouse mammary gland [23, 27]. In contrast, activated *ErbB2/Neu* when expressed at a lower level in *FloxNeoNeu*^*NT*^:*MMTV-Cre*^*NLST*^ mice resulted in tumors with multiple different histologies [22]. Enhanced mammary tumor formation in R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice raises the possibility that RhoC-expression could alleviate a requirement for transgene amplification, at least not to the same extent as seen in our combined control cohort tumors. Therefore to assess amplification of the *ErbB2/Neu*^*NT*^ locus in R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ and controls, we used digital droplet PCR-based copy number analysis for *ErbB2/Neu*^*NT*^ and *Grb7* (the neighboring gene). Indeed, R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ tumors had a mean of 5.5 and 3.8 copies of *ErbB2/Neu*^*NT*^ and *Grb7*, respectively. In contrast, NeuNT controls showed an average of 618 and 676 copies. While these mean values appear very different, due to the wide variation seen for copy number changes at the *ErbB2/Neu*^*NT*^ locus in controls, these differences are not significant (Additional file 1: Supplementary Figure S7).

Most mammary tumors in *FloxNeoNeu*^*NT*^ control mice were poorly differentiated adenocarcinomas, solid nodular carcinomas, or tumors with squamous differentiation (Fig. 2C). A similar mix was seen in R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice, although many tumors in this cohort showed a heterogeneous or complex histological pattern (Fig. 2C). Next, to identify transcriptional changes linked to RhoC-mediated accelerated mammary tumor formation, we performed bulk RNA-seq analysis on tumors from R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ and control cohorts (Additional file 1: Supplementary Table S1). 

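RNA from 21 tumors was analysed here, 9 from NeuNT controls and 12 from the RhoC cohort. The control tumors came from 9 mice, 7 of which carried a *Gata4* loxP allele, and the RhoC tumors came from 8 mice, with 4 tumors from mouse P497 and 2 from mouse N9255. Supplementary Table S1 lists 13 RhoC tumors, of which 12 were analysed here. The sample labels give R-21 the mouse that this table lists for R-20, so which of these 2 tumors was analysed is not settled, and both belong to the RhoC cohort. For each tumor the authors deposited the raw number of reads they counted on each gene, without normalization. They had trimmed adaptors, aligned the reads with STAR and counted uniquely mapping reads with htseq-count. Reads that aligned to several genes were discarded, so the counts leave out reads shared between close paralogs and, where counting did not use the strand, reads on overlapping genes. The paper's text does not state whether the strand was used.

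Total counts ranged from 47552423 to 100741339 in control tumors, with a median of 64729272, and from 47309780 to 85326903 in RhoC tumors, with a median of 60157352. The mean log2 total differed by -0.01 between the cohorts (2-tailed exact permutation test, p = 0.937). The 20 most abundant genes took 6.56% to 16.1% of a tumor's counts. Neither the sample labels nor the paper's text gives a sequencing batch, so no values within batches could be computed.

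Of the 38730 genes with a count in any tumor, 19315 passed edgeR's filter on low counts and were tested. Counts were normalized with edgeR's TMM method, and the cohorts were compared with its quasi-likelihood test without covariates, followed by Benjamini-Hochberg adjustment over all tested genes. Expression is given as normalized CPM (counts scaled to the size of each library), as mean ± SD over 12 RhoC or 9 control tumors. A log2 fold change compares RhoC with control tumors, and its standard error (SE) was derived from the F statistic. Tumors of the same mouse are not independent, and the correlation within mice estimated by limma was 0.27.

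*Rhoc* (ENSMUSG00000002233.13) lies on chromosome 3 of GRCm38 from 104788375 to 104794459. The transgene holds the wildtype mouse cDNA of this gene, so reads from its coding sequence are counted on *Rhoc*. *Rhoc* was expressed at 88.9 ± 33.1 CPM (SD, n = 12) in RhoC tumors and at 77.6 ± 54.5 CPM (SD, n = 9) in control tumors, and no tumor had fewer than 1359 reads on it. The log2 fold change of 0.19 (SE 0.34, adjusted p = 0.774 from edgeR's test) was smaller than its standard error. Mean log2 CPM differed by 0.40 between the cohorts (2-tailed exact permutation test, p = 0.302). In 4 of the 9 control tumors *Rhoc* lay above the median of the RhoC tumors, 11 of the 12 RhoC tumors lay above the median of the controls, and the RhoC tumor R-2 had the lowest level of all 21 tumors at 22.5 CPM. The log2 fold change lay between 0.01 and 0.31 in the alternative fits and between 0.08 (without N-9) and 0.43 (without N-8) when each tumor was left out in turn.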

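Of the genes tested, 43 had an adjusted p under 0.05 with edgeR's quasi-likelihood test, 18 of them higher and 25 lower in RhoC tumors, and 3951 had an unadjusted p under 0.05. Over all tested genes the median log2 fold change was -0.01. The number of genes depended on the model. DESeq2's Wald test with its own size factors gave 1206 genes, 706 higher and 500 lower, and all 43 genes were among them. Without its replacement of outlying counts DESeq2 gave 1349. With the counts of each mouse's tumors summed, edgeR's test gave 3 genes, *Pgap3*, *Stard3* and *Grb7*. Leaving out 1 tumor at a time gave between 14 genes (without N-9) and 346 genes (without N-15). The authors' deposited DESeq2 comparison, with 23203 genes, holds 1457 genes with an adjusted p under 0.05 by the authors' values, and all 43 genes are among them. Their deposited edgeR comparison, with 13716 genes, holds 380, with 32 of the 43 genes among them.

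*L3mbtl3* (ENSMUSG00000039089.15, chromosome 10 from 26274468 to 26375185) had the smallest adjusted p among the genes higher in RhoC tumors. Its expression was 38.2 ± 7.92 CPM in RhoC tumors and 19.5 ± 4.80 CPM in control tumors, a log2 fold change of 0.96 (SE 0.16, adjusted p = 0.00736, edgeR). All 12 RhoC tumors lay above the median of the controls. *Snap47* (chromosome 11 from 59407134 to 59451186), which overlaps *Jmjd4*, had a log2 fold change of 0.78 (adjusted p = 0.0206). *Itih2* (chromosome 2 from 10094593 to 10131396) was at 34.8 ± 57.2 CPM in RhoC tumors and 1.06 ± 0.921 CPM in control tumors, so its SD among RhoC tumors exceeded its mean, and its log2 fold change was 5.02 (SE 0.93, adjusted p = 0.0255). For *Gm4735* and *Gm33707* the log2 fold changes were 1.36 and 1.32, with adjusted p values of 0.0252 and 0.0255. Among the 5 genes with the smallest adjusted p that were lower in RhoC tumors, 4 lie beside *Erbb2* on chromosome 11. The other was *Rps24-ps3* (chromosome X from 79195047 to 79195448), named as a pseudogene of *Rps24*, at 0.981 ± 0.374 CPM in RhoC tumors and 11.7 ± 8.61 CPM in control tumors, a log2 fold change of -3.59 (SE 0.51, adjusted p = 0.00204).

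A principal component analysis of the log2 CPM of the 500 most variable genes placed 35.7%, 11.4%, 9.24% and 7.14% of the variance on its first 4 components. Mean scores of the cohorts differed on component 3 (2-tailed exact permutation test, p = 2.86e-04, Benjamini-Hochberg adjusted over the 4 components 0.00114), where all 12 RhoC tumors lay above the control median. On components 1, 2 and 4 the same test gave p = 0.689, 0.225 and 0.0392, adjusted 0.689, 0.300 and 0.0783. Cohort accounted for 7.80% of the squared distances between tumors (PERMANOVA), against a median of 4.38% over the 293930 labelings of the tumors into groups of 9 and 12 (exact permutation test, p = 0.110). With all tested genes in place of 500, this share was 8.64% (exact p = 0.0279). The nearest tumor belonged to the same cohort for 17 of the 21 tumors, 6 of 9 control and 11 of 12 RhoC tumors, against a median of 10 over the labelings (exact permutation test, p = 0.0121). These tests treat the tumors of 1 mouse as independent. With counts summed over each mouse, cohort accounted for 9.05% (exact p = 0.108).

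**Figure D1:**
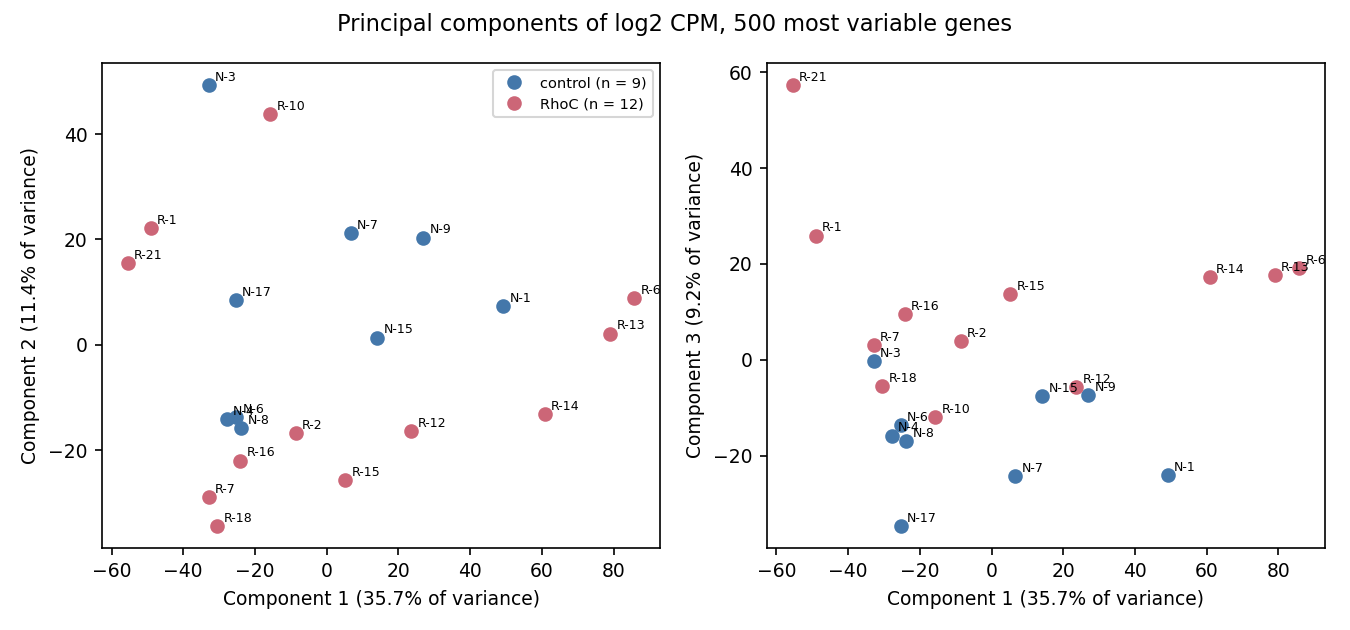
Scores of the 21 tumors on principal components 1 and 2 (left) and 1 and 3 (right) of the log2 CPM of the 500 most variable genes, with the share of variance on each axis and points labelled by tumor and colored by cohort. The cohorts overlap along components 1 and 2 and are shifted along component 3.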

Differential gene expression analysis was then performed using the DESeq2 tool within R. Tumors from the same cohorts clustered together by principal component analysis (PCA). Next, we performed pathway enrichment analysis using GSEA (Additional file 1: Supplementary Tables S2 and S3) and gProfiler (Additional file 1: Supplementary Tables S4). GSEA does not require a threshold to categorize differentially and non-differentially expressed genes. Therefore, the complete gene list identified from DESeq2 analysis was used. EMT, p53, Notch and WNT/β-catenin pathway signatures were increased in RhoC cohort (R) tumors, while Interferon α/Immune responses, E2F targets, Myc targets and G2M checkpoint pathways were decreased (Fig. 3A as well as Additional file 1: Supplementary Tables S2 and S3). 

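The direction of these pathways was tested in the 21 tumors with preranked GSEA on the signal-to-noise ratio of the normalized expression. Genes were permuted, as in Supplementary Table S2, and the ranking was chosen here. The mouse hallmark gene sets were not used here. In their place stood 8 lists of genes known for the same pathways, written by hand, so the normalized enrichment scores (NES) are for similar but different sets of genes. Adjusted p values are from fgsea with Benjamini-Hochberg adjustment over the 8 lists, and 7 of the 8 lists had an adjusted p under 0.05.

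The EMT list of 190 tested genes had an NES of 2.22 (adjusted p = 8.0e-10), with 128 of its genes higher and 62 lower in RhoC tumors and a median log2 fold change of 0.37. For the p53 list of 150 genes the NES was 2.29 (adjusted p = 1.5e-09), with 110 genes higher. The Notch list of 32 genes and the WNT/β-catenin list of 39 genes had NES of 1.9 (adjusted p = 0.00337) and 1.74 (adjusted p = 0.00545). Scores were negative for the other 4 lists, at -1.60 for the interferon α response (91 genes, adjusted p = 0.00628), -1.57 for E2F targets (104 genes, adjusted p = 0.00543), -1.36 for Myc targets (190 genes, adjusted p = 0.0163) and -1.28 for the G2M checkpoint (101 genes, adjusted p = 0.0947). The lists overlap, and 52 of the 104 E2F genes and 55 of the 102 listed G2M genes are also on another list. The paper's reported NES for its sets are 1.97 for EMT, 2.03 for p53, 1.78 for Notch, 1.59 for WNT/β-catenin, -1.92 for interferon α, -1.71 for E2F, -1.59 for Myc and -1.49 for G2M.

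Permuting genes takes the genes of a list as independent of each other. With limma's camera at a preset correlation between genes of 0.01, 3 lists had an adjusted p under 0.05, EMT (0.00104), p53 (6.6e-04) and Notch (0.0204), all higher in RhoC tumors. With the correlation estimated from the data, camera called 0 lists and none had an unadjusted p under 0.05 either, and the rotation test fry called 0 lists, with 2 at an unadjusted p under 0.05, p53 and Notch. Single tumors decided some of the negative scores. Without the control tumor N-15, the NES was 1.05 for interferon α, 0.66 for Myc targets and 0.66 for the G2M checkpoint. The standard error of the NES from leaving out each of the 21 tumors in turn (jackknife) was 0.81 for EMT, 0.36 for p53, 0.42 for Notch and 0.48 for WNT/β-catenin, and from 1.65 for E2F targets to 2.97 for the G2M checkpoint among the 4 lists with negative scores. The paper states these increases and decreases, and in its summary proposes that RhoC may act by enhancing motility or through a change in the tumor microenvironment associated with RhoC-mediated EMT.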

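The 10 genes that the paper names for the EMT signature, *Dst*, *Msx1*, *P3h1*, *Notch2*, *Magee1*, *Tgfb1*, *Serpinh1*, *Tnc*, *Fbln2* and *Bmp1*, all had a higher mean in RhoC tumors. Their log2 fold changes ranged from 0.57 for *Notch2* to 1.98 for *Tnc*. With edgeR's quasi-likelihood test, 0 of the 10 had an adjusted p under 0.05 over all genes, and all 10 had an unadjusted p under 0.05. The adjusted p values ran from 0.0688 to 0.157. Adjusted over the list alone, 10 of the 10 were under 0.05 (0.00307 to 0.0149), which is not independent evidence since the study chose these genes on the same tumors. DESeq2 gave 8 of the 10 genes an adjusted p under 0.05 over all genes, all except *Serpinh1* and *Fbln2*.

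*Dst* (ENSMUSG00000026131.20, chromosome 1 from 33908225 to 34308661) had the smallest adjusted p of these genes. It was at 712 ± 329 CPM in RhoC tumors and 304 ± 150 CPM in control tumors (log2 fold change 1.21, SE 0.30, adjusted p = 0.0688, edgeR). *Notch2* (ENSMUSG00000027878.11, chromosome 3 from 98013538 to 98150361) was at 238 ± 68.9 CPM in RhoC and 159 ± 28.1 CPM in control tumors (log2 fold change 0.57, SE 0.16, adjusted p = 0.0815). For *Tnc* (ENSMUSG00000028364.15, chromosome 4 from 63959785 to 64047015) the means were 1685 ± 1589 CPM and 427 ± 360 CPM, and its log2 fold change of 1.98 (SE 0.66, adjusted p = 0.120) came with the widest spread among RhoC tumors. These 3 genes overlap small annotated genes on which some reads were counted. *Msx1* (1.72, SE 0.45), *Bmp1* (1.23, SE 0.40), *Fbln2* (1.20, SE 0.45), *Tgfb1* (1.04, SE 0.29), *P3h1* (0.94, SE 0.24), *Magee1* (0.76, SE 0.23) and *Serpinh1* (0.65, SE 0.22) had log2 fold changes between these. With only the 7 *Gata4* loxP/+ controls, *Dst* (adjusted p = 0.0261) and *P3h1* (adjusted p = 0.0499) passed the threshold, and without the control tumor N-15 *Dst* and *P3h1* did. All 10 genes are on the EMT list tested for the pathways.

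**Figure D2:**
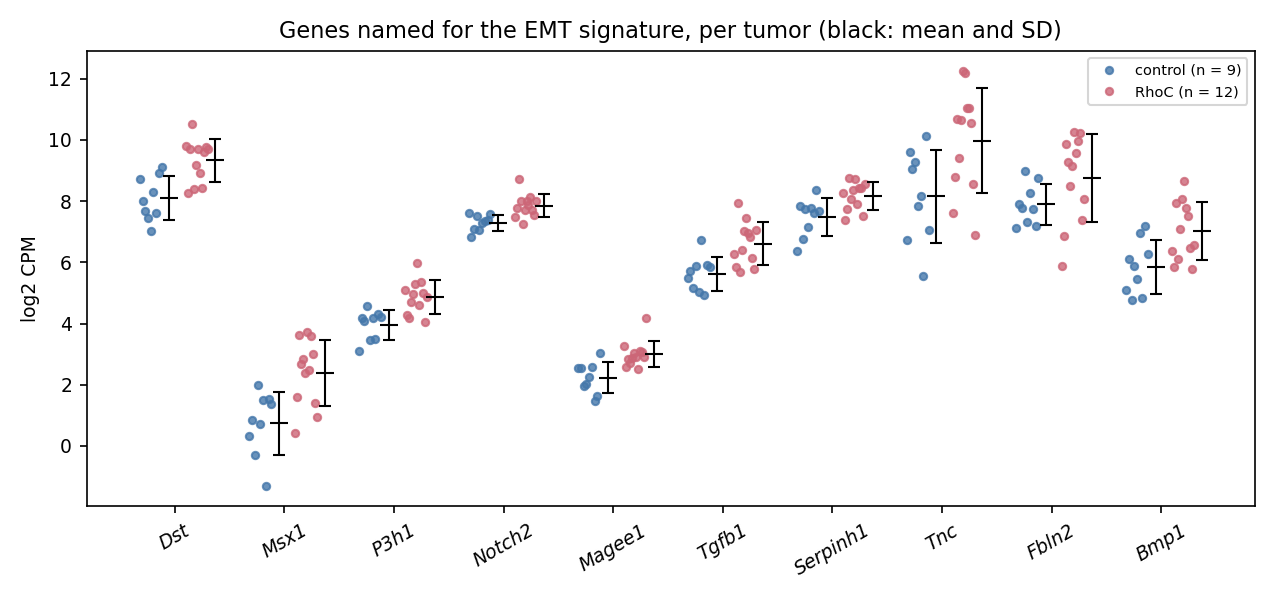
Log2 CPM of the 10 genes named for the EMT signature in each of the 9 control and 12 RhoC tumors, with bars for the mean and SD of each cohort. The mean of every gene is higher in RhoC tumors and the 2 cohorts overlap.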

EMT signature changes included significantly altered expression of *Dst*, *Msx1*, *P3h1*, *Notch2*, *Magee1*, *Tgfb1*, *Serpinh1*, *Tnc*, *Fbln2* and *Bmp1* (Fig. 3B and Additional file 1: Supplementary Table S2). Consistent with the trend towards lower-level *ErbB2*/*Grb7* copy number gains/amplification in R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ tumors, many of the genes near *ErbB2* were expressed at a lower level in RhoC tumors as compared to controls, while *ErbB2*/*Neu* mRNA levels were similar to what was seen in control tumors (Additional file 1: Supplementary Figure S8).

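Supplementary Figure S8 marks 14 genes around *Erbb2* as significantly lower in RhoC tumors. Of these, 13 had enough counts to be tested, all 13 had a negative log2 fold change and an unadjusted p under 0.05, and 7 had an adjusted p under 0.05 over all genes with edgeR's test. Adjusted over the marked genes alone, all 13 were under 0.05, which is not independent evidence since the marks were made on the same tumors. DESeq2 gave all 13 an adjusted p under 0.05, and the fit on counts summed over each mouse gave 3.

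*Pgap3* (chromosome 11 from 98388677 to 98400490) was at 19.2 ± 7.50 CPM in RhoC tumors and 856 ± 723 CPM in control tumors, a log2 fold change of -5.49 (SE 0.53, adjusted p = 1.15e-05). *Stard3* (98358368 to 98381112) was at 37.8 ± 6.66 CPM against 1230 ± 1046 CPM (log2 fold change -5.04, SE 0.55, adjusted p = 7.16e-05). On the other side of *Erbb2*, *Grb7* (98446394 to 98455373) was at 97.2 ± 56.9 CPM against 1287 ± 724 CPM (-3.74, SE 0.49, adjusted p = 9.98e-04). *Mien1* (98437708 to 98438991), whose end overlaps that of *Erbb2*, was at 59.5 ± 43.4 CPM against 799.9 ± 640.0 CPM (-3.77, SE 0.55, adjusted p = 0.00266). Expression of each of these 4 genes in 8 of the 9 control tumors lay above the median of the RhoC tumors, and the exception was N-15 for *Pgap3*, *Mien1* and *Grb7* and N-7 for *Stard3*. *Ppp1r1b* (-5.54, adjusted p = 0.00736), *Med1* (-3.47, adjusted p = 0.0311) and *Cdk12* (-3.04, adjusted p = 0.0315) also passed the threshold. The decreases of *Med1* and *Cdk12* rest largely on N-8, N-9 and N-17 (2971 to 6411 CPM and 2324 to 3436 CPM). Other controls were at most at 270 and 207 CPM, although for *Cdk12* all 9 controls lay above the median of the RhoC tumors. Neither gene passed without N-8 or without N-9. *Fbxl20* (-3.0), *Gsdma* (-5.54), *Ormdl3* (-2.72), *Med24* (-2.26), *Psmd3* (-2.01) and *Csf3* (-2.86) had adjusted p values from 0.0536 to 0.151. *Tcap* had too few counts to be tested.

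Over all tested genes within 0.1 Mb of *Erbb2*, 6 of 7 had a lower mean in RhoC tumors and the median log2 fold change was -3.77. The median was -2.06 from 0.1 to 0.5 Mb, -1.93 from 0.5 to 1 Mb, -0.07 from 1 to 2 Mb, 0.42 from 2 to 5 Mb and 0.30 from 5 to 10 Mb, where 20 of 75 genes had a lower mean in RhoC tumors. The extent of the raised genes differed between control tumors.

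**Figure D3:**
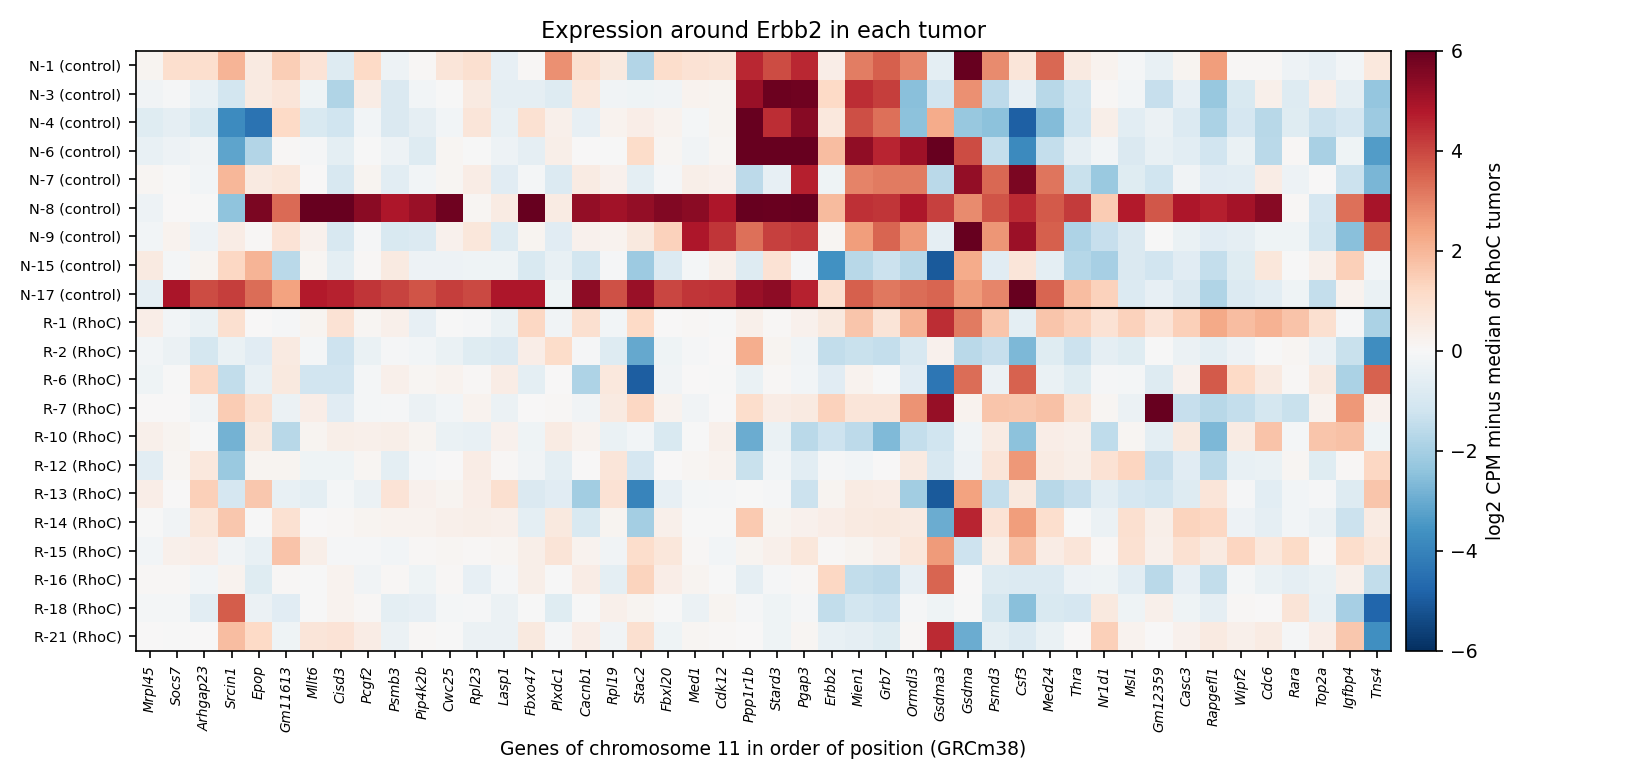
Log2 CPM of genes around *Erbb2*, in their order on chromosome 11 (columns, from *Mrpl45* to *Tns4*), in each of the 9 control and 12 RhoC tumors (rows), as the difference from the median of the RhoC tumors on a color scale from -6 to 6. *Pgap3* and *Grb7*, on either side of *Erbb2*, are raised in 8 of the 9 control tumors and not in N-15, and the raised genes cover different lengths.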

**Fig. 3:**
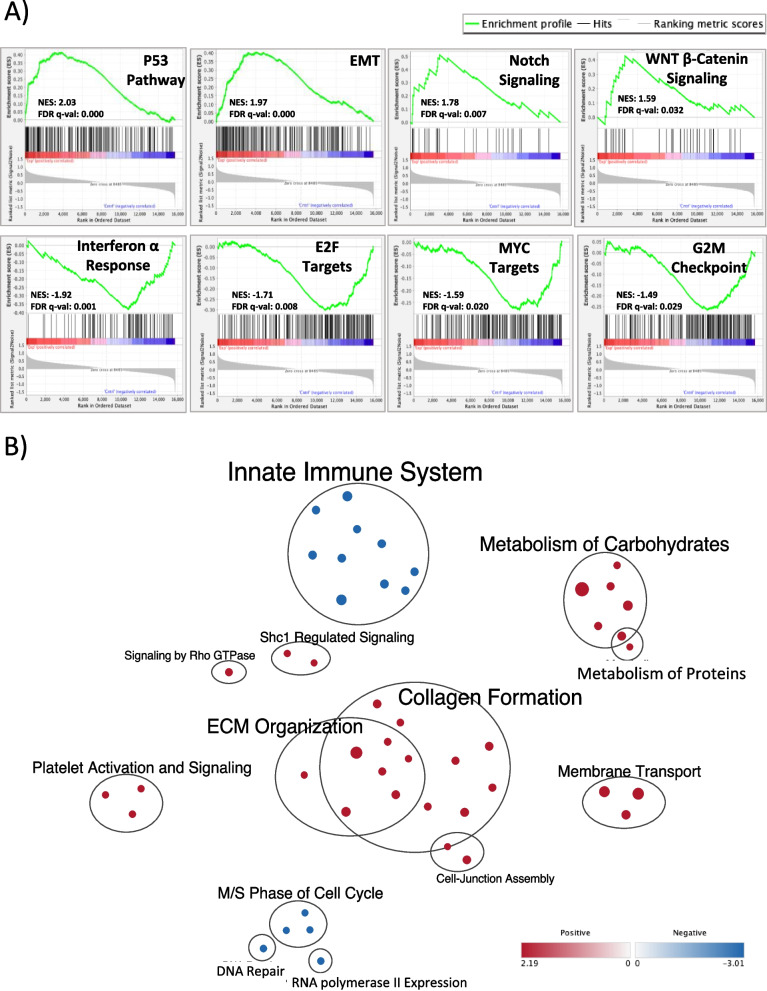
Gene Set Enrichment Analysis (GSEA) of RNA sequencing data from mammary tumor samples. **A** Enrichment plots profiling GSEA analysis based on mouse hallmark gene sets using differential gene expression data from R26^RhoC/+^; FloxNeoNeuNT; MMTV-Cre^NLST^ (experimental) mammary tumors compared to NeuNT controls. Gene expression associated with activation of p53, EMT, Notch and WNT/β-Catenin pathways was increased in the experimental group, while Interferon α response, E2F targets, Myc targets and G2M checkpoint pathways were increased in the control group. Only the top 4 up-/down-regulated pathways were shown and the rest can be found in Additional file 1: Supplementary Table 3. **B** Enrichment map visualization of the enriched pathways in mammary tumors from experimental and control mice. Nodes in the network represent pathways (Reactome, Biocarta, Wiki Pathways) and similar pathways with many common genes are connected. Node size is proportional to the number of genes in each node and colors indicate whether the member genes of a set are up (red) or down (blue) regulated in the experimental group compared to controls

Finally, Rho mutant oncogenes have been identified in some human tumors. To test for the selection of activating mutations within the RhoC transgene, we used PCR-sequencing. No such mutations could be identified in 14 tumors from R26^*RhoC/*+^;*FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ mice, indicating that wildtype *RhoC* was responsible for accelerating mammary tumor formation (Additional file 1: Supplementary Table S5).

### *RhoC* overexpression cooperates with *Pik3ca*^*H1047R*^

*PIK3CA* mutations are frequently seen in breast cancer. Therefore to test for the effect of RhoC overexpression on mammary tumor induction by a different oncogenic driver, we also crossed R26^*RhoC*^ mice to our model for *PIK3CA*-mutant breast cancer (R26-*Pik3ca*^*H1047R*^*;*MMTV*-Cre*^NLST^) [28]. 55% of R26-*Pik3ca*^H1047R^/*RhoC*;MMTV*-Cre*^NLST^ mice developed mammary tumors, a similar proportion to that seen in R26-*Pik3ca*^*H1047R*^;MMTV*-Cre*^NLST^ controls (45%). However, *Pik3ca*^*H1047R*^/*RhoC* mice reached endpoint with mammary tumors, on average, 100 days earlier than seen in *Pik3ca*^*H1047R*^ mice (Fig. 4A and B). Most mutant *Pik3ca* tumors were adenosquamous carcinomas (42%), Adenomyoepitheliomas (AMEs) (43%), or Squamous Cysts (SCs)(6%) (Fig. 4C). In contrast, R26-*Pik3ca*^*H1047R*^/*RhoC*;MMTV*-Cre*^NLST^ mice developed more spindle-family tumors (Fig. 4C). A coincidental reduction in the percentage of AMEs was evident (Fig. 4C). This result is also consistent with induction of EMT signature gene expression as seen in *FloxNeoNeu*^*NT*^ model tumors discussed above.

**Fig. 4:**
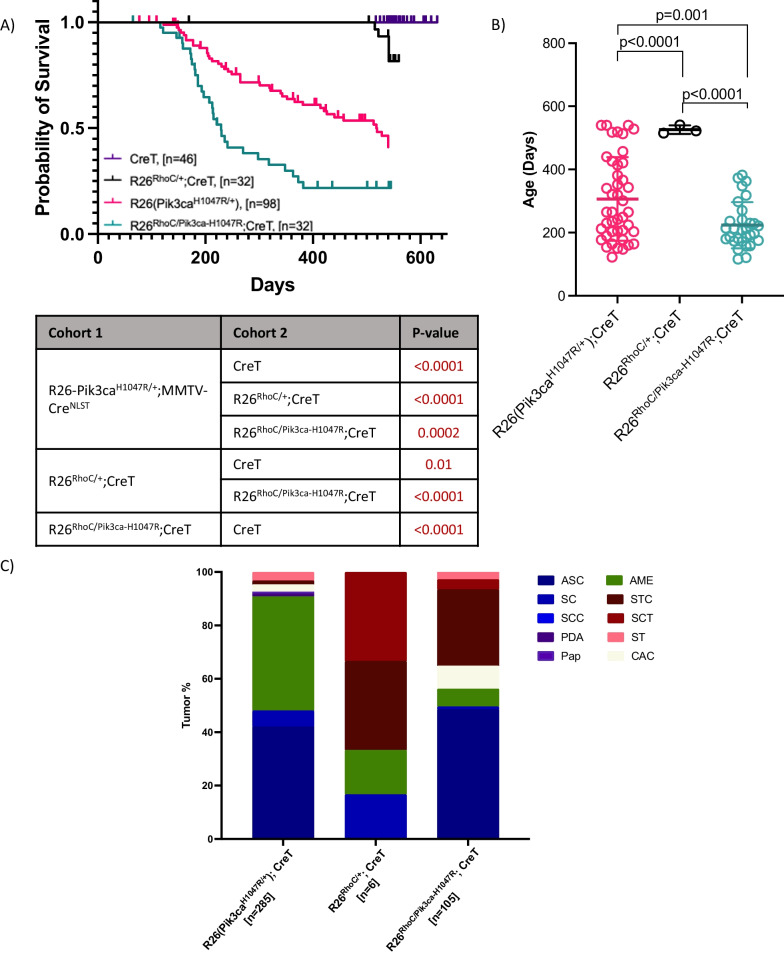
*RhoC* overexpression cooperates with activated *Pik3ca* (H1047R mutant) to enhance tumor formation. **A** Kaplan Meier survival curve showing cooperation between *Pik3ca*^*H1047R*^ and *RhoC* overexpression. Death due to mammary tumor progression was compared between cohorts. Statistical analysis for KM survival curves were calculated using Log-rank (Mantel-Cox) test via GrapPad Prism (shown in the table below) and *p*-values of less than 0.05 are considered significant. **B** Graph comparing the ages between cohorts when mice died due to mammary gland tumors. **C** The column graph shows mammary tumor histology for each cohort. Tumor types are represented with different colors. Mammary tumor histotypes are divided as below. ASC, Adenosquamous carcinoma; SC, Squamous cyst; SCC, Squamous cell carcinoma; PDA, Poorly differentiated adenocarcinoma; Pap, Papillary adenocarcinoma; AME, Adenomyoepithelioma; STC, Scirrhous tubular carcinoma; SCT, Spindle cell tumor; ST, Scirrhous tumor; CAC, Complex adenocarcinoma. Note: CreT = CreNLST

### *RhoC* overexpression does not enhance ErbB2 gene expression or PI3K/Akt signaling in T47D cells

One possible explanation for *RhoC* overexpression cooperating with *ErbB2*/*Neu* and *Pik3ca* oncogenes in transformation of mammary epithelium could involve RhoC-mediated enhancement of *ErbB2* expression and/or PI3K to Akt signaling. To test for this, we assessed the effect of RhoC on both parameters in transiently transfected T47D breast cancer cells. This cell line was chosen since it expresses *ErbB2* [29] and has an H1047R mutation in *PIK3CA* [30]. Despite overexpression of ErbB2/Neu^NT^ in R26^*RhoC/*+^; *FloxNeoNeu*^*NT*^;MMTV*-Cre*^NLST^ tumors without apparent selection for high-level amplification of *ErbB2*/*Neu*^*NT*^ (see Additional file 1: Supplementary Figure S9)), overexpression of RhoC did not enhance ERBB2 protein accumulation in transfected cells (Additional file 1: Supplementary Figure S9). Similarly, based on Threonine 308 or Serine 473 phosphorylation of Akt proteins (Additional file 1: Supplementary Figure S9), overexpression of RhoC also did not significantly enhance PI3K to Akt signaling. Thus, while RhoC overexpression cooperates with both oncogenic proteins/pathways, this effect is not easily modeled in vitro and may well relate to non-cell-autonomous effects of RhoC in the tumor microenvironment.

## Summary

*RhoC* overexpression in BC was first identified in a clinical subtype known as Inflammatory Breast Cancer [31]. In vitro, increased RhoC protein levels lead to transformation and invasion of HME and MCF-10A cells [11, 32–34]. Despite this, the role of *RhoC* overexpression in transformation of mammary epithelial cells in vivo has not been addressed. Here, we report on generation and characterization of a *Cre-*conditional *RhoC*-overexpression mouse. To test for the transforming effect of overexpression on different oncogenic backgrounds, R26-*RhoC* mice were crossed to *ErbB2/Neu*^*NT/NDL2-5*^ and *Pik3ca*^*H1047R*^ models of BC. *ERBB2/Neu* gain or amplification occurs in approximately 25–30% of human breast tumors. *PIK3CA* is activated through mutation in ~ 35% of cases, most of which do not show amplification of *ErbB2*. Thus, collectively, *ERBB2/Neu*^+^ and *PIK3CA*^mutant^ breast tumors represent the majority of cases. We therefore chose to study *RhoC* overexpression in models for both alterations. Indeed, RhoC overexpression dramatically increased mammary tumor formation induced by *Neu*^*NT*^ and *Pik3ca*^*H1047R*^. RhoC overexpression did not affect ERBB2 protein accumulation in transfected breast cancer cells in vitro (Additional file 1: Supplementary Figure S8). In addition, RhoC overexpression failed to enhance PI3K to Akt signaling in vitro (Additional file 1: Supplementary Figure S8). These data suggest that *RhoC* may cooperate with *ErbB2/Neu* and *Pik3ca* oncogenic signaling through a more indirect, even non-cell-autonomous, mechanism that is not easily modeled in vitro. Perhaps this mechanism may relate to the ability of RhoC to enhance motility or to a change in the tumor microenvironment associated with RhoC-mediated EMT in tumor cells. Indeed, *RhoC-ErbB2/Neu*^*NT*^ mammary tumors showed elevated EMT-associated gene expression, as well as elevated expression of p53, Notch- and Wnt-pathway genes. In *RhoC-Pik3ca*^*H1047R*^ mammary tumors, a shift in tumor histology was noted (in comparison to tumors that formed in control *Pik3ca*^*H1047R*^ model mice). This shift involved the development of spindle/EMT-like tumors at the expense of more benign Adenomyoepitheliomas. Thus, in cooperation with both oncogenes, RhoC enhanced epithelial to mesenchymal transition-associated properties. These data highlight the oncogenic effect of increased Rho expression in breast tumor formation, thereby revealing a potential benefit of targeting Rho protein expression in the clinic.

### Supplementary Information

**Additional file1** 

## Data Availability

RNA-Seq data are available at GEO, with the following accession number: GSE249601 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249601).

# Supplementary material for: Elevated expression of wildtype RhoC promotes ErbB2- and Pik3ca-induced mammary tumor formation
**Source:** Breast Cancer Res. 2024 May 28;26:86. doi: 10.1186/s13058-024-01842-5
**Supplement:** Supplementary file 1 — Additional file1

## Slide 1
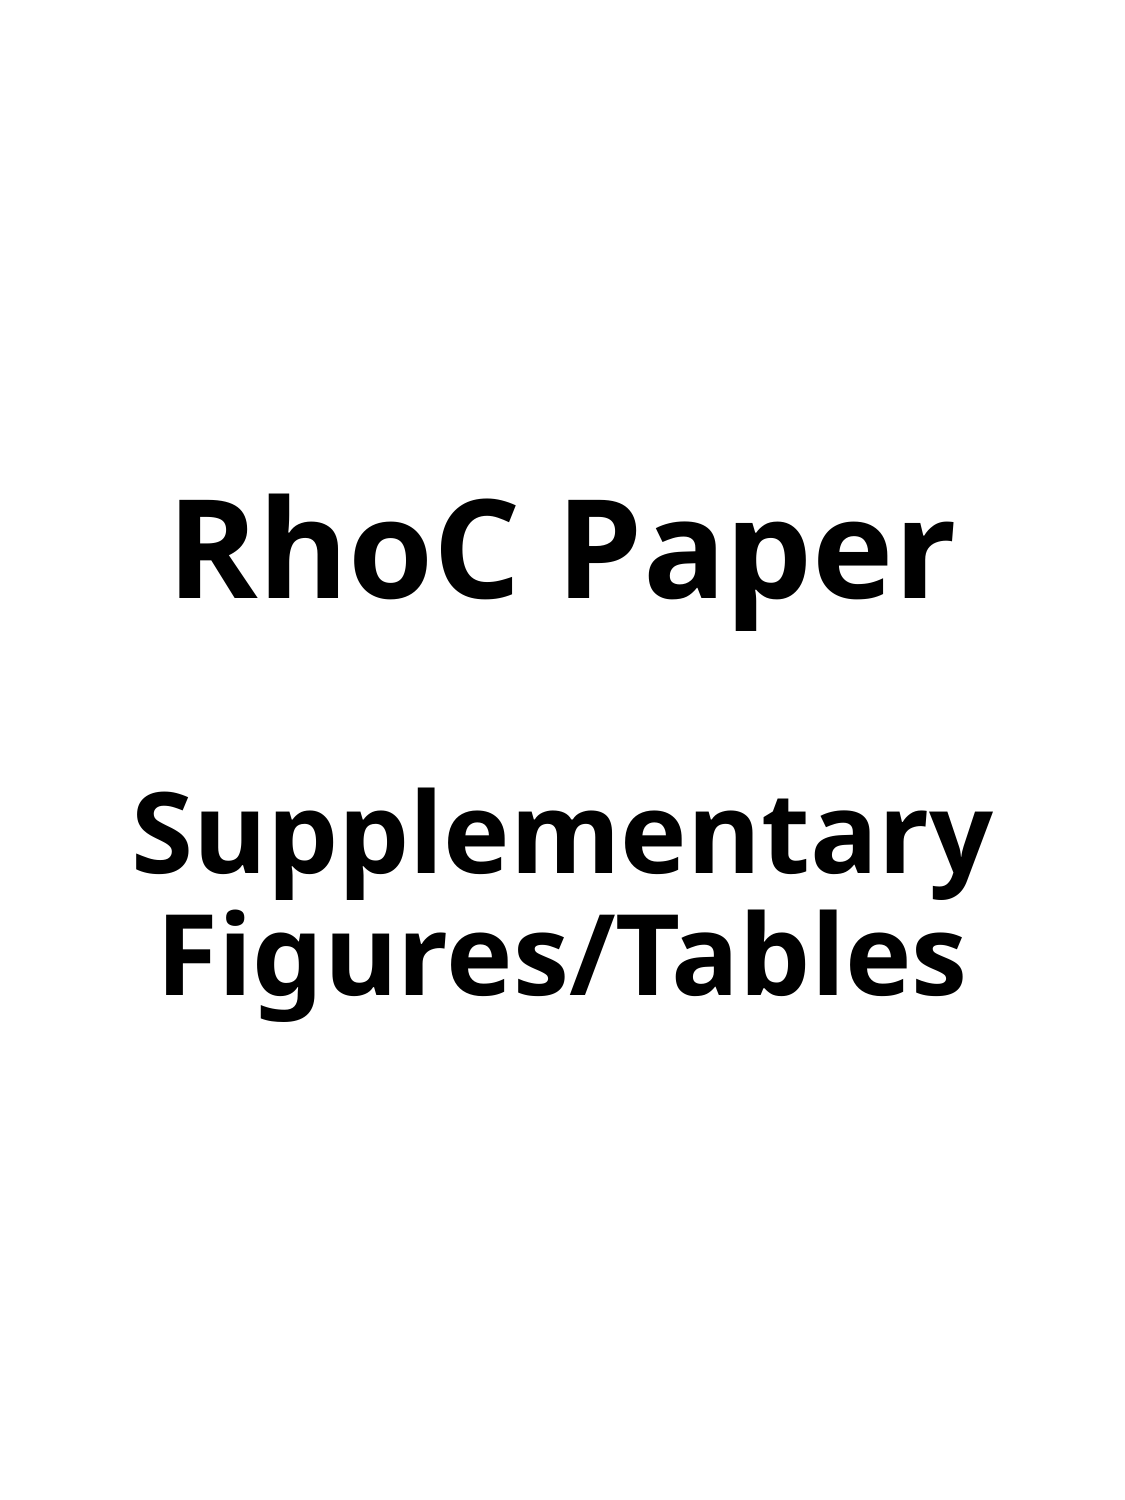

RhoC Paper
Supplementary Figures/Tables

## Slide 2
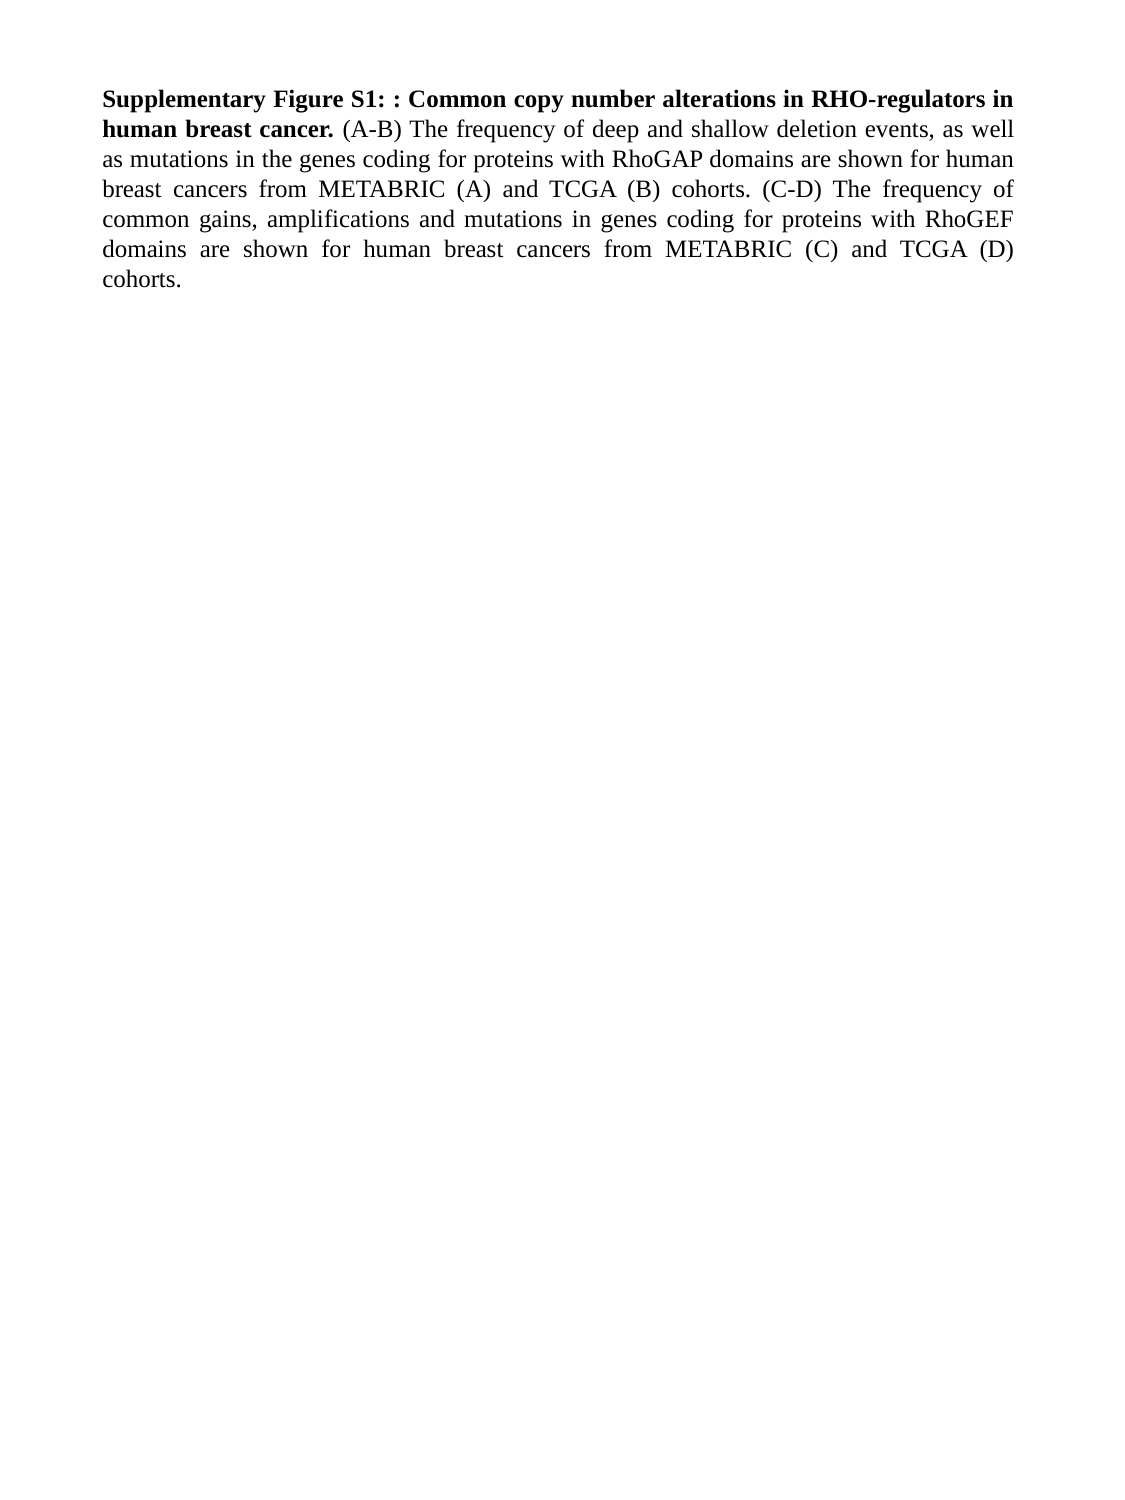

Supplementary Figure S1: : Common copy number alterations in RHO-regulators in human breast cancer. (A-B) The frequency of deep and shallow deletion events, as well as mutations in the genes coding for proteins with RhoGAP domains are shown for human breast cancers from METABRIC (A) and TCGA (B) cohorts. (C-D) The frequency of common gains, amplifications and mutations in genes coding for proteins with RhoGEF domains are shown for human breast cancers from METABRIC (C) and TCGA (D) cohorts.

## Slide 3
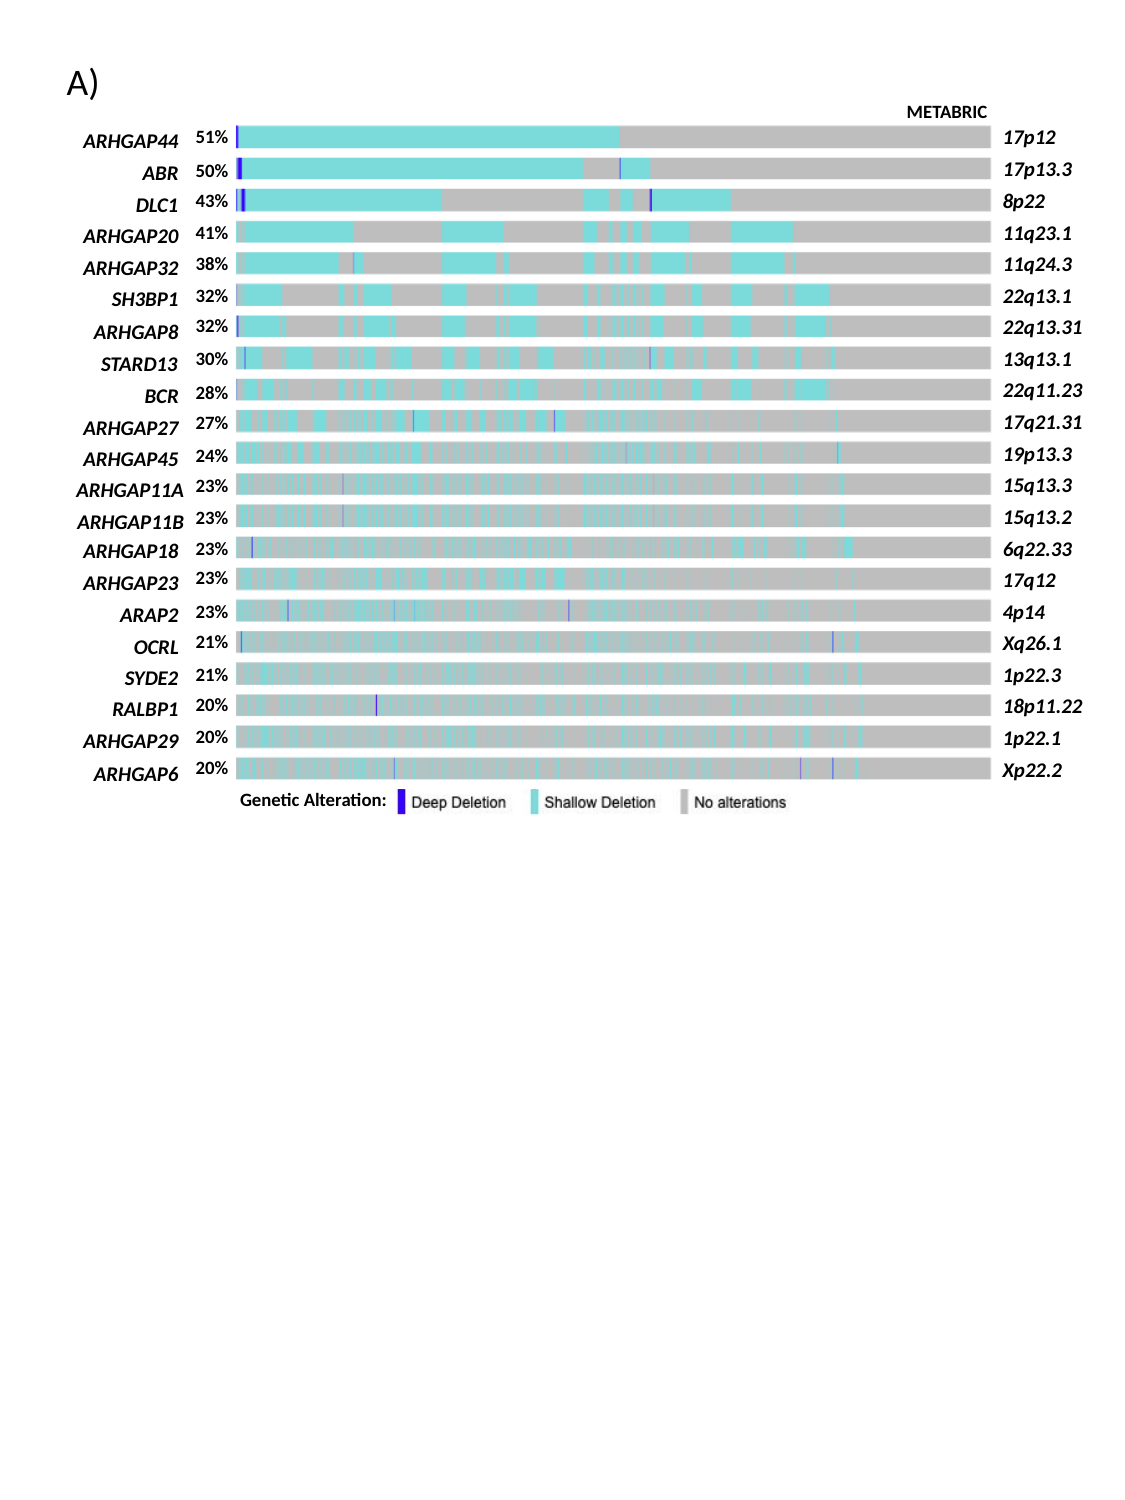

A)
METABRIC
17p12
ARHGAP44
51%
17p13.3
ABR
50%
8p22
DLC1
43%
11q23.1
ARHGAP20
41%
11q24.3
ARHGAP32
38%
22q13.1
SH3BP1
32%
22q13.31
ARHGAP8
32%
13q13.1
STARD13
30%
22q11.23
BCR
28%
17q21.31
ARHGAP27
27%
19p13.3
ARHGAP45
24%
15q13.3
ARHGAP11A
23%
15q13.2
ARHGAP11B
23%
6q22.33
ARHGAP18
23%
17q12
ARHGAP23
23%
4p14
ARAP2
23%
Xq26.1
OCRL
21%
1p22.3
SYDE2
21%
18p11.22
RALBP1
20%
1p22.1
ARHGAP29
20%
Xp22.2
ARHGAP6
20%
Genetic Alteration:

## Slide 4
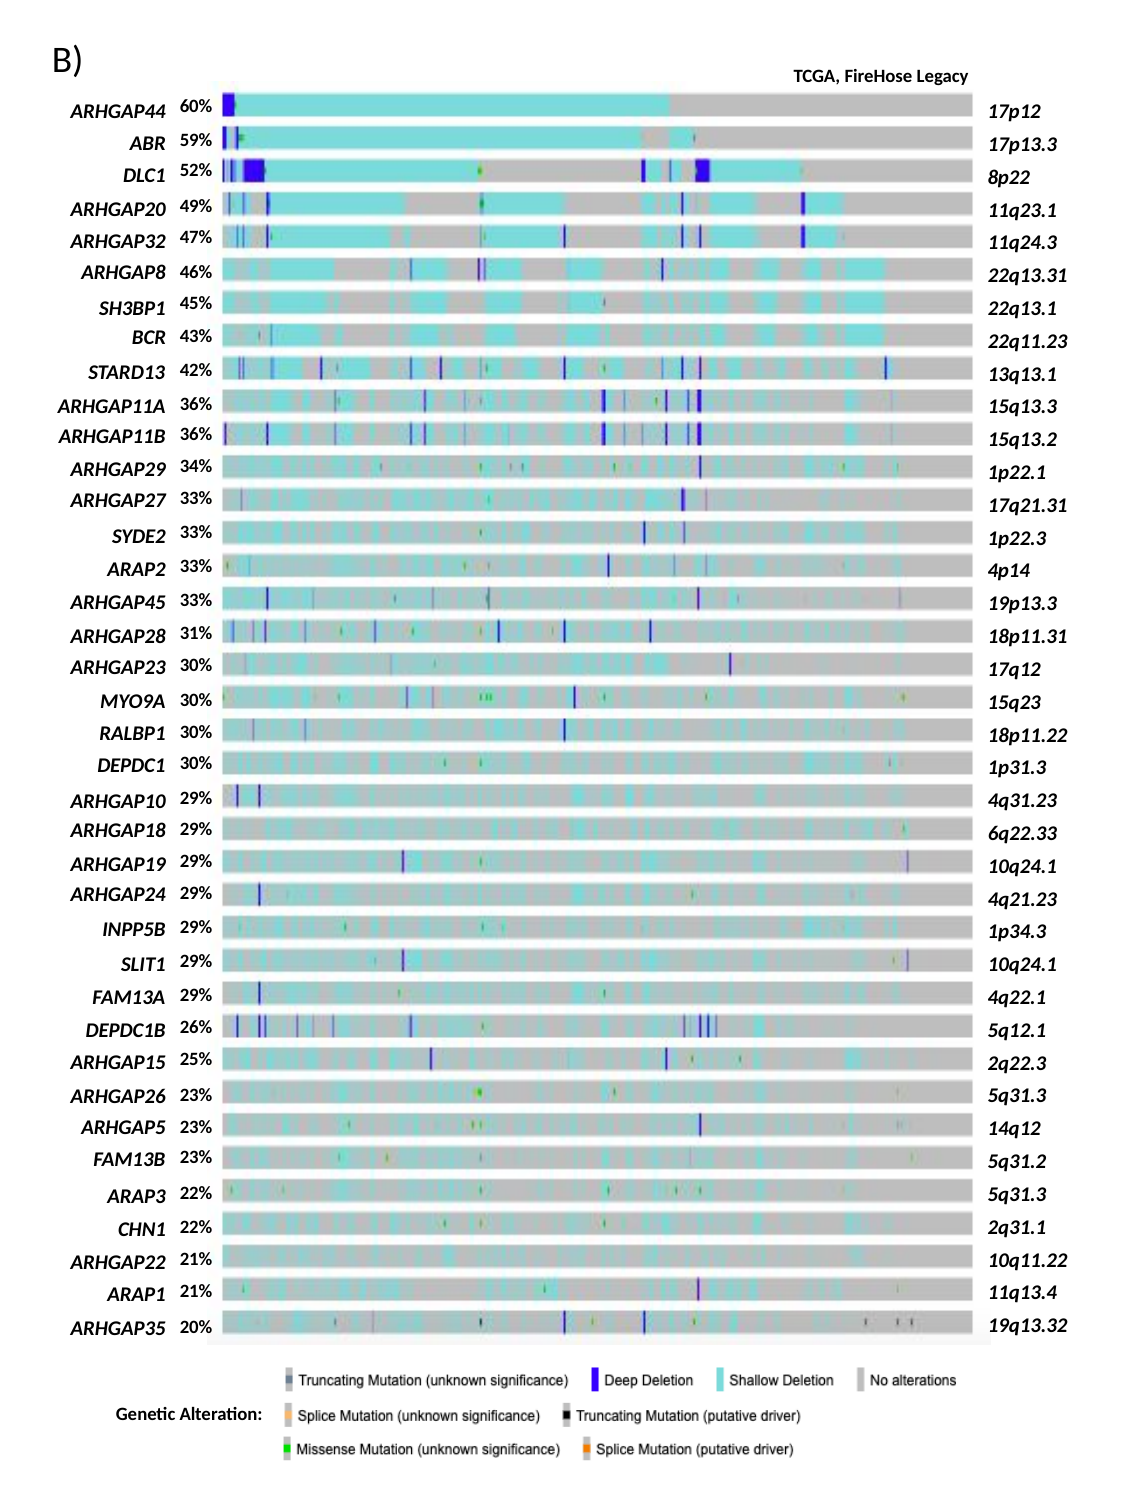

B)
TCGA, FireHose Legacy
ARHGAP44
17p12
60%
ABR
17p13.3
59%
DLC1
8p22
52%
ARHGAP20
11q23.1
49%
ARHGAP32
11q24.3
47%
ARHGAP8
22q13.31
46%
SH3BP1
22q13.1
45%
BCR
22q11.23
43%
STARD13
13q13.1
42%
ARHGAP11A
15q13.3
36%
ARHGAP11B
15q13.2
36%
ARHGAP29
1p22.1
34%
ARHGAP27
17q21.31
33%
SYDE2
1p22.3
33%
ARAP2
4p14
33%
ARHGAP45
19p13.3
33%
ARHGAP28
18p11.31
31%
ARHGAP23
17q12
30%
MYO9A
15q23
30%
RALBP1
18p11.22
30%
DEPDC1
1p31.3
30%
4q31.23
ARHGAP10
29%
ARHGAP18
6q22.33
29%
ARHGAP19
10q24.1
29%
ARHGAP24
4q21.23
29%
INPP5B
1p34.3
29%
SLIT1
10q24.1
29%
4q22.1
FAM13A
29%
5q12.1
DEPDC1B
26%
ARHGAP15
2q22.3
25%
5q31.3
ARHGAP26
23%
ARHGAP5
14q12
23%
FAM13B
5q31.2
23%
5q31.3
ARAP3
22%
2q31.1
CHN1
22%
10q11.22
ARHGAP22
21%
11q13.4
ARAP1
21%
19q13.32
ARHGAP35
20%
Genetic Alteration:

## Slide 5
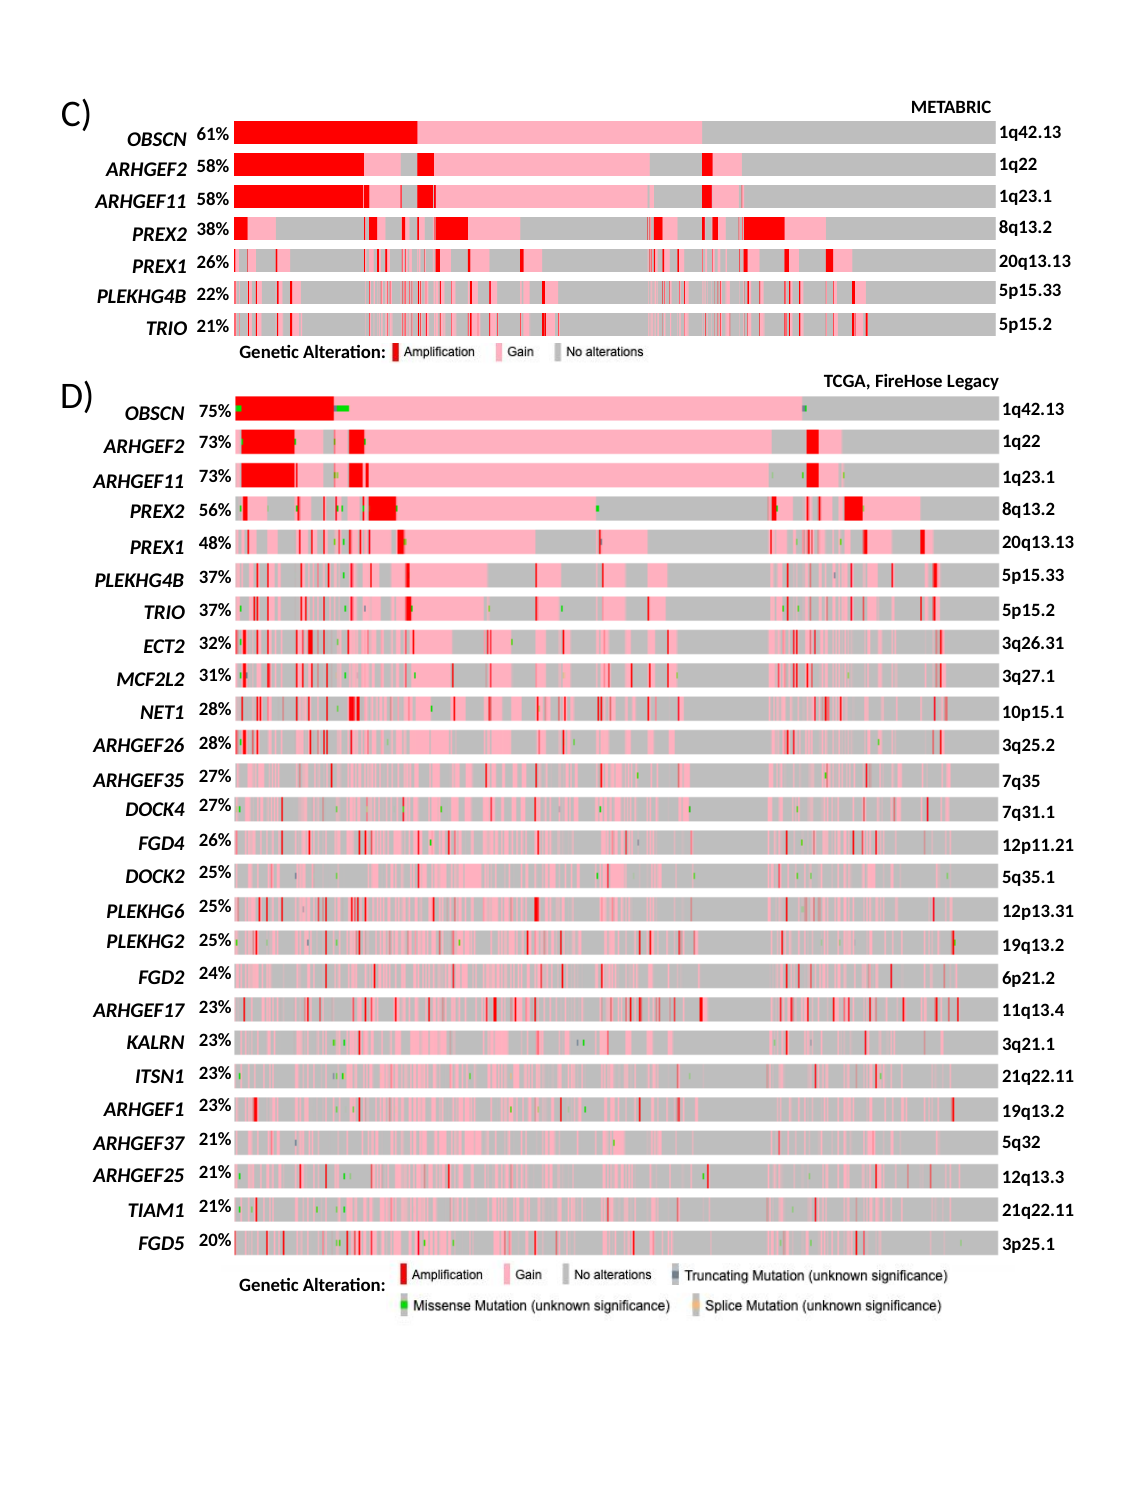

C)
METABRIC
OBSCN
1q42.13
61%
ARHGEF2
1q22
58%
ARHGEF11
1q23.1
58%
PREX2
8q13.2
38%
PREX1
20q13.13
26%
PLEKHG4B
5p15.33
22%
TRIO
5p15.2
21%
Genetic Alteration:
TCGA, FireHose Legacy
D)
OBSCN
1q42.13
75%
ARHGEF2
1q22
73%
ARHGEF11
73%
1q23.1
PREX2
8q13.2
56%
PREX1
20q13.13
48%
PLEKHG4B
5p15.33
37%
TRIO
37%
5p15.2
ECT2
3q26.31
32%
MCF2L2
31%
3q27.1
NET1
28%
10p15.1
ARHGEF26
28%
3q25.2
ARHGEF35
27%
7q35
DOCK4
27%
7q31.1
FGD4
26%
12p11.21
DOCK2
25%
5q35.1
PLEKHG6
25%
12p13.31
PLEKHG2
25%
19q13.2
FGD2
24%
6p21.2
ARHGEF17
23%
11q13.4
KALRN
23%
3q21.1
ITSN1
23%
21q22.11
ARHGEF1
23%
19q13.2
ARHGEF37
21%
5q32
ARHGEF25
21%
12q13.3
TIAM1
21%
21q22.11
FGD5
20%
3p25.1
Genetic Alteration:

## Slide 6
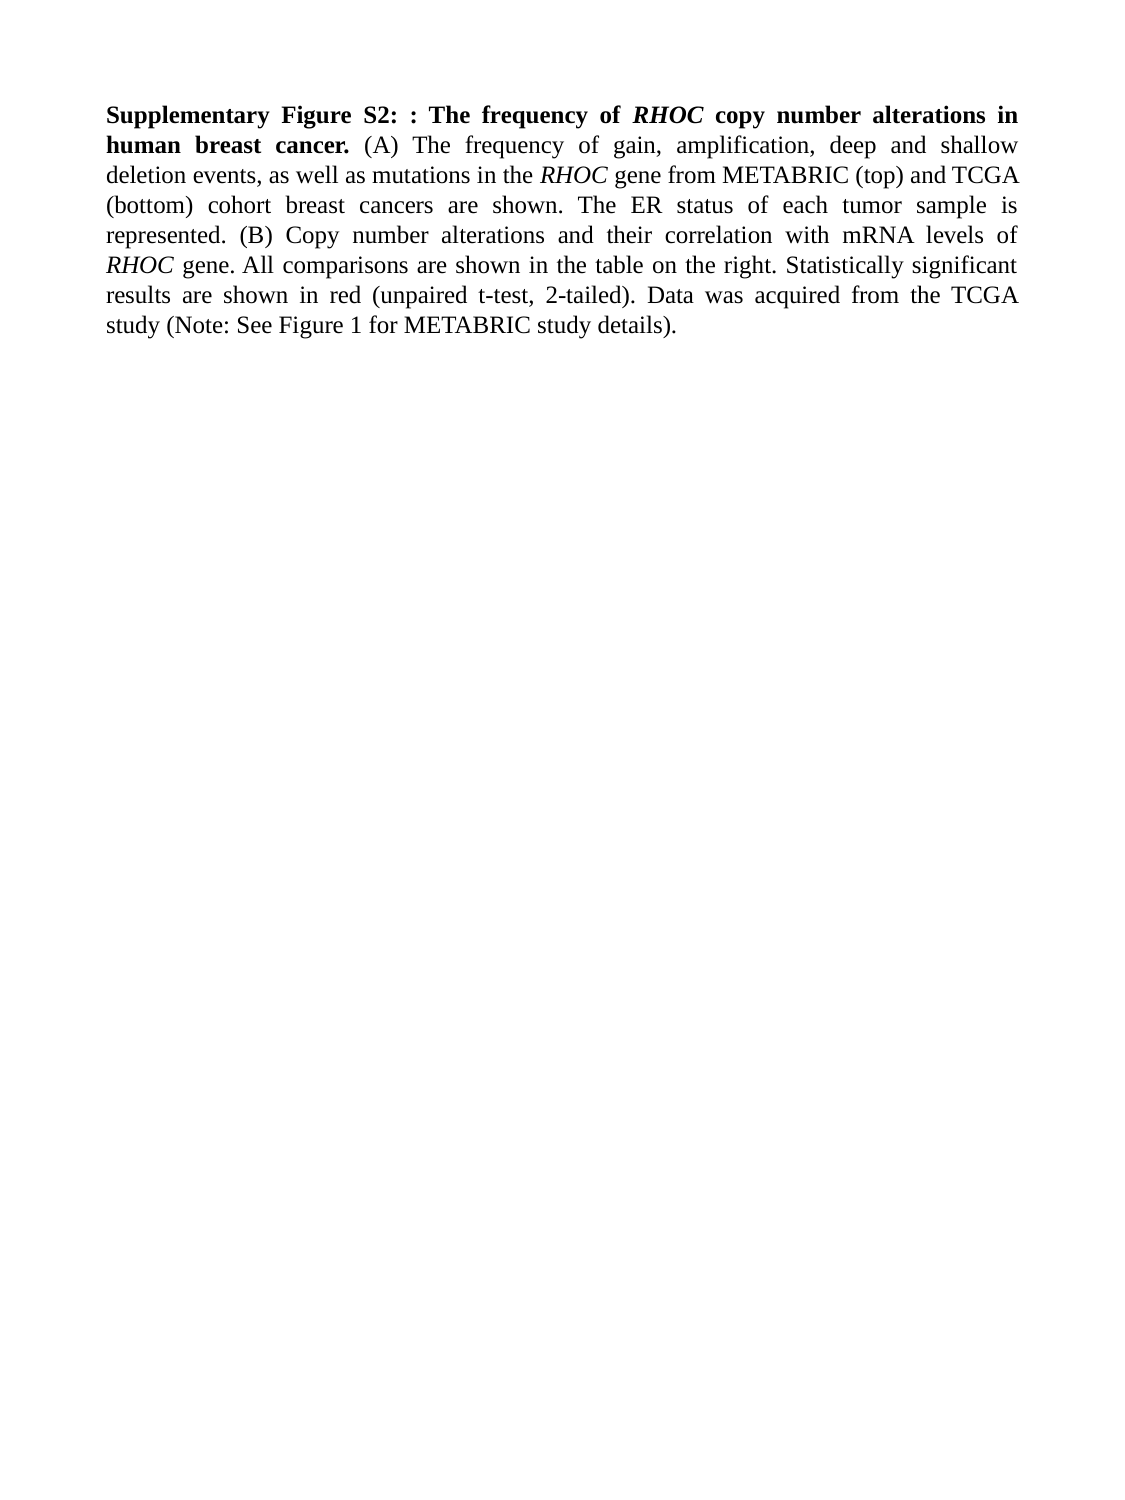

Supplementary Figure S2: : The frequency of RHOC copy number alterations in human breast cancer. (A) The frequency of gain, amplification, deep and shallow deletion events, as well as mutations in the RHOC gene from METABRIC (top) and TCGA (bottom) cohort breast cancers are shown. The ER status of each tumor sample is represented. (B) Copy number alterations and their correlation with mRNA levels of RHOC gene. All comparisons are shown in the table on the right. Statistically significant results are shown in red (unpaired t-test, 2-tailed). Data was acquired from the TCGA study (Note: See Figure 1 for METABRIC study details).

## Slide 7
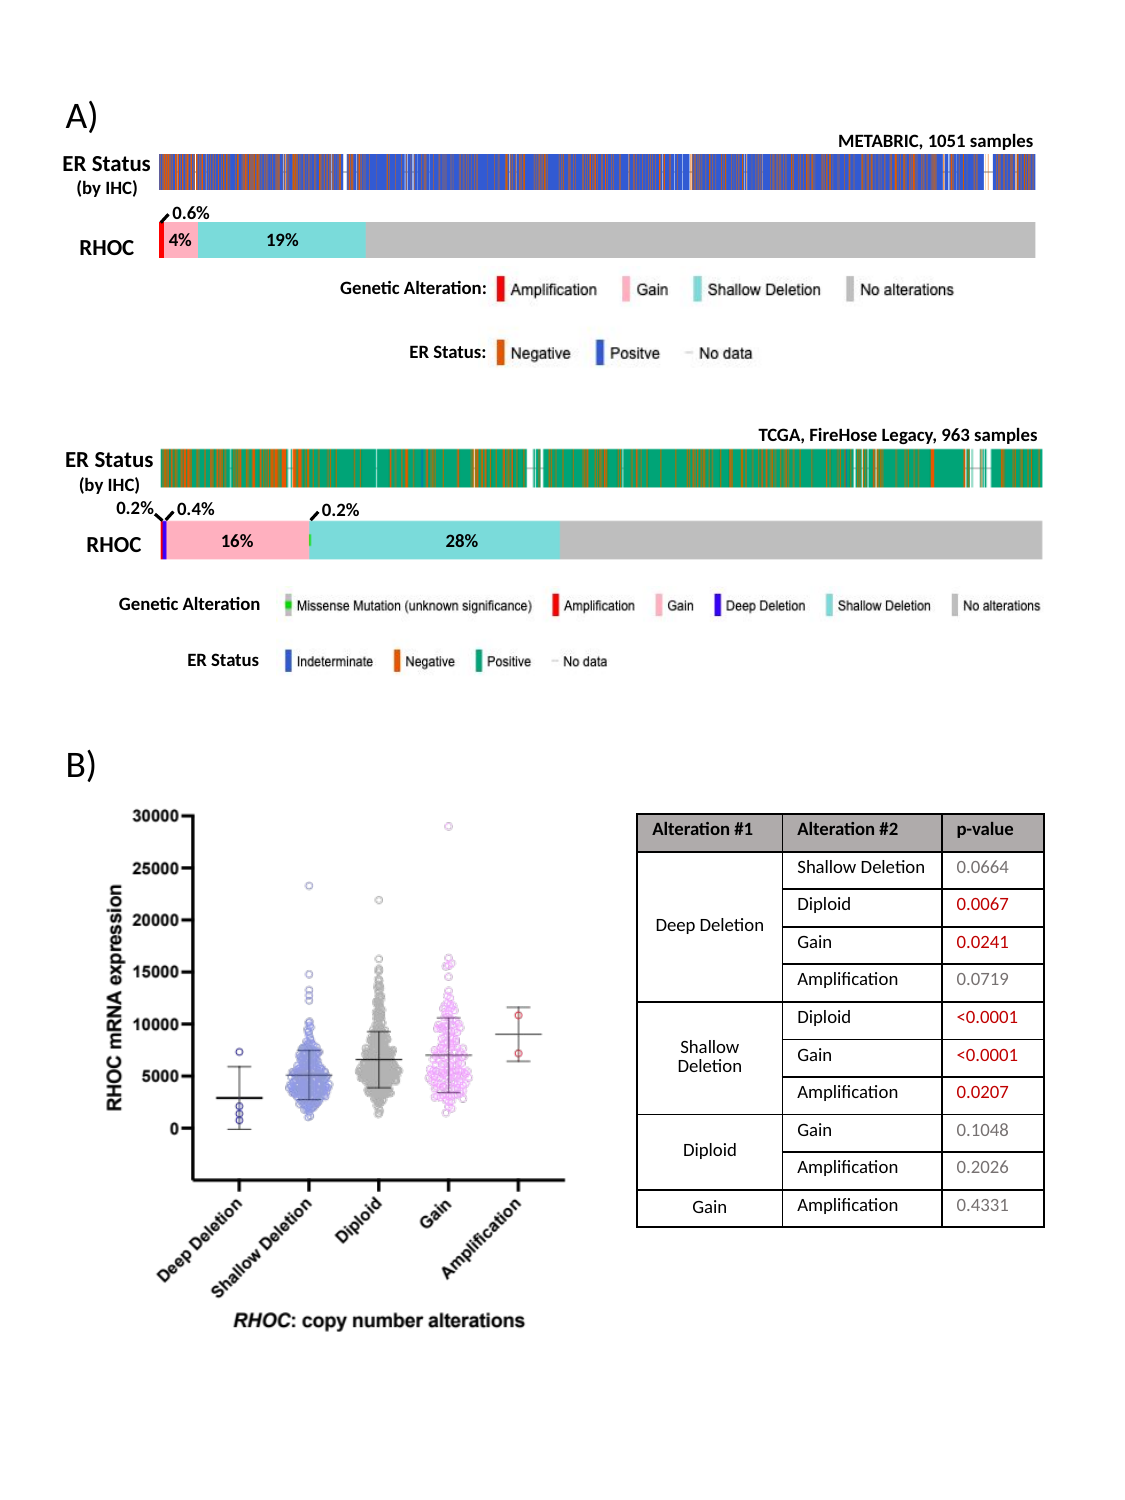

A)
METABRIC, 1051 samples
ER Status
(by IHC)
0.6%
RHOC
4%
19%
Genetic Alteration:
ER Status:
TCGA, FireHose Legacy, 963 samples
ER Status
(by IHC)
0.2%
0.4%
0.2%
RHOC
16%
28%
Genetic Alteration
ER Status
B)
| Alteration #1 | Alteration #2 | p-value |
| --- | --- | --- |
| Deep Deletion | Shallow Deletion | 0.0664 |
| | Diploid | 0.0067 |
| | Gain | 0.0241 |
| | Amplification | 0.0719 |
| Shallow Deletion | Diploid | <0.0001 |
| | Gain | <0.0001 |
| | Amplification | 0.0207 |
| Diploid | Gain | 0.1048 |
| | Amplification | 0.2026 |
| Gain | Amplification | 0.4331 |

## Slide 8
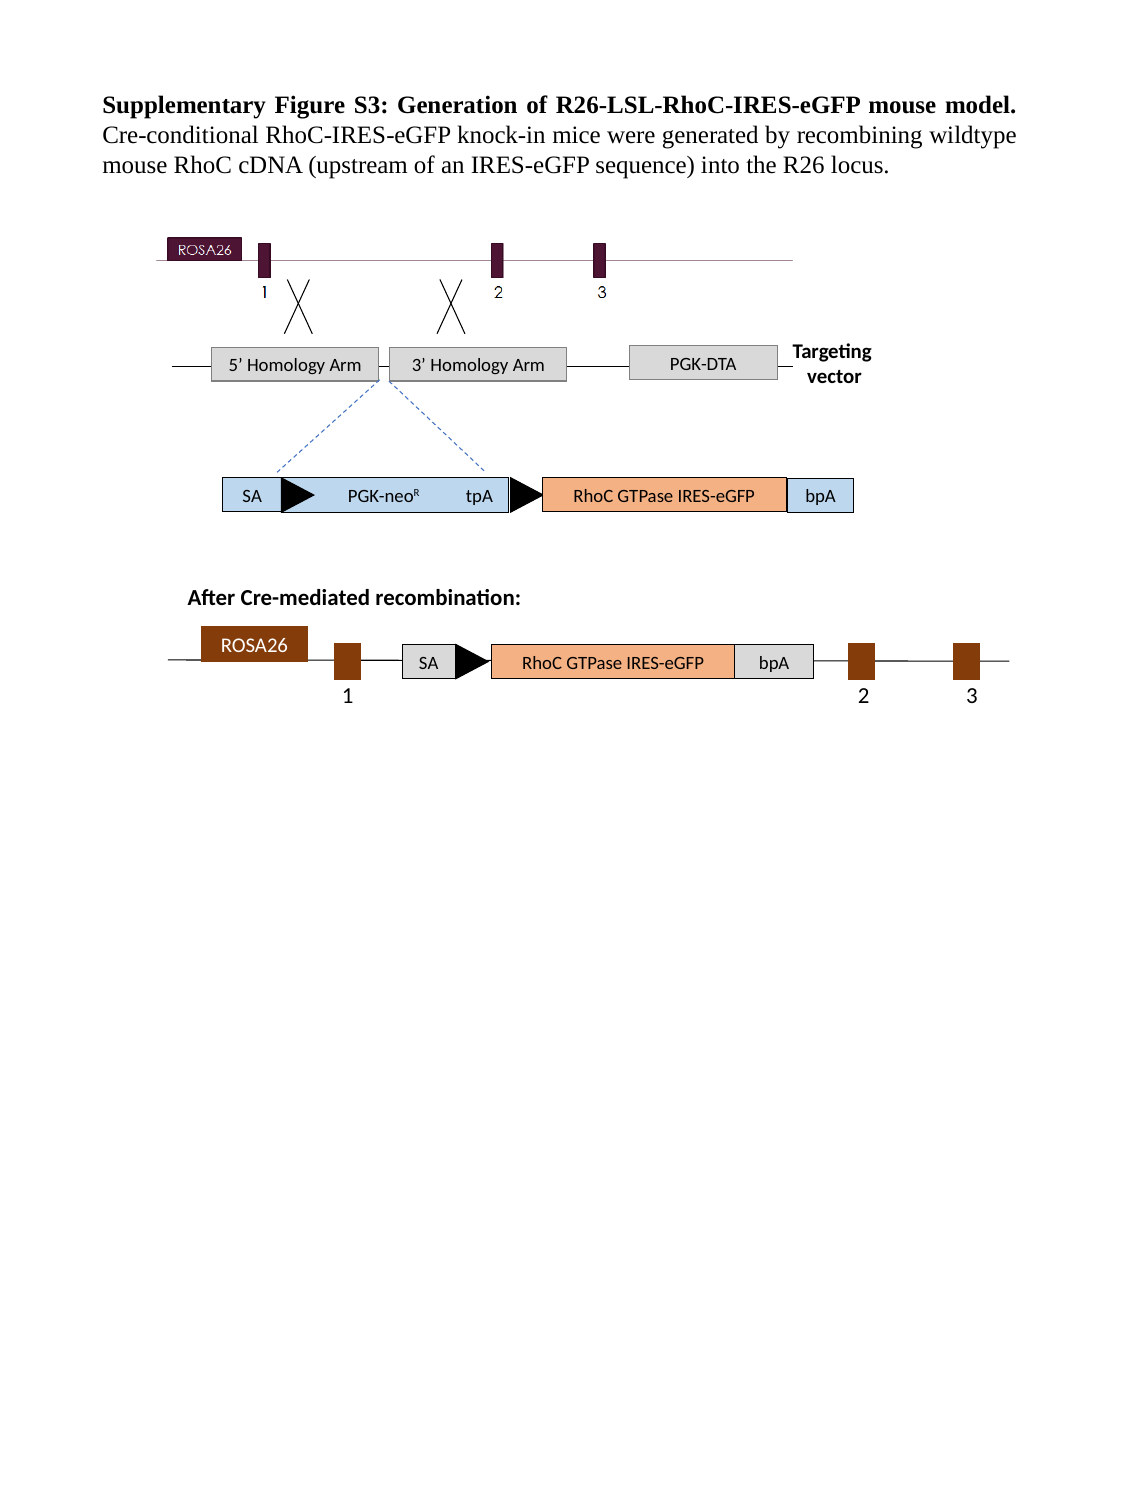

Supplementary Figure S3: Generation of R26-LSL-RhoC-IRES-eGFP mouse model. Cre-conditional RhoC-IRES-eGFP knock-in mice were generated by recombining wildtype mouse RhoC cDNA (upstream of an IRES-eGFP sequence) into the R26 locus.
Targeting
vector
PGK-DTA
5’ Homology Arm
3’ Homology Arm
SA
RhoC GTPase IRES-eGFP
 PGK-neoR tpA
bpA
After Cre-mediated recombination:
ROSA26
SA
RhoC GTPase IRES-eGFP
bpA
1
2
3

## Slide 9
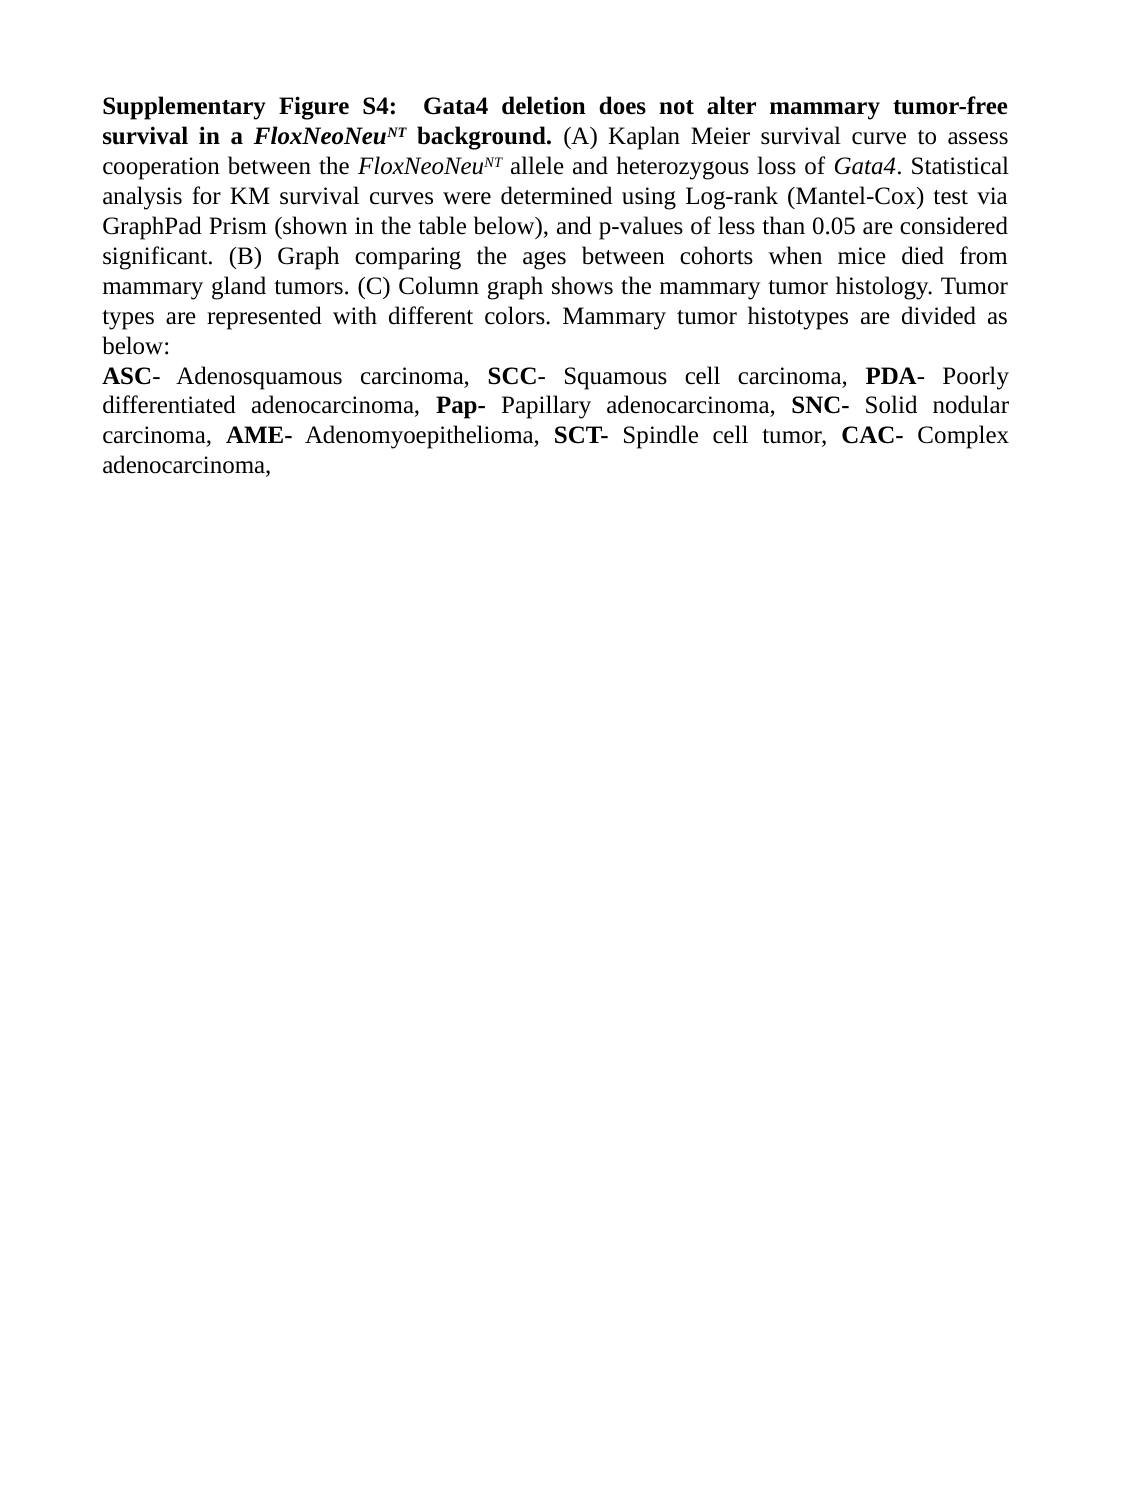

Supplementary Figure S4: Gata4 deletion does not alter mammary tumor-free survival in a FloxNeoNeuNT background. (A) Kaplan Meier survival curve to assess cooperation between the FloxNeoNeuNT allele and heterozygous loss of Gata4. Statistical analysis for KM survival curves were determined using Log-rank (Mantel-Cox) test via GraphPad Prism (shown in the table below), and p-values of less than 0.05 are considered significant. (B) Graph comparing the ages between cohorts when mice died from mammary gland tumors. (C) Column graph shows the mammary tumor histology. Tumor types are represented with different colors. Mammary tumor histotypes are divided as below:
ASC- Adenosquamous carcinoma, SCC- Squamous cell carcinoma, PDA- Poorly differentiated adenocarcinoma, Pap- Papillary adenocarcinoma, SNC- Solid nodular carcinoma, AME- Adenomyoepithelioma, SCT- Spindle cell tumor, CAC- Complex adenocarcinoma,

## Slide 10
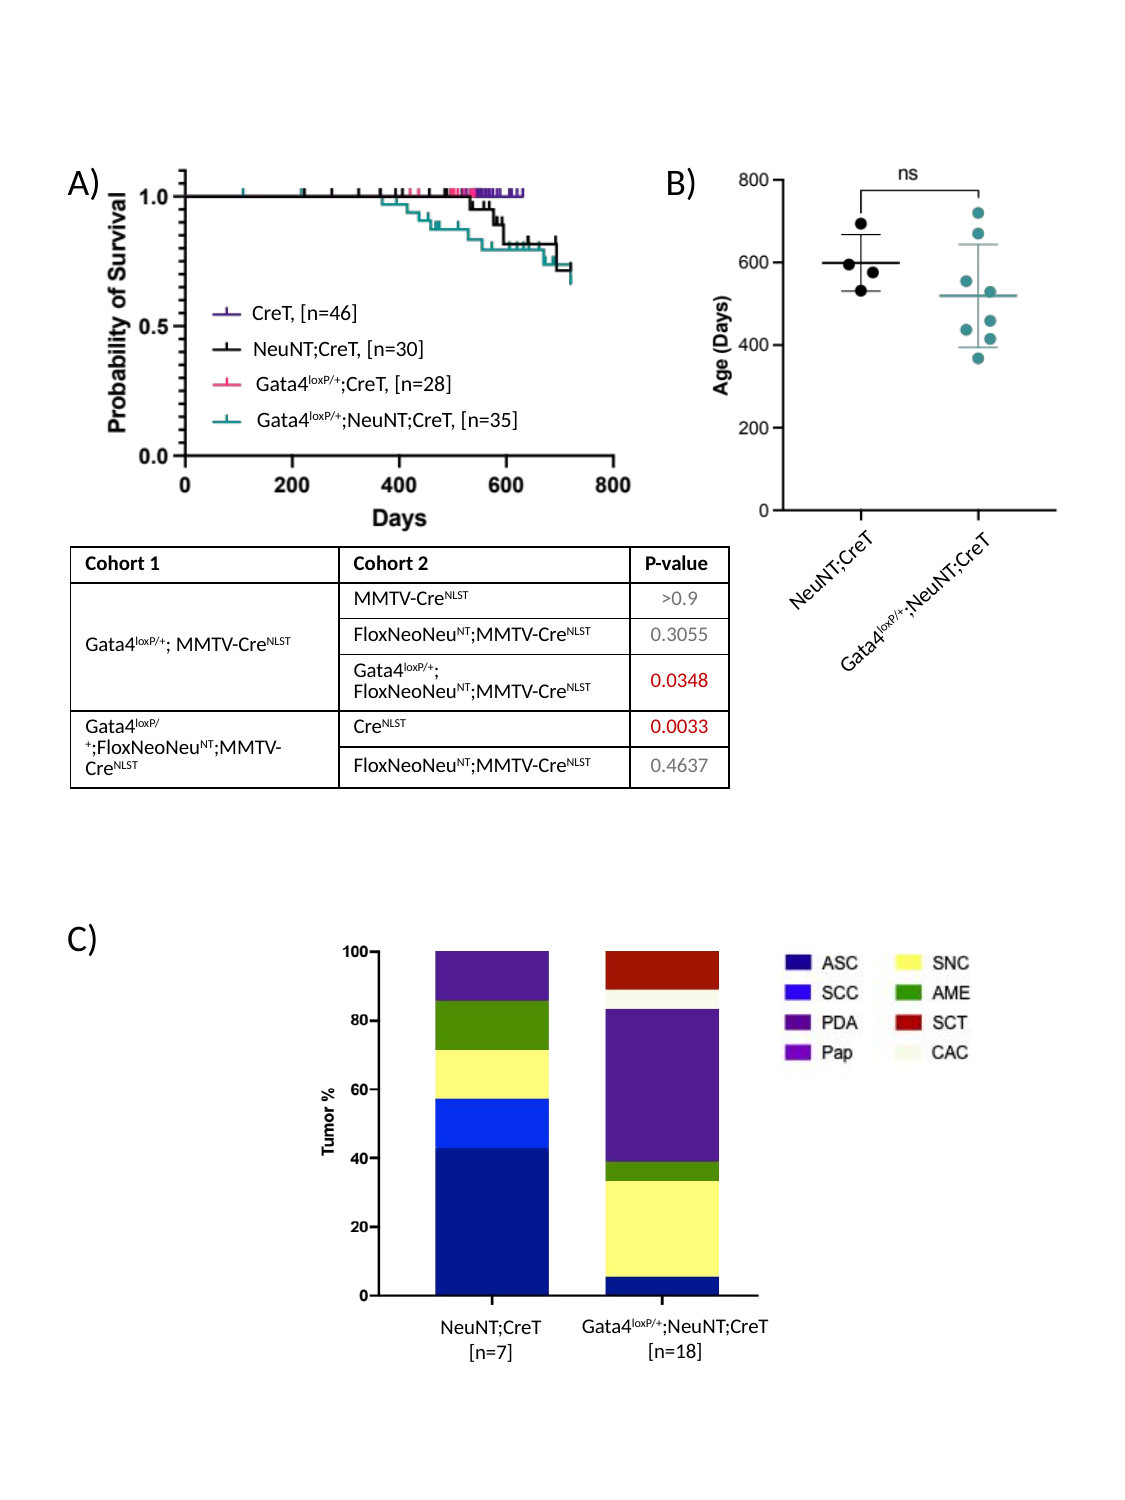

A)
B)
NeuNT;CreT
Gata4loxP/+;NeuNT;CreT
CreT, [n=46]
NeuNT;CreT, [n=30]
Gata4loxP/+;CreT, [n=28]
Gata4loxP/+;NeuNT;CreT, [n=35]
| Cohort 1 | Cohort 2 | P-value |
| --- | --- | --- |
| Gata4loxP/+; MMTV-CreNLST | MMTV-CreNLST | >0.9 |
| | FloxNeoNeuNT;MMTV-CreNLST | 0.3055 |
| | Gata4loxP/+; FloxNeoNeuNT;MMTV-CreNLST | 0.0348 |
| Gata4loxP/+;FloxNeoNeuNT;MMTV-CreNLST | CreNLST | 0.0033 |
| | FloxNeoNeuNT;MMTV-CreNLST | 0.4637 |
C)
Gata4loxP/+;NeuNT;CreT
[n=18]
NeuNT;CreT
[n=7]

## Slide 11
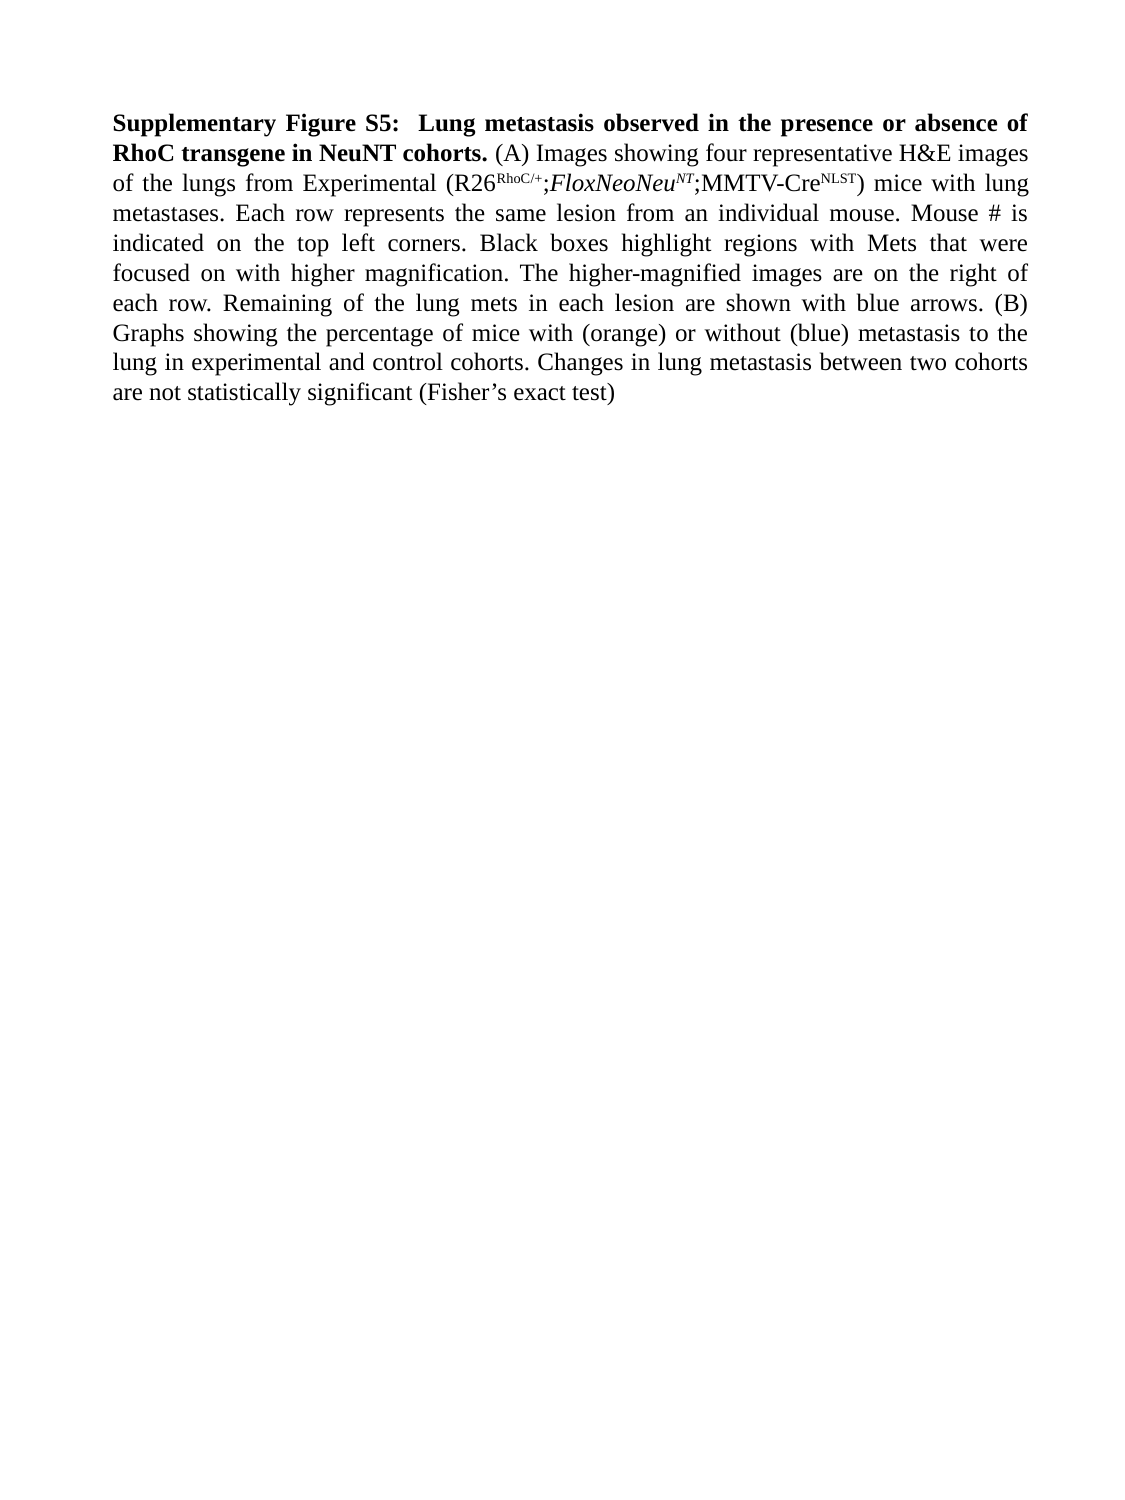

Supplementary Figure S5: Lung metastasis observed in the presence or absence of RhoC transgene in NeuNT cohorts. (A) Images showing four representative H&E images of the lungs from Experimental (R26RhoC/+;FloxNeoNeuNT;MMTV-CreNLST) mice with lung metastases. Each row represents the same lesion from an individual mouse. Mouse # is indicated on the top left corners. Black boxes highlight regions with Mets that were focused on with higher magnification. The higher-magnified images are on the right of each row. Remaining of the lung mets in each lesion are shown with blue arrows. (B) Graphs showing the percentage of mice with (orange) or without (blue) metastasis to the lung in experimental and control cohorts. Changes in lung metastasis between two cohorts are not statistically significant (Fisher’s exact test)

## Slide 12
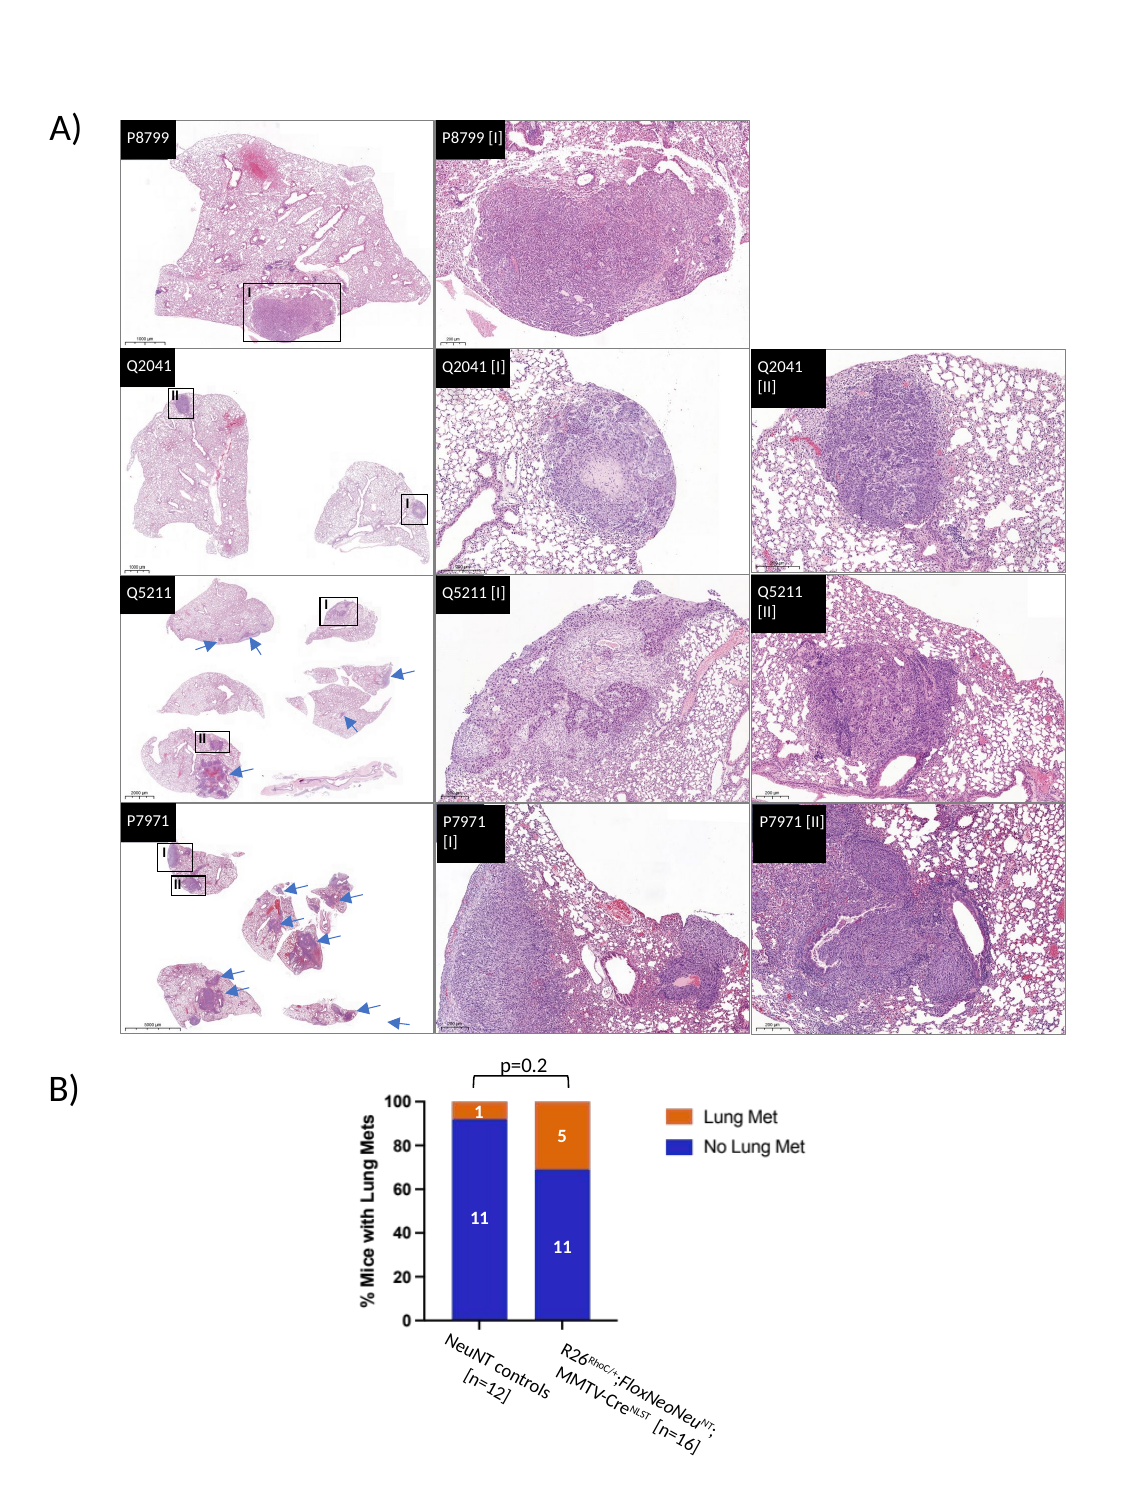

A)
P8799
P8799 [I]
I
Q2041
Q2041 [II]
Q2041 [I]
II
I
Q5211 [II]
Q5211 [I]
Q5211
I
II
P7971
P7971 [I]
P7971 [II]
I
II
p=0.2
1
5
11
11
B)
NeuNT controls
[n=12]
R26RhoC/+;FloxNeoNeuNT;
MMTV-CreNLST [n=16]

## Slide 13
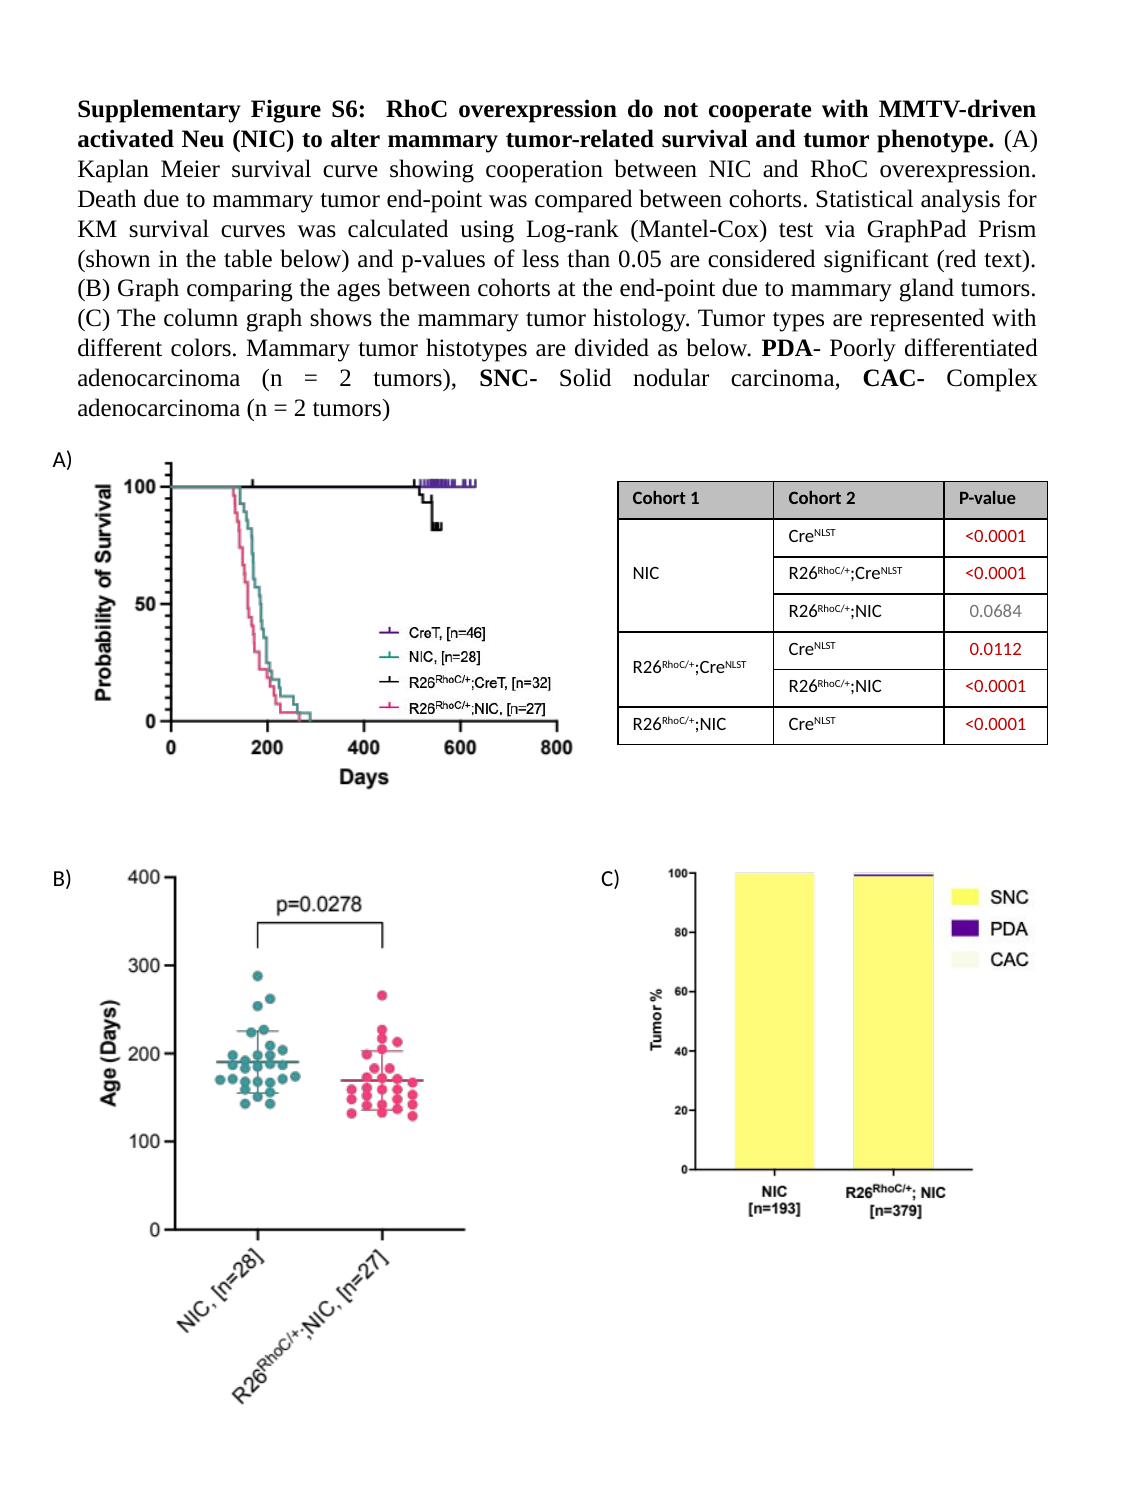

Supplementary Figure S6: RhoC overexpression do not cooperate with MMTV-driven activated Neu (NIC) to alter mammary tumor-related survival and tumor phenotype. (A) Kaplan Meier survival curve showing cooperation between NIC and RhoC overexpression. Death due to mammary tumor end-point was compared between cohorts. Statistical analysis for KM survival curves was calculated using Log-rank (Mantel-Cox) test via GraphPad Prism (shown in the table below) and p-values of less than 0.05 are considered significant (red text). (B) Graph comparing the ages between cohorts at the end-point due to mammary gland tumors. (C) The column graph shows the mammary tumor histology. Tumor types are represented with different colors. Mammary tumor histotypes are divided as below. PDA- Poorly differentiated adenocarcinoma (n = 2 tumors), SNC- Solid nodular carcinoma, CAC- Complex adenocarcinoma (n = 2 tumors)
A)
| Cohort 1 | Cohort 2 | P-value |
| --- | --- | --- |
| NIC | CreNLST | <0.0001 |
| | R26RhoC/+;CreNLST | <0.0001 |
| | R26RhoC/+;NIC | 0.0684 |
| R26RhoC/+;CreNLST | CreNLST | 0.0112 |
| | R26RhoC/+;NIC | <0.0001 |
| R26RhoC/+;NIC | CreNLST | <0.0001 |
B)
C)

## Slide 14
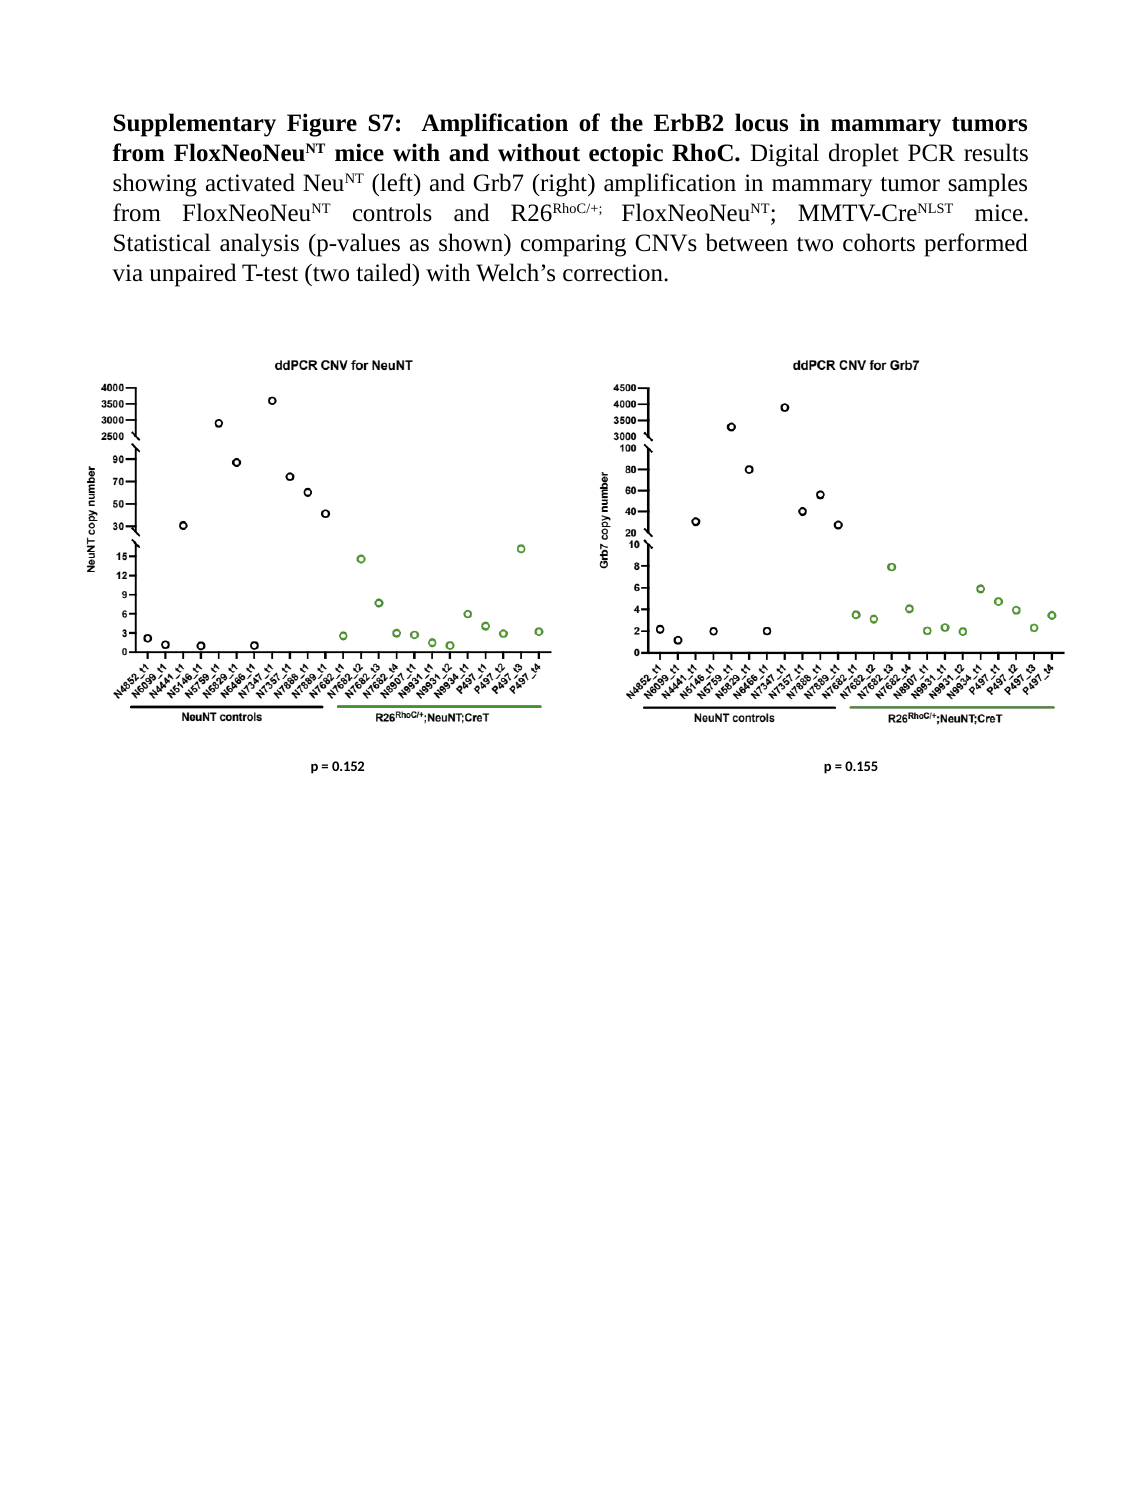

Supplementary Figure S7: Amplification of the ErbB2 locus in mammary tumors from FloxNeoNeuNT mice with and without ectopic RhoC. Digital droplet PCR results showing activated NeuNT (left) and Grb7 (right) amplification in mammary tumor samples from FloxNeoNeuNT controls and R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST mice. Statistical analysis (p-values as shown) comparing CNVs between two cohorts performed via unpaired T-test (two tailed) with Welch’s correction.
p = 0.152
p = 0.155

## Slide 15
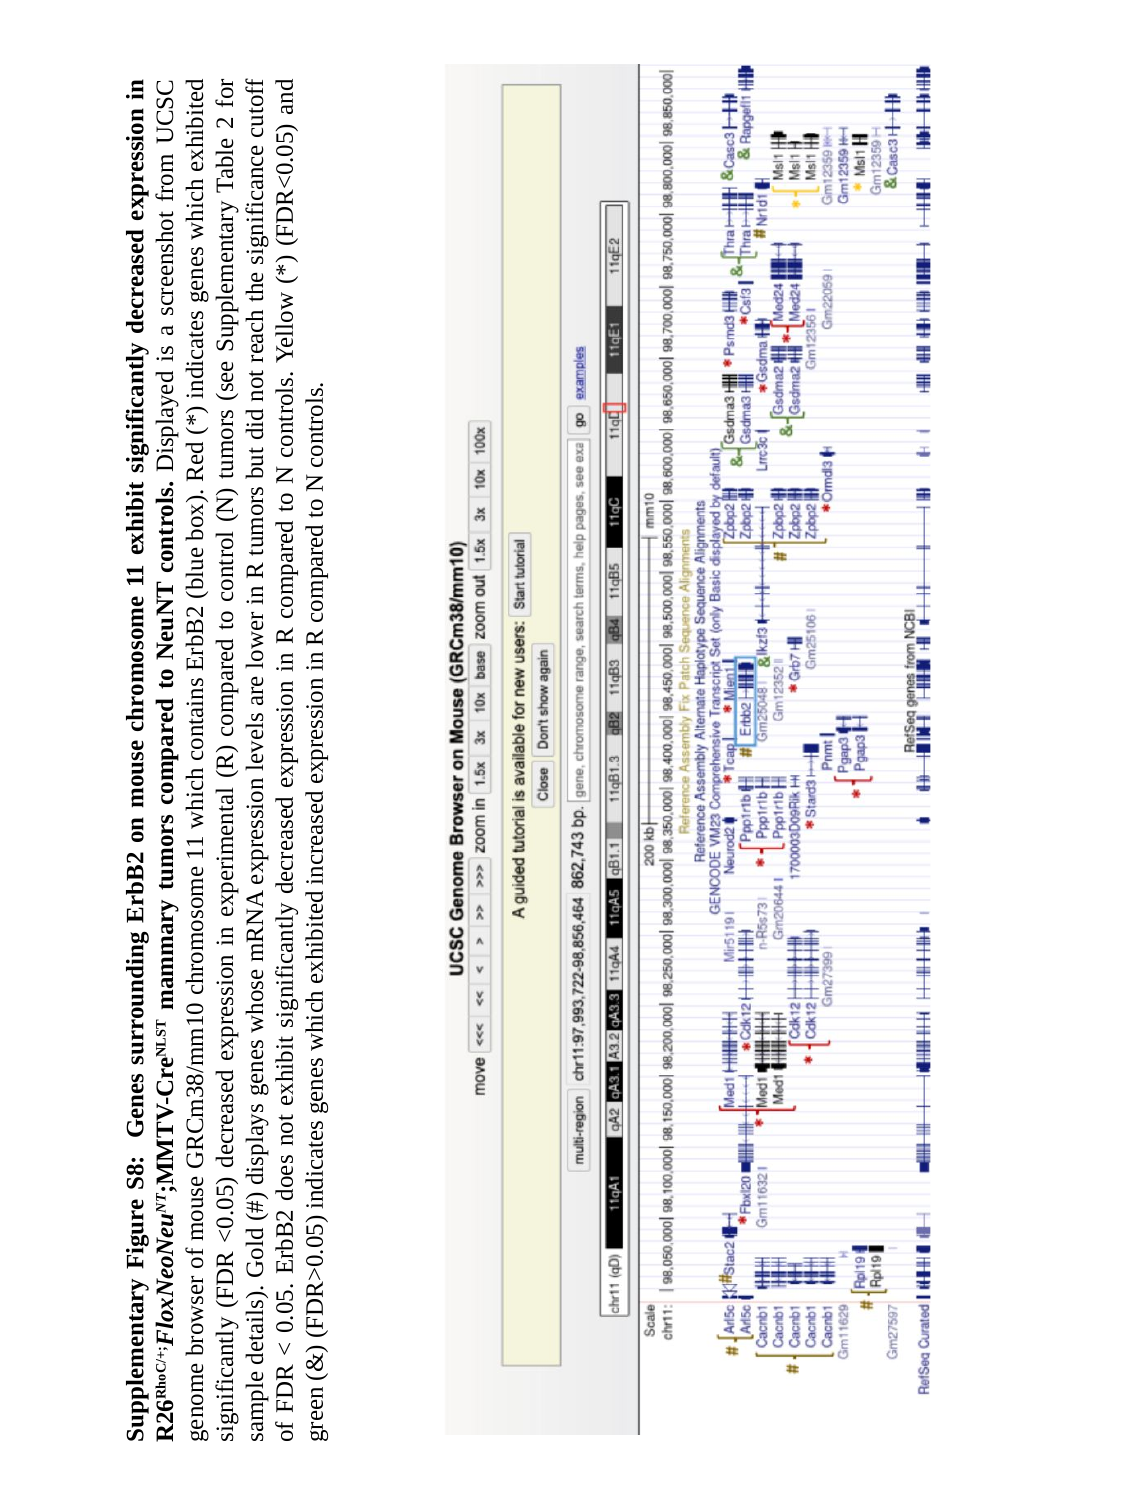

Supplementary Figure S8: Genes surrounding ErbB2 on mouse chromosome 11 exhibit significantly decreased expression in R26RhoC/+;FloxNeoNeuNT;MMTV-CreNLST mammary tumors compared to NeuNT controls. Displayed is a screenshot from UCSC genome browser of mouse GRCm38/mm10 chromosome 11 which contains ErbB2 (blue box). Red (*) indicates genes which exhibited significantly (FDR <0.05) decreased expression in experimental (R) compared to control (N) tumors (see Supplementary Table 2 for sample details). Gold (#) displays genes whose mRNA expression levels are lower in R tumors but did not reach the significance cutoff of FDR < 0.05. ErbB2 does not exhibit significantly decreased expression in R compared to N controls. Yellow (*) (FDR<0.05) and green (&) (FDR>0.05) indicates genes which exhibited increased expression in R compared to N controls.

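*Erbb2* (ENSMUSG00000062312.5), the gene written *ErbB2/Neu* in the paper, lies on chromosome 11 of GRCm38 from 98412470 to 98437716. Reads of the activated *Neu* NT cDNA that align uniquely to the mouse gene are counted on it. It was at 814 ± 539 CPM in RhoC tumors (SD, n = 12) and 1332 ± 892 CPM in control tumors (SD, n = 9), with at least 2964 reads in every tumor. The log2 fold change of -0.73 (SE 0.46, adjusted p = 0.370, edgeR) was short of the threshold. Mean log2 CPM differed by -0.48 between the cohorts (2-tailed exact permutation test, p = 0.427). In the alternative fits the log2 fold change lay between -1.01 and -0.62, with adjusted p values from 0.184 to 0.655. With each tumor left out in turn it lay between -0.91 (without R-7) and -0.53 (without N-8). The control tumor N-15, at a log2 CPM of 5.87 (other controls 9.23 to 11.42), lowered the control mean in the permutation test.

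Of the 7 genes marked as lower without significance, *Erbb2* included, all 7 had a negative log2 fold change. In this list 0 genes had an adjusted p under 0.05, 4 had an unadjusted p under 0.05, and 3 were under 0.05 adjusted over the marked genes alone. *Cacnb1* (-3.35, adjusted p = 0.0548), *Stac2* (-2.98, adjusted p = 0.113), *Rpl19* (-2.46, adjusted p = 0.0714) and *Zpbp2* (-2.12, adjusted p = 0.217) had the largest decreases, while *Arl5c* (-0.26) and *Nr1d1* (-0.01) hardly differed. In 7 of the alternative fits *Nr1d1* had a positive log2 fold change, at most 0.35. The decreases of *Cacnb1*, *Stac2* and *Rpl19* rest largely on the controls N-8 and N-17. *Cacnb1* was at 245 and 259.9 CPM in these and at most 12.4 CPM in the other controls, *Stac2* at 6989 and 6653 CPM against at most 383 CPM, and *Rpl19* at 3055 and 1312 CPM against at most 139 CPM. With DESeq2 the log2 fold changes were -0.28, 0.15 and -1.21.

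*Msl1*, which the figure marks as significantly higher, had a log2 fold change of -1.51 (SE 0.71, adjusted p = 0.234) in edgeR's fit and 0.89 (adjusted p = 0.0403) with DESeq2. In 10 of the 12 RhoC tumors it lay above the median of the controls, and the control tumor N-8 lay far above all others. The genes marked as higher without significance had log2 fold changes of 0.25 for *Ikzf3*, -0.74 for *Rapgefl1*, -1.40 for *Thra*, -1.63 for *Casc3* and -3.32 for *Gsdma3* in edgeR's fit, with adjusted p values of 0.206 or more, and DESeq2 gave positive values for all 5. The negative values rest largely on single controls. *Gsdma3* was at 753 CPM in N-6 and at most 17.8 CPM in the other controls. In N-8 *Thra*, *Casc3* and *Rapgefl1* were at 894, 3300 and 354 CPM, against at most 179, 128 and 80.8 CPM in the other controls. *Gsdma2* had too few counts to be tested. *Msl1* overlaps *Casc3*, and *Thra* overlaps *Nr1d1*.

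**Figure D4:**
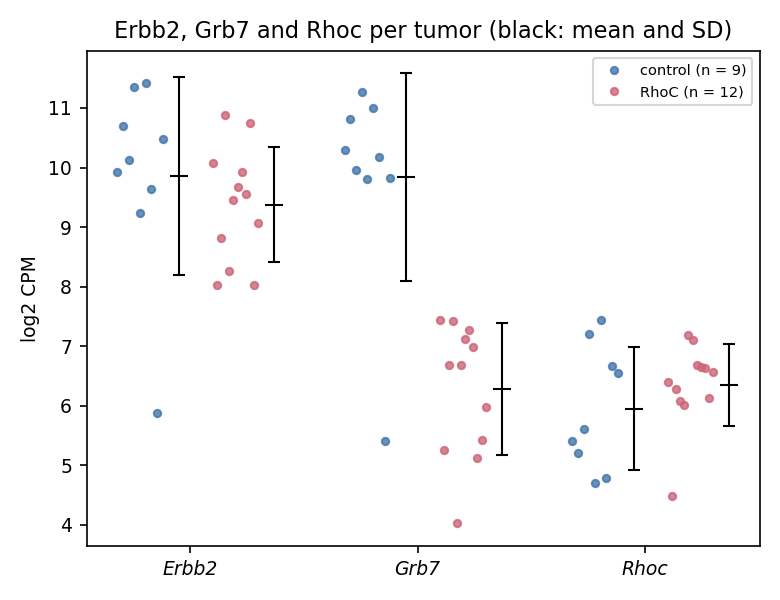
Log2 CPM of *Erbb2*, *Grb7* and *Rhoc* in each of the 9 control and 12 RhoC tumors, with bars for the mean and SD of each cohort. The cohorts overlap for *Erbb2* and *Rhoc*, while *Grb7* is higher in 8 of the 9 control tumors than the median of the RhoC tumors.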

## Slide 16
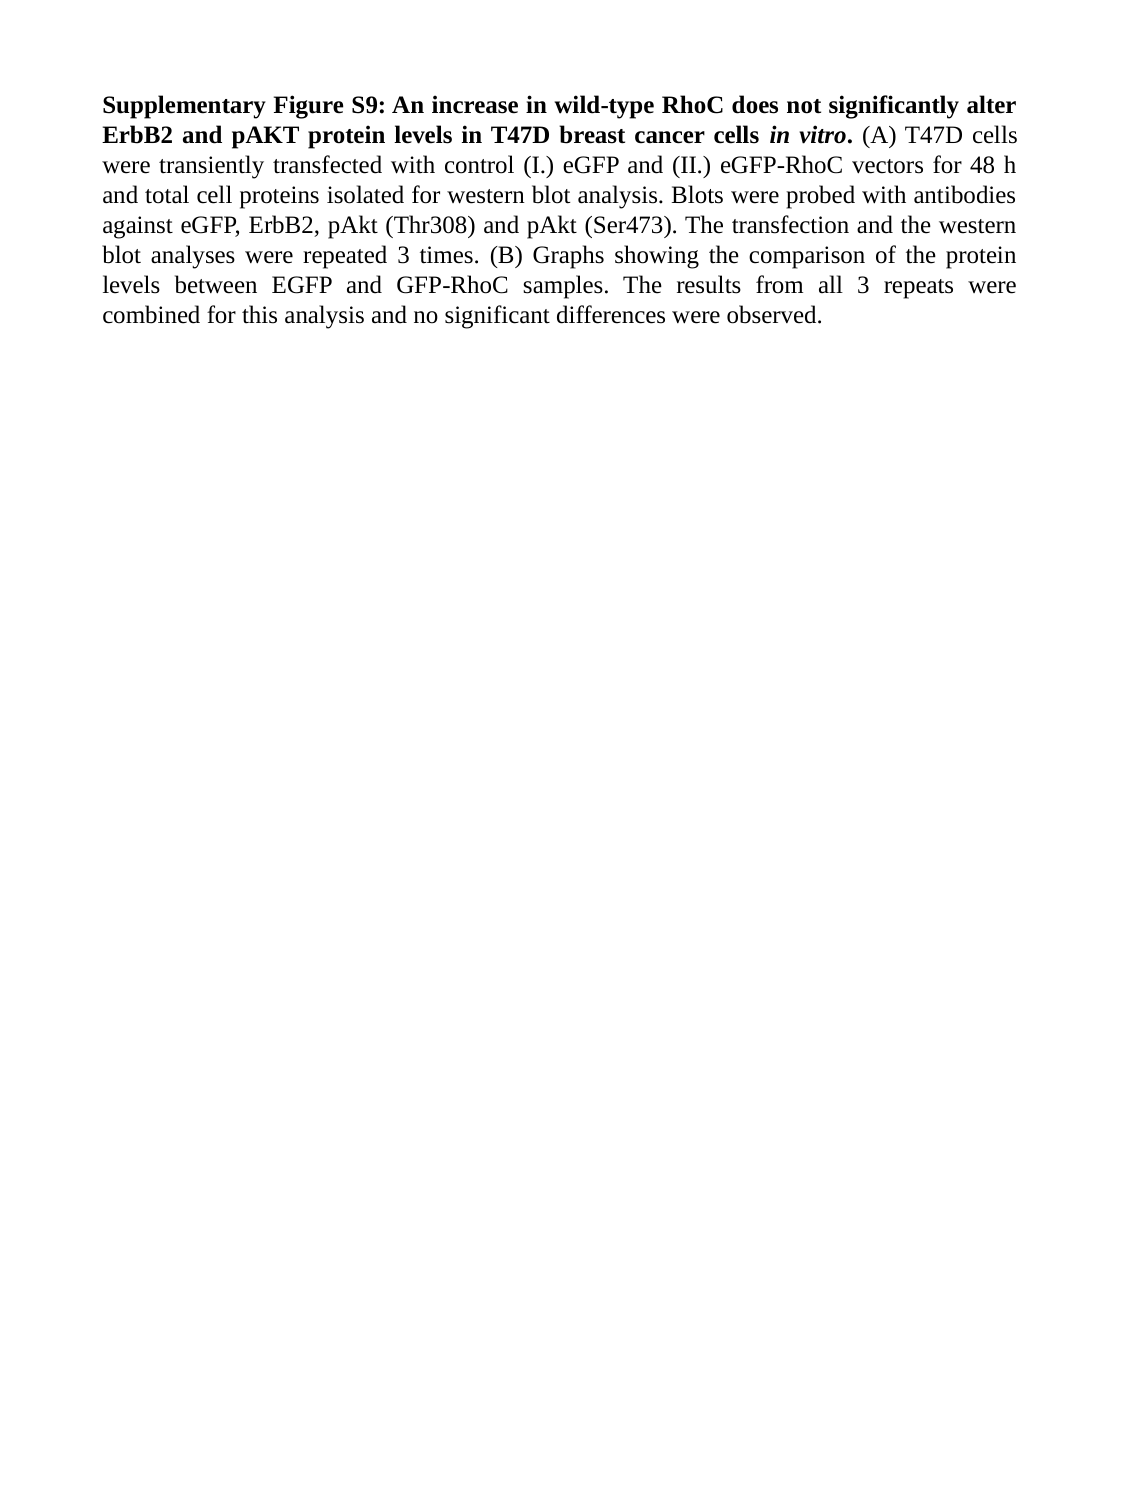

Supplementary Figure S9: An increase in wild-type RhoC does not significantly alter ErbB2 and pAKT protein levels in T47D breast cancer cells in vitro. (A) T47D cells were transiently transfected with control (I.) eGFP and (II.) eGFP-RhoC vectors for 48 h and total cell proteins isolated for western blot analysis. Blots were probed with antibodies against eGFP, ErbB2, pAkt (Thr308) and pAkt (Ser473). The transfection and the western blot analyses were repeated 3 times. (B) Graphs showing the comparison of the protein levels between EGFP and GFP-RhoC samples. The results from all 3 repeats were combined for this analysis and no significant differences were observed.

## Slide 17
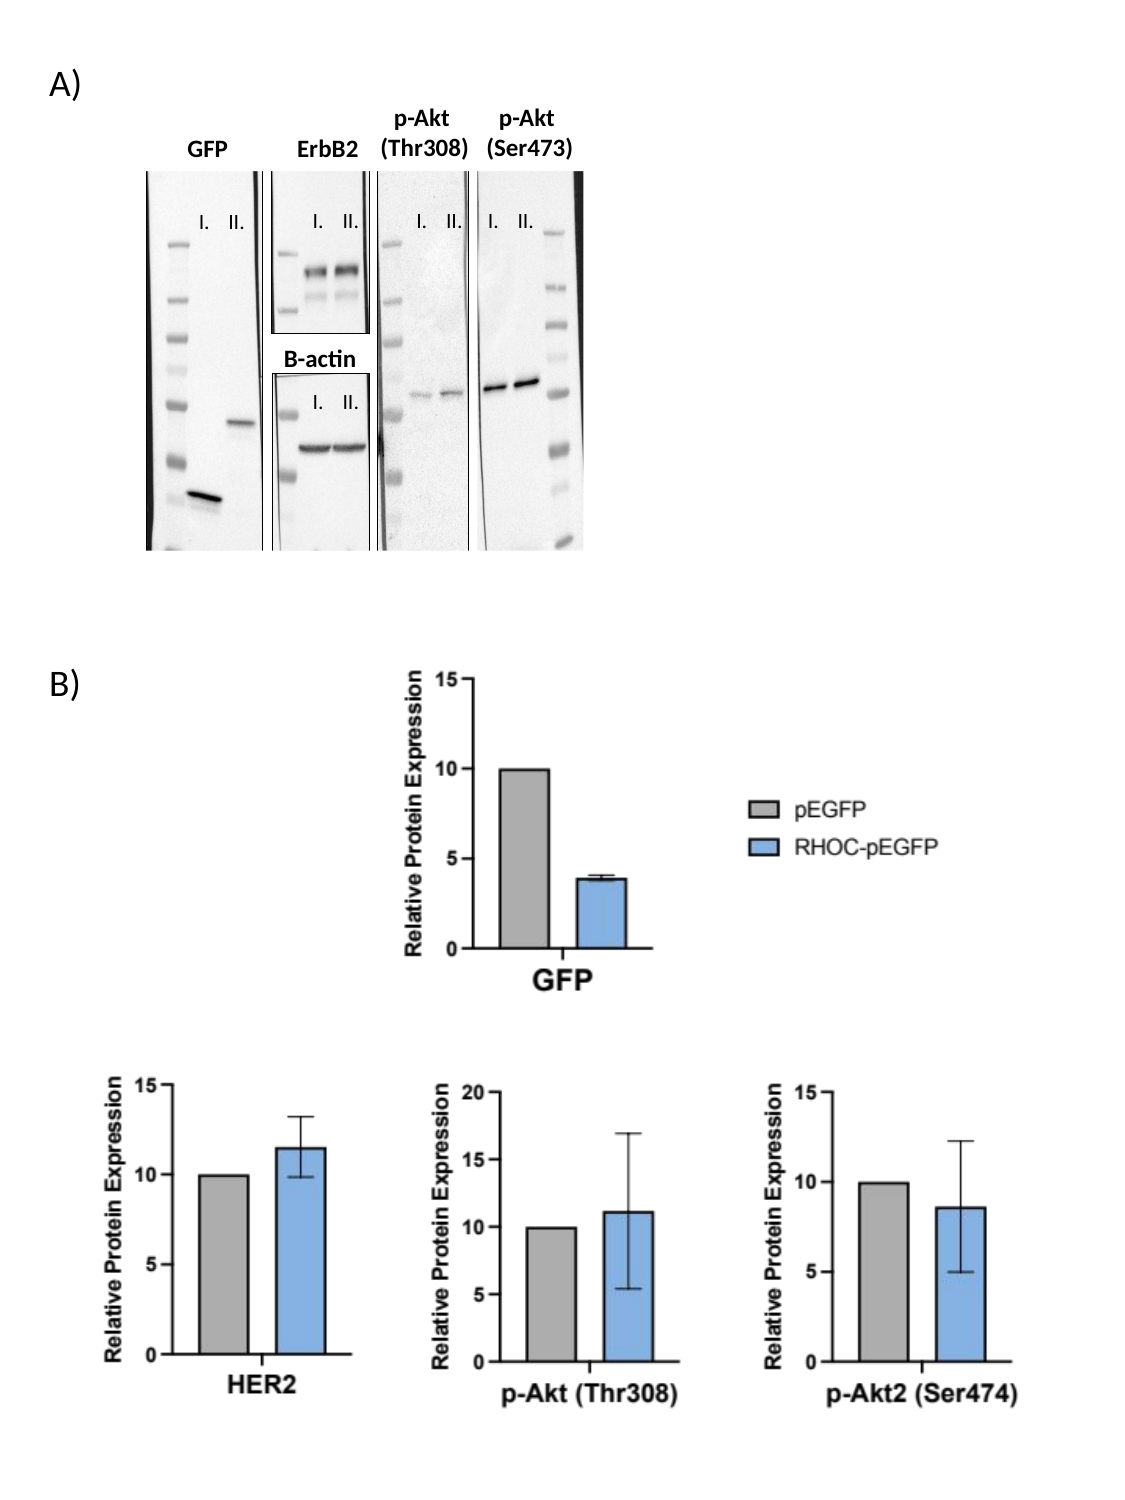

A)
p-Akt
(Thr308)
p-Akt
(Ser473)
GFP
ErbB2
I.
II.
I.
II.
I.
II.
I.
II.
B-actin
I.
II.
B)

## Slide 18
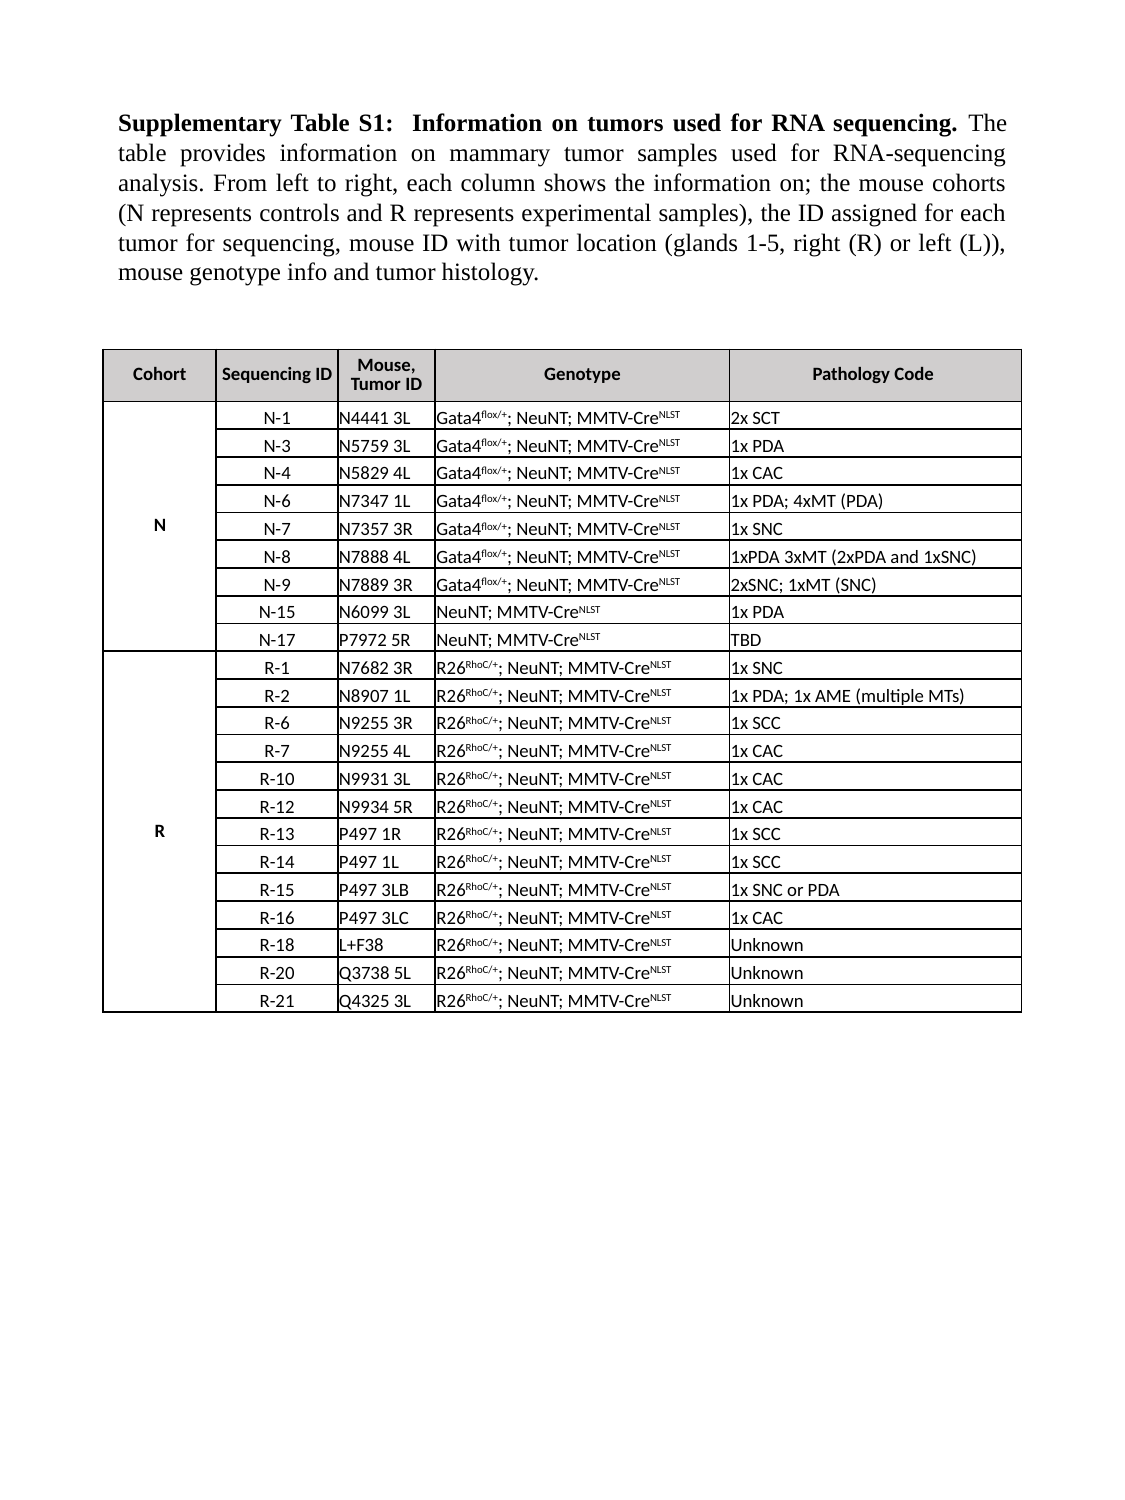

Supplementary Table S1: Information on tumors used for RNA sequencing. The table provides information on mammary tumor samples used for RNA-sequencing analysis. From left to right, each column shows the information on; the mouse cohorts (N represents controls and R represents experimental samples), the ID assigned for each tumor for sequencing, mouse ID with tumor location (glands 1-5, right (R) or left (L)), mouse genotype info and tumor histology.
| Cohort | Sequencing ID | Mouse, Tumor ID | Genotype | Pathology Code |
| --- | --- | --- | --- | --- |
| N | N-1 | N4441 3L | Gata4flox/+; NeuNT; MMTV-CreNLST | 2x SCT |
| | N-3 | N5759 3L | Gata4flox/+; NeuNT; MMTV-CreNLST | 1x PDA |
| | N-4 | N5829 4L | Gata4flox/+; NeuNT; MMTV-CreNLST | 1x CAC |
| | N-6 | N7347 1L | Gata4flox/+; NeuNT; MMTV-CreNLST | 1x PDA; 4xMT (PDA) |
| | N-7 | N7357 3R | Gata4flox/+; NeuNT; MMTV-CreNLST | 1x SNC |
| | N-8 | N7888 4L | Gata4flox/+; NeuNT; MMTV-CreNLST | 1xPDA 3xMT (2xPDA and 1xSNC) |
| | N-9 | N7889 3R | Gata4flox/+; NeuNT; MMTV-CreNLST | 2xSNC; 1xMT (SNC) |
| | N-15 | N6099 3L | NeuNT; MMTV-CreNLST | 1x PDA |
| | N-17 | P7972 5R | NeuNT; MMTV-CreNLST | TBD |
| R | R-1 | N7682 3R | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x SNC |
| | R-2 | N8907 1L | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x PDA; 1x AME (multiple MTs) |
| | R-6 | N9255 3R | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x SCC |
| | R-7 | N9255 4L | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x CAC |
| | R-10 | N9931 3L | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x CAC |
| | R-12 | N9934 5R | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x CAC |
| | R-13 | P497 1R | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x SCC |
| | R-14 | P497 1L | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x SCC |
| | R-15 | P497 3LB | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x SNC or PDA |
| | R-16 | P497 3LC | R26RhoC/+; NeuNT; MMTV-CreNLST | 1x CAC |
| | R-18 | L+F38 | R26RhoC/+; NeuNT; MMTV-CreNLST | Unknown |
| | R-20 | Q3738 5L | R26RhoC/+; NeuNT; MMTV-CreNLST | Unknown |
| | R-21 | Q4325 3L | R26RhoC/+; NeuNT; MMTV-CreNLST | Unknown |

## Slide 19
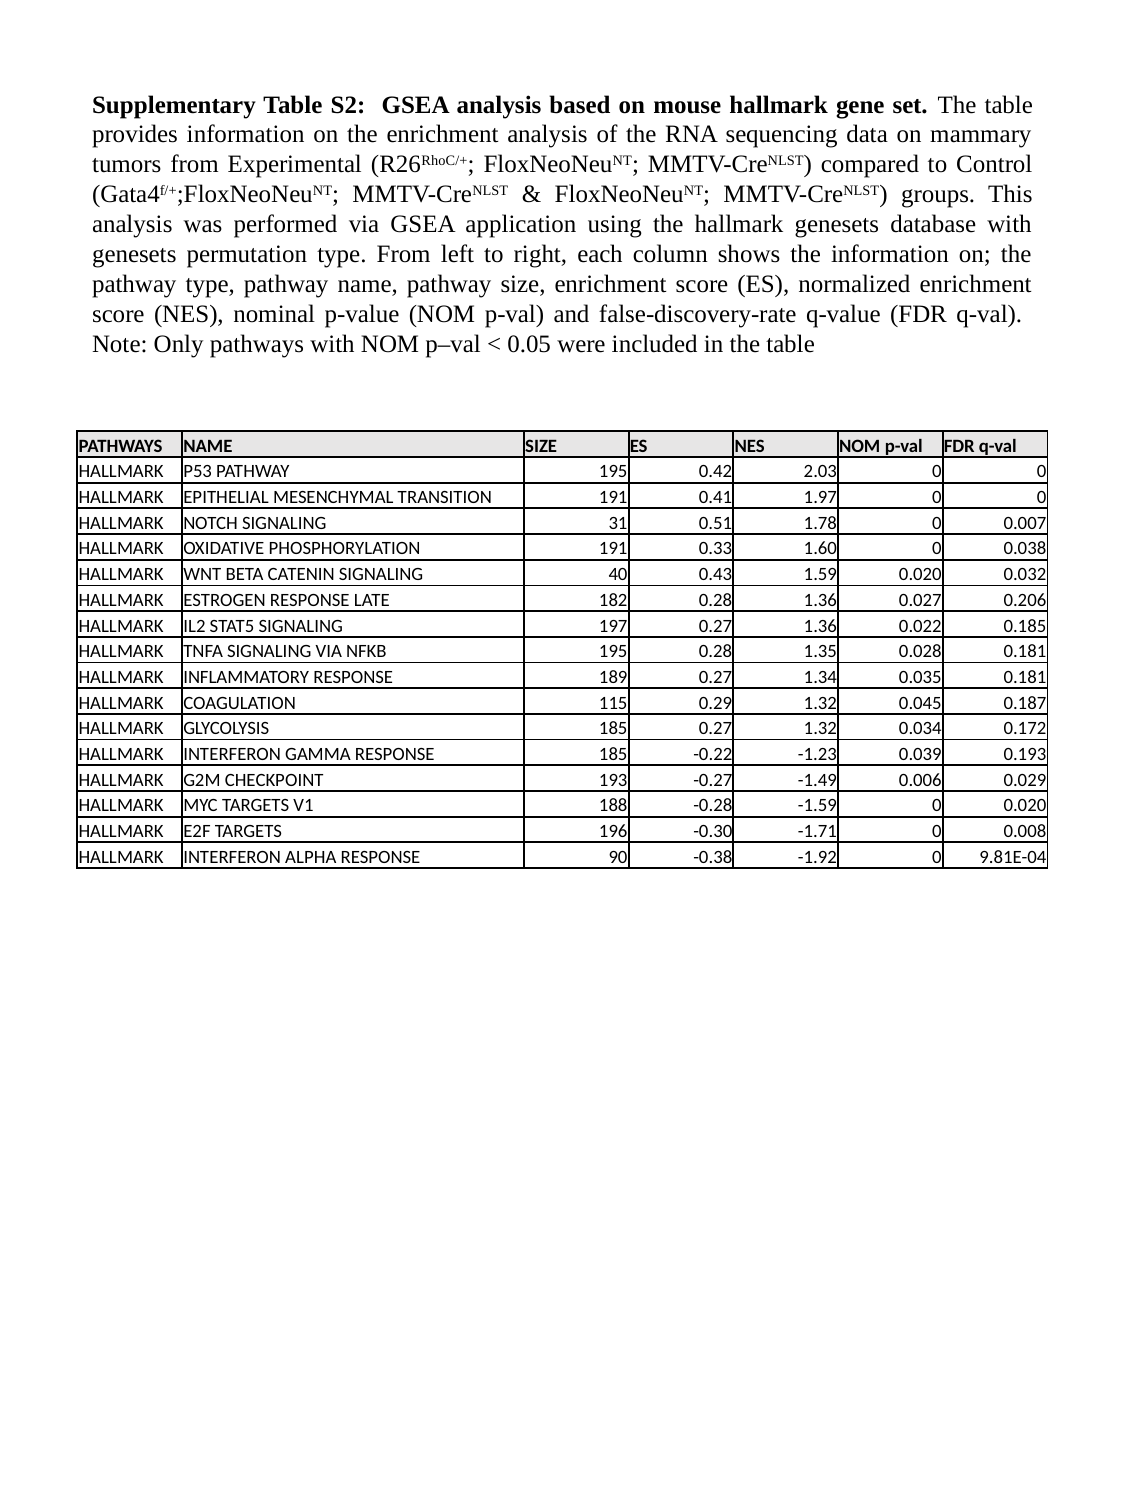

Supplementary Table S2: GSEA analysis based on mouse hallmark gene set. The table provides information on the enrichment analysis of the RNA sequencing data on mammary tumors from Experimental (R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST) compared to Control (Gata4f/+;FloxNeoNeuNT; MMTV-CreNLST & FloxNeoNeuNT; MMTV-CreNLST) groups. This analysis was performed via GSEA application using the hallmark genesets database with genesets permutation type. From left to right, each column shows the information on; the pathway type, pathway name, pathway size, enrichment score (ES), normalized enrichment score (NES), nominal p-value (NOM p-val) and false-discovery-rate q-value (FDR q-val). Note: Only pathways with NOM p–val < 0.05 were included in the table
| PATHWAYS | NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- | --- |
| HALLMARK | P53 PATHWAY | 195 | 0.42 | 2.03 | 0 | 0 |
| HALLMARK | EPITHELIAL MESENCHYMAL TRANSITION | 191 | 0.41 | 1.97 | 0 | 0 |
| HALLMARK | NOTCH SIGNALING | 31 | 0.51 | 1.78 | 0 | 0.007 |
| HALLMARK | OXIDATIVE PHOSPHORYLATION | 191 | 0.33 | 1.60 | 0 | 0.038 |
| HALLMARK | WNT BETA CATENIN SIGNALING | 40 | 0.43 | 1.59 | 0.020 | 0.032 |
| HALLMARK | ESTROGEN RESPONSE LATE | 182 | 0.28 | 1.36 | 0.027 | 0.206 |
| HALLMARK | IL2 STAT5 SIGNALING | 197 | 0.27 | 1.36 | 0.022 | 0.185 |
| HALLMARK | TNFA SIGNALING VIA NFKB | 195 | 0.28 | 1.35 | 0.028 | 0.181 |
| HALLMARK | INFLAMMATORY RESPONSE | 189 | 0.27 | 1.34 | 0.035 | 0.181 |
| HALLMARK | COAGULATION | 115 | 0.29 | 1.32 | 0.045 | 0.187 |
| HALLMARK | GLYCOLYSIS | 185 | 0.27 | 1.32 | 0.034 | 0.172 |
| HALLMARK | INTERFERON GAMMA RESPONSE | 185 | -0.22 | -1.23 | 0.039 | 0.193 |
| HALLMARK | G2M CHECKPOINT | 193 | -0.27 | -1.49 | 0.006 | 0.029 |
| HALLMARK | MYC TARGETS V1 | 188 | -0.28 | -1.59 | 0 | 0.020 |
| HALLMARK | E2F TARGETS | 196 | -0.30 | -1.71 | 0 | 0.008 |
| HALLMARK | INTERFERON ALPHA RESPONSE | 90 | -0.38 | -1.92 | 0 | 9.81E-04 |

## Slide 20
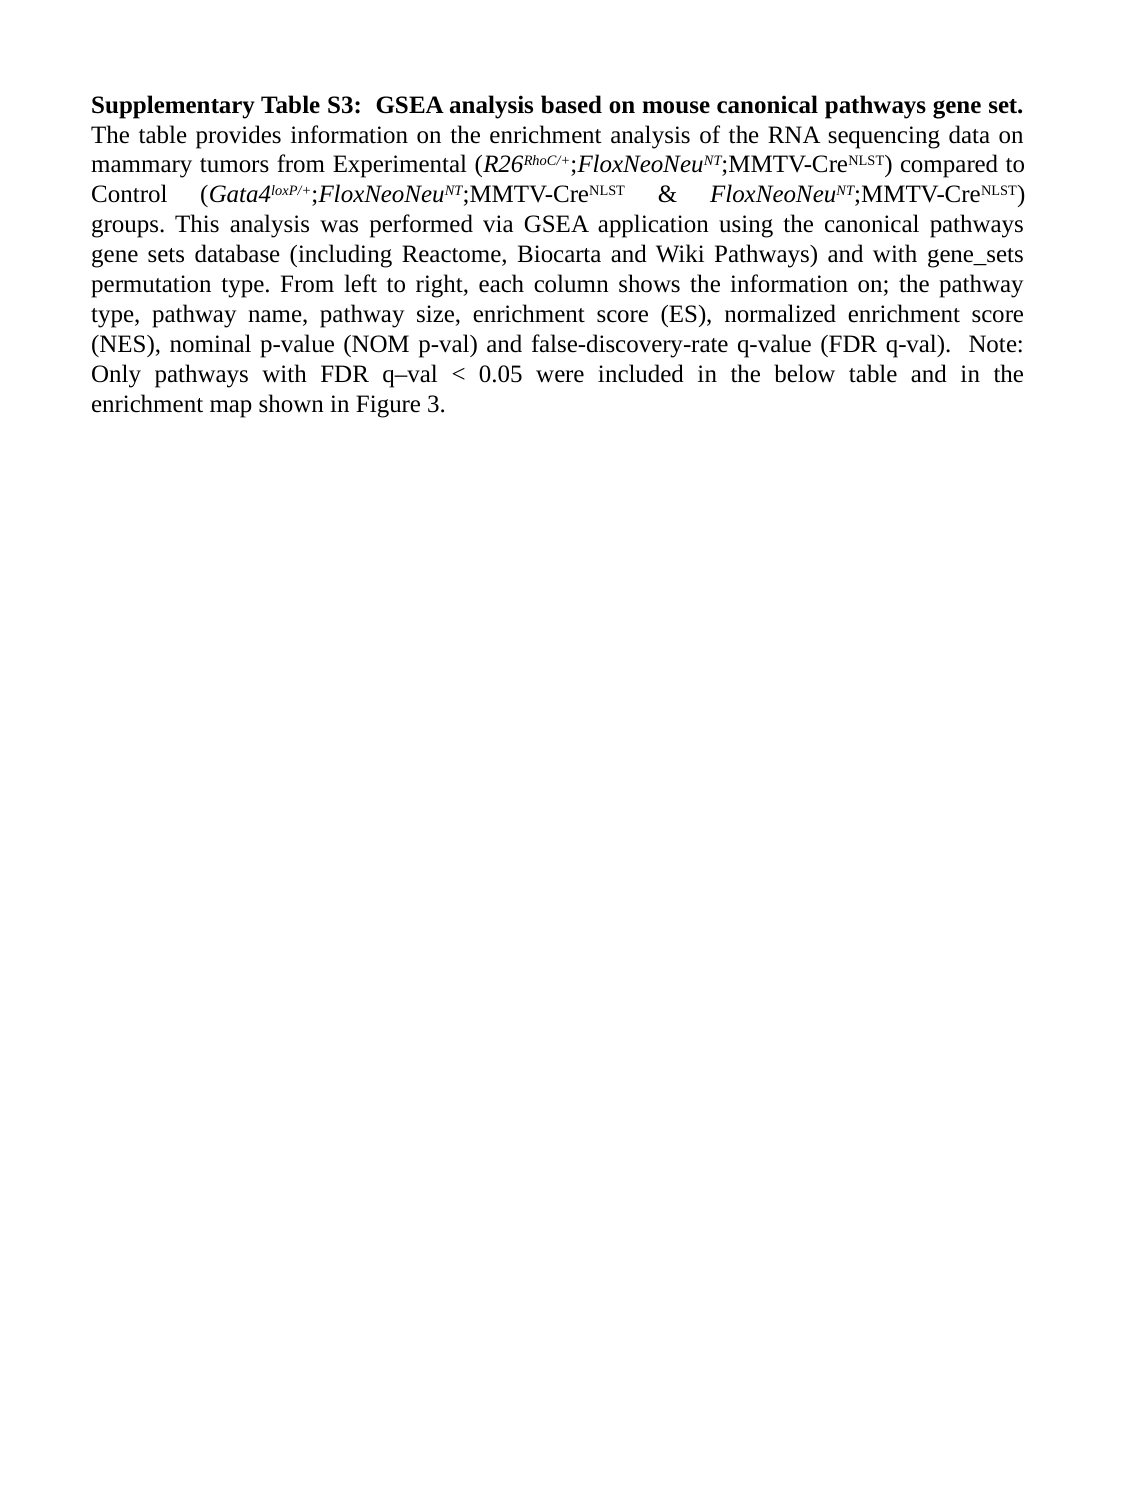

Supplementary Table S3: GSEA analysis based on mouse canonical pathways gene set. The table provides information on the enrichment analysis of the RNA sequencing data on mammary tumors from Experimental (R26RhoC/+;FloxNeoNeuNT;MMTV-CreNLST) compared to Control (Gata4loxP/+;FloxNeoNeuNT;MMTV-CreNLST & FloxNeoNeuNT;MMTV-CreNLST) groups. This analysis was performed via GSEA application using the canonical pathways gene sets database (including Reactome, Biocarta and Wiki Pathways) and with gene_sets permutation type. From left to right, each column shows the information on; the pathway type, pathway name, pathway size, enrichment score (ES), normalized enrichment score (NES), nominal p-value (NOM p-val) and false-discovery-rate q-value (FDR q-val). Note: Only pathways with FDR q–val < 0.05 were included in the below table and in the enrichment map shown in Figure 3.

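Of the 50 sets in Supplementary Table S3, 44 come from Reactome, and 35 of these were found by name among the Reactome sets shipped with fgsea, in another release than the paper used. They were tested in the 21 tumors as the pathway lists were, with Benjamini-Hochberg adjustment over all 1142 Reactome sets of 5 to 500 tested genes. In the paper 20 of the 35 sets are higher and 15 lower in RhoC tumors. The NES had the paper's sign for 26 sets and the opposite sign for 9, and 18 sets had an adjusted p under 0.05, all 18 with the paper's sign. Across all Reactome sets, 55 were higher and 3 lower at this threshold.

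Collagen formation (65 genes) had an NES of 2.68 (adjusted p = 5.7e-08, fgsea), and type I hemidesmosome assembly (10 genes) had 2.30 (adjusted p = 3.6e-05). The 3 sets with lower scores were establishment of sister chromatid cohesion (-2.20, adjusted p = 0.00269), cohesin loading onto chromatin (-2.07, adjusted p = 0.00798) and mitotic telophase cytokinesis (-2.08, adjusted p = 0.0113), with 10 to 14 genes each. Immune sets that are lower in the table, such as FCERI mediated MAPK activation (NES 1.11, adjusted p = 0.631) did not pass the threshold in either direction. For this set and other immune sets Supplementary Table S4 lists the same 12 immunoglobulin genes. Of these, 0 were tested in the main comparison, so its scores cannot decide on a decrease carried by them. With all genes with at least 1 count, where all 12 were tested as single genes, 9 of the 35 sets still had the opposite sign. Whether the Reactome sets used here hold these 12 genes was not examined, so those scores cannot decide on it either. With camera at the preset correlation 16 of the 35 sets passed the threshold, with an estimated correlation 0 did (2 at an unadjusted p under 0.05), and with fry 1 did, thromboxane signalling through the TP receptor. Without the 4 tumors of mouse P497, 9 sets passed.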

## Slide 21
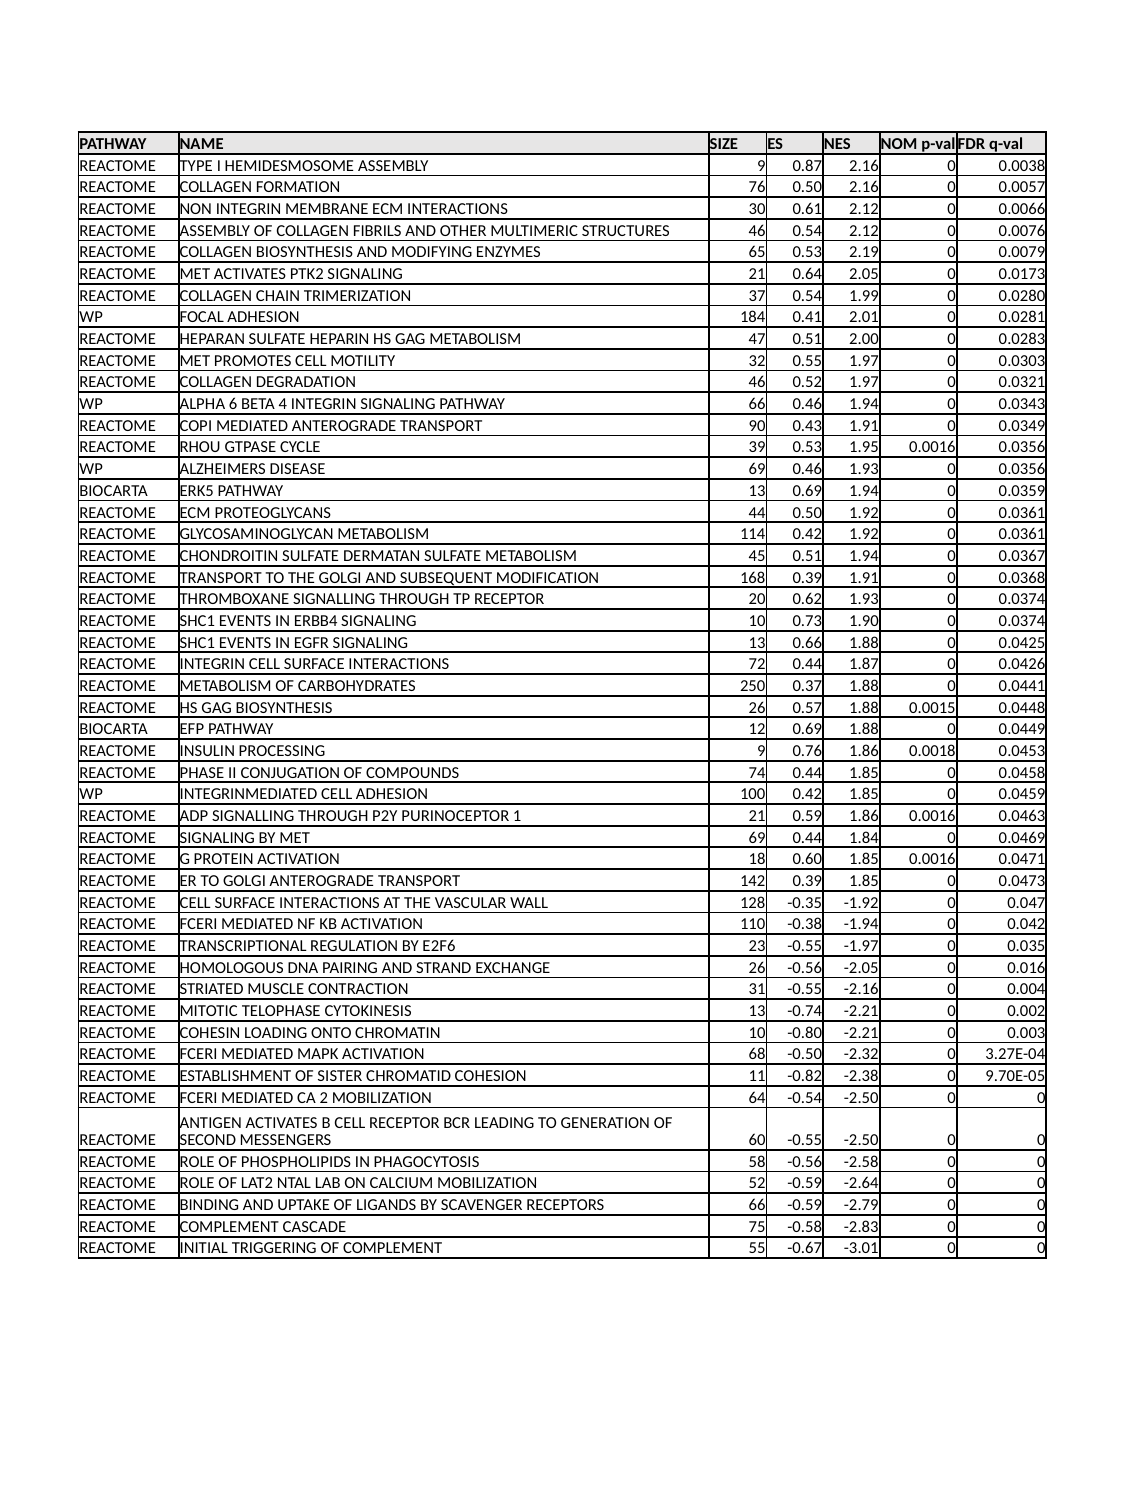

## Slide 22
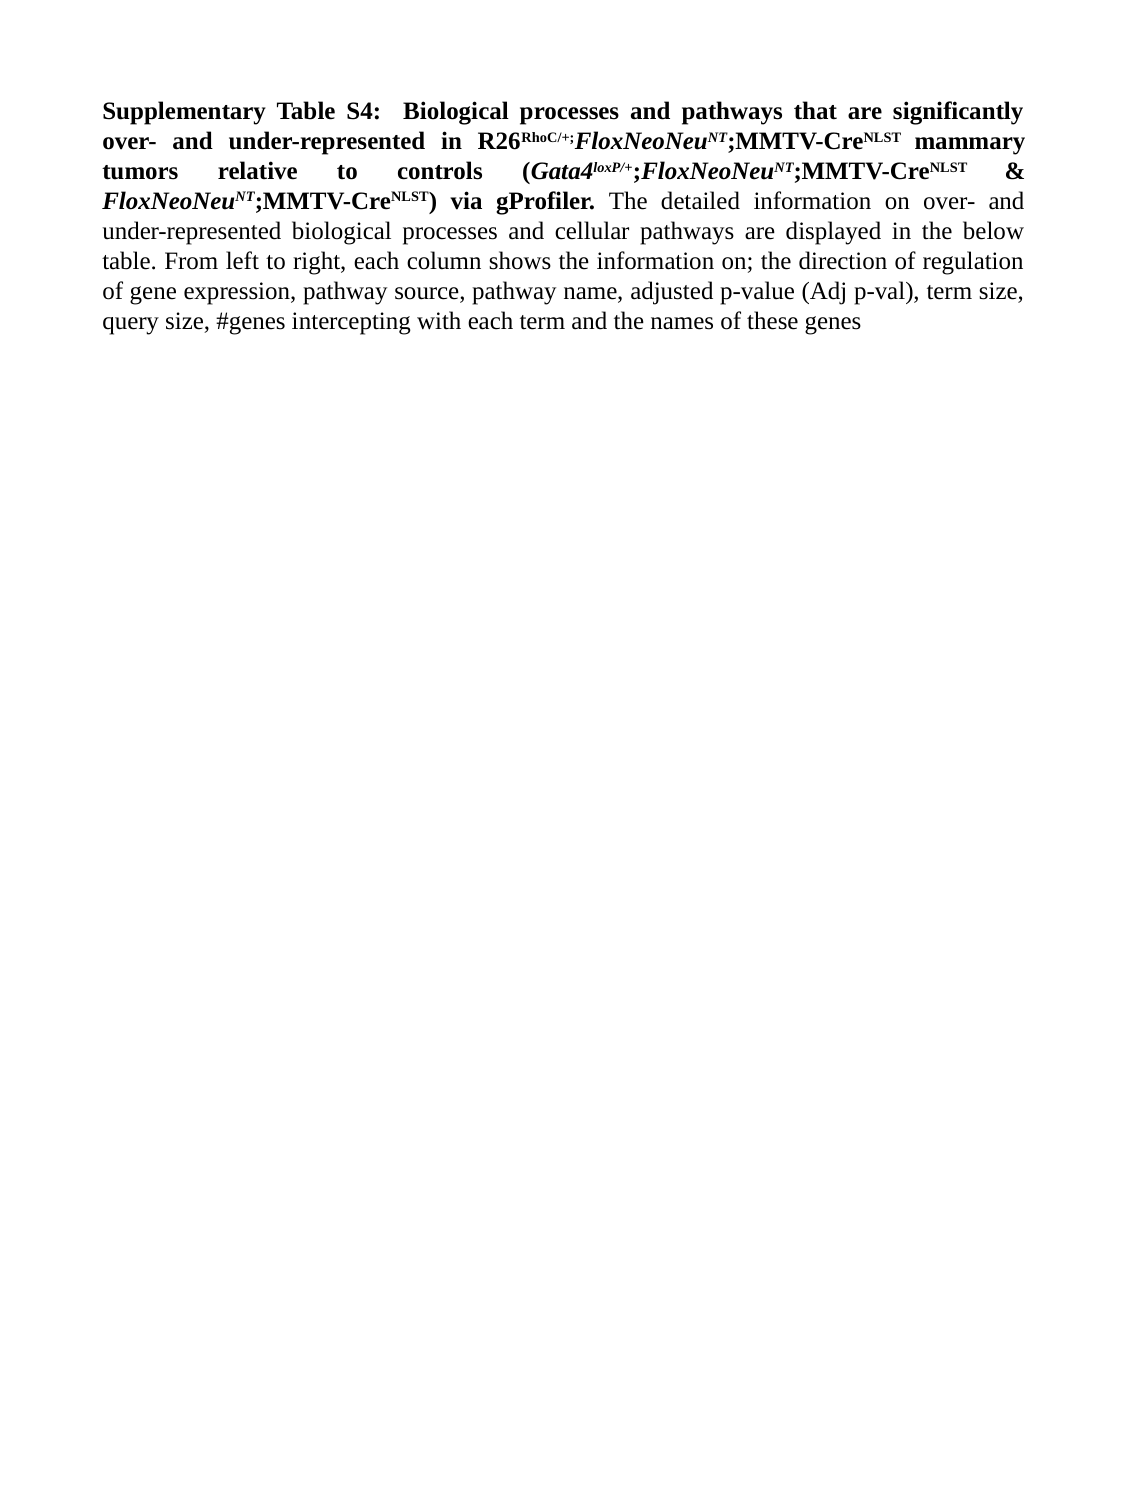

Supplementary Table S4: Biological processes and pathways that are significantly over- and under-represented in R26RhoC/+;FloxNeoNeuNT;MMTV-CreNLST mammary tumors relative to controls (Gata4loxP/+;FloxNeoNeuNT;MMTV-CreNLST & FloxNeoNeuNT;MMTV-CreNLST) via gProfiler. The detailed information on over- and under-represented biological processes and cellular pathways are displayed in the below table. From left to right, each column shows the information on; the direction of regulation of gene expression, pathway source, pathway name, adjusted p-value (Adj p-val), term size, query size, #genes intercepting with each term and the names of these genes

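Supplementary Table S4 lists genes that gProfiler placed in biological processes and pathways. Their expression was looked up in the same edgeR fit as 4 groups of genes. The study chose these genes on the same tumors.

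All 12 genes of the ECM-receptor interaction group had a higher mean in RhoC tumors, and 0 had an adjusted p under 0.05 while 11 had an unadjusted p under 0.05. *Chad* (log2 fold change 5.17, SE 1.20, adjusted p = 0.0552) and *Sv2c* (3.28, SE 0.77, adjusted p = 0.0578) had the smallest p values of the group. The size of the change in *Chad* rests largely on R-21, at 69.1 CPM against at most 13.6 CPM in the other RhoC tumors. In the group for branching morphogenesis and stem cell differentiation, 7 of 10 genes could be tested and all 7 had a higher mean in RhoC tumors and an unadjusted p under 0.05. *Hs3st3a1* (chromosome 11 from 64435332 to 64522841) was the 1 gene with an adjusted p under 0.05, at 36.1 ± 73.0 CPM in RhoC tumors and 1.46 ± 0.864 CPM in control tumors (log2 fold change 4.61, SE 0.89, adjusted p = 0.0304). Its mean in RhoC tumors rests largely on R-21 at 263 CPM, with the other RhoC tumors at 4.00 to 47.0 CPM. It was also called without R-21. *Gdnf* had the next smallest p of the group, with a log2 fold change of 5.95 (SE 1.42, adjusted p = 0.0602).

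Of the 22 muscle genes, 10 could be tested and all 10 had a lower mean in RhoC tumors, 0 of them with an adjusted p under 0.05 and 2 with an unadjusted p under 0.05. *Ldb3* had a log2 fold change of -2.23 (SE 0.76, adjusted p = 0.127). Without N-15 and N-17, the 2 controls that lack the *Gata4* loxP allele, 4 of the 11 muscle genes then tested had a higher and 7 a lower mean. None of the 12 immunoglobulin genes passed the filter on low counts. In a fit of all genes with at least 1 count, all 12 were lower in RhoC tumors, 2 with an adjusted p under 0.05 and 11 with an unadjusted p under 0.05. DESeq2 gave an adjusted p under 0.05 for all 10 tested muscle genes, all 12 ECM-receptor genes and all 7 branching genes. Over the 4 groups the count was between 0 and 5 with each tumor left out in turn, with 5 without N-15, *Igkv1-110*, *Chad*, *Itgb4*, *Sv2c* and *Hs3st3a1*.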

## Slide 23
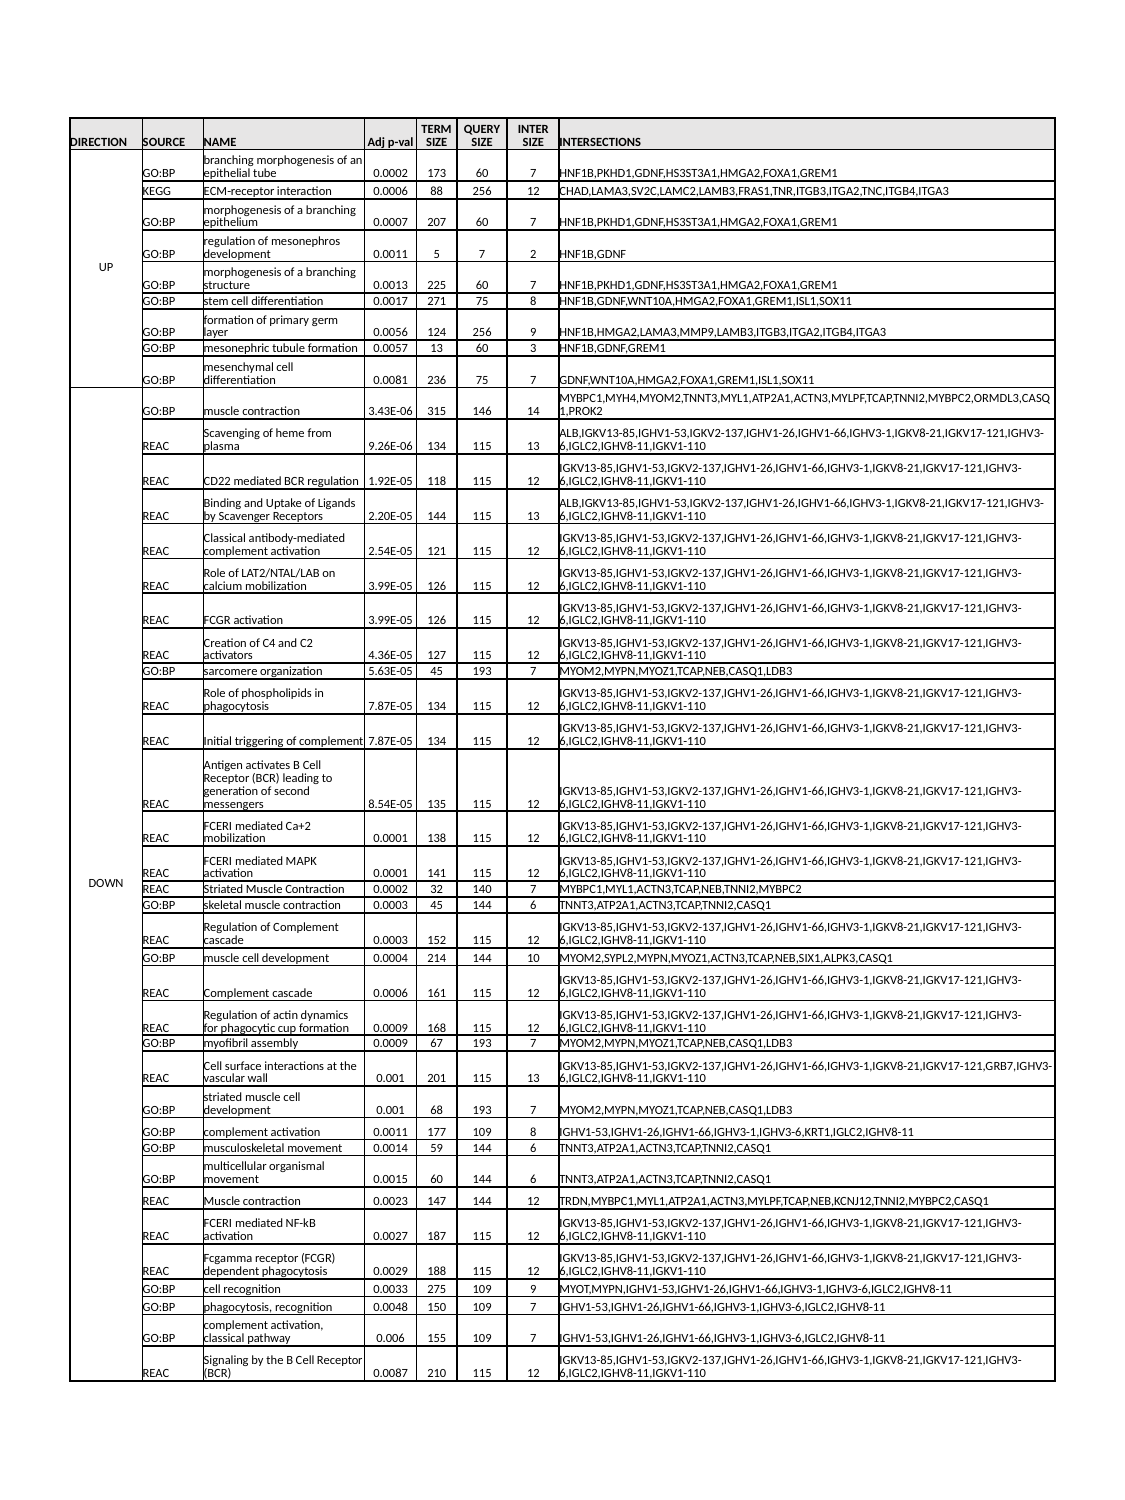

| DIRECTION | SOURCE | NAME | Adj p-val | TERM SIZE | QUERY SIZE | INTER SIZE | INTERSECTIONS |
| --- | --- | --- | --- | --- | --- | --- | --- |
| UP | GO:BP | branching morphogenesis of an epithelial tube | 0.0002 | 173 | 60 | 7 | HNF1B,PKHD1,GDNF,HS3ST3A1,HMGA2,FOXA1,GREM1 |
| | KEGG | ECM-receptor interaction | 0.0006 | 88 | 256 | 12 | CHAD,LAMA3,SV2C,LAMC2,LAMB3,FRAS1,TNR,ITGB3,ITGA2,TNC,ITGB4,ITGA3 |
| | GO:BP | morphogenesis of a branching epithelium | 0.0007 | 207 | 60 | 7 | HNF1B,PKHD1,GDNF,HS3ST3A1,HMGA2,FOXA1,GREM1 |
| | GO:BP | regulation of mesonephros development | 0.0011 | 5 | 7 | 2 | HNF1B,GDNF |
| | GO:BP | morphogenesis of a branching structure | 0.0013 | 225 | 60 | 7 | HNF1B,PKHD1,GDNF,HS3ST3A1,HMGA2,FOXA1,GREM1 |
| | GO:BP | stem cell differentiation | 0.0017 | 271 | 75 | 8 | HNF1B,GDNF,WNT10A,HMGA2,FOXA1,GREM1,ISL1,SOX11 |
| | GO:BP | formation of primary germ layer | 0.0056 | 124 | 256 | 9 | HNF1B,HMGA2,LAMA3,MMP9,LAMB3,ITGB3,ITGA2,ITGB4,ITGA3 |
| | GO:BP | mesonephric tubule formation | 0.0057 | 13 | 60 | 3 | HNF1B,GDNF,GREM1 |
| | GO:BP | mesenchymal cell differentiation | 0.0081 | 236 | 75 | 7 | GDNF,WNT10A,HMGA2,FOXA1,GREM1,ISL1,SOX11 |
| DOWN | GO:BP | muscle contraction | 3.43E-06 | 315 | 146 | 14 | MYBPC1,MYH4,MYOM2,TNNT3,MYL1,ATP2A1,ACTN3,MYLPF,TCAP,TNNI2,MYBPC2,ORMDL3,CASQ1,PROK2 |
| | REAC | Scavenging of heme from plasma | 9.26E-06 | 134 | 115 | 13 | ALB,IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | CD22 mediated BCR regulation | 1.92E-05 | 118 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Binding and Uptake of Ligands by Scavenger Receptors | 2.20E-05 | 144 | 115 | 13 | ALB,IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Classical antibody-mediated complement activation | 2.54E-05 | 121 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Role of LAT2/NTAL/LAB on calcium mobilization | 3.99E-05 | 126 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | FCGR activation | 3.99E-05 | 126 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Creation of C4 and C2 activators | 4.36E-05 | 127 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | GO:BP | sarcomere organization | 5.63E-05 | 45 | 193 | 7 | MYOM2,MYPN,MYOZ1,TCAP,NEB,CASQ1,LDB3 |
| | REAC | Role of phospholipids in phagocytosis | 7.87E-05 | 134 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Initial triggering of complement | 7.87E-05 | 134 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Antigen activates B Cell Receptor (BCR) leading to generation of second messengers | 8.54E-05 | 135 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | FCERI mediated Ca+2 mobilization | 0.0001 | 138 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | FCERI mediated MAPK activation | 0.0001 | 141 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Striated Muscle Contraction | 0.0002 | 32 | 140 | 7 | MYBPC1,MYL1,ACTN3,TCAP,NEB,TNNI2,MYBPC2 |
| | GO:BP | skeletal muscle contraction | 0.0003 | 45 | 144 | 6 | TNNT3,ATP2A1,ACTN3,TCAP,TNNI2,CASQ1 |
| | REAC | Regulation of Complement cascade | 0.0003 | 152 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | GO:BP | muscle cell development | 0.0004 | 214 | 144 | 10 | MYOM2,SYPL2,MYPN,MYOZ1,ACTN3,TCAP,NEB,SIX1,ALPK3,CASQ1 |
| | REAC | Complement cascade | 0.0006 | 161 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Regulation of actin dynamics for phagocytic cup formation | 0.0009 | 168 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | GO:BP | myofibril assembly | 0.0009 | 67 | 193 | 7 | MYOM2,MYPN,MYOZ1,TCAP,NEB,CASQ1,LDB3 |
| | REAC | Cell surface interactions at the vascular wall | 0.001 | 201 | 115 | 13 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,GRB7,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | GO:BP | striated muscle cell development | 0.001 | 68 | 193 | 7 | MYOM2,MYPN,MYOZ1,TCAP,NEB,CASQ1,LDB3 |
| | GO:BP | complement activation | 0.0011 | 177 | 109 | 8 | IGHV1-53,IGHV1-26,IGHV1-66,IGHV3-1,IGHV3-6,KRT1,IGLC2,IGHV8-11 |
| | GO:BP | musculoskeletal movement | 0.0014 | 59 | 144 | 6 | TNNT3,ATP2A1,ACTN3,TCAP,TNNI2,CASQ1 |
| | GO:BP | multicellular organismal movement | 0.0015 | 60 | 144 | 6 | TNNT3,ATP2A1,ACTN3,TCAP,TNNI2,CASQ1 |
| | REAC | Muscle contraction | 0.0023 | 147 | 144 | 12 | TRDN,MYBPC1,MYL1,ATP2A1,ACTN3,MYLPF,TCAP,NEB,KCNJ12,TNNI2,MYBPC2,CASQ1 |
| | REAC | FCERI mediated NF-kB activation | 0.0027 | 187 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | REAC | Fcgamma receptor (FCGR) dependent phagocytosis | 0.0029 | 188 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |
| | GO:BP | cell recognition | 0.0033 | 275 | 109 | 9 | MYOT,MYPN,IGHV1-53,IGHV1-26,IGHV1-66,IGHV3-1,IGHV3-6,IGLC2,IGHV8-11 |
| | GO:BP | phagocytosis, recognition | 0.0048 | 150 | 109 | 7 | IGHV1-53,IGHV1-26,IGHV1-66,IGHV3-1,IGHV3-6,IGLC2,IGHV8-11 |
| | GO:BP | complement activation, classical pathway | 0.006 | 155 | 109 | 7 | IGHV1-53,IGHV1-26,IGHV1-66,IGHV3-1,IGHV3-6,IGLC2,IGHV8-11 |
| | REAC | Signaling by the B Cell Receptor (BCR) | 0.0087 | 210 | 115 | 12 | IGKV13-85,IGHV1-53,IGKV2-137,IGHV1-26,IGHV1-66,IGHV3-1,IGKV8-21,IGKV17-121,IGHV3-6,IGLC2,IGHV8-11,IGKV1-110 |

## Slide 24
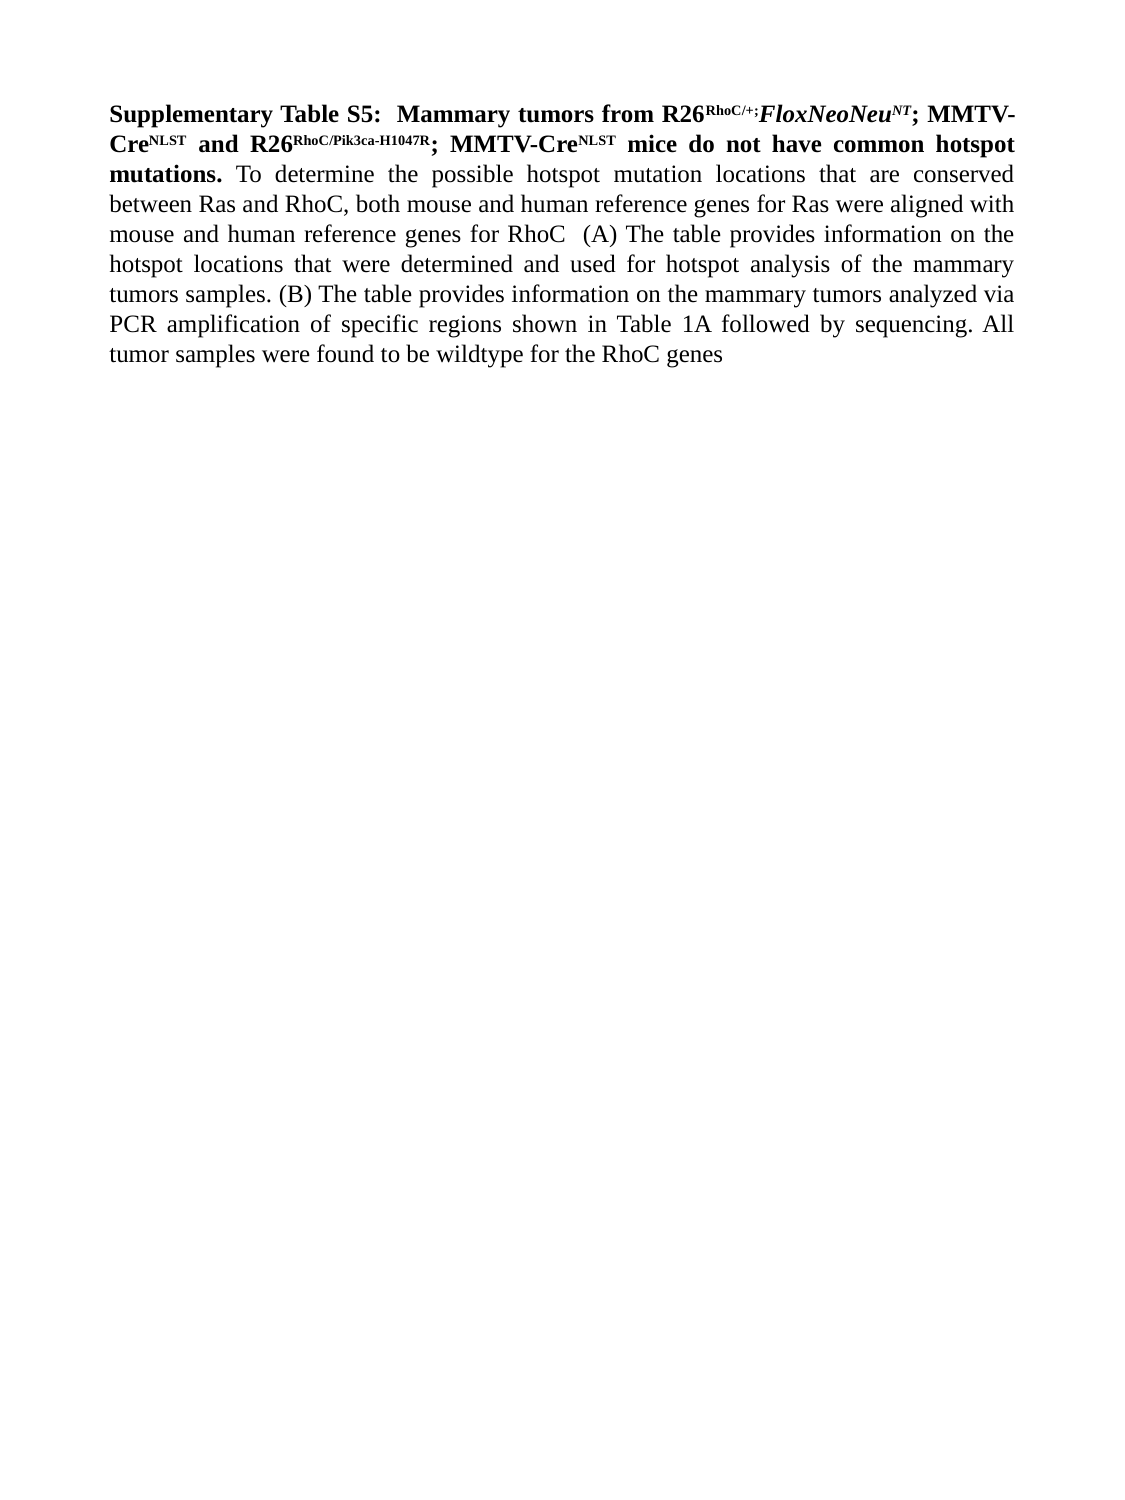

Supplementary Table S5: Mammary tumors from R26RhoC/+;FloxNeoNeuNT; MMTV-CreNLST and R26RhoC/Pik3ca-H1047R; MMTV-CreNLST mice do not have common hotspot mutations. To determine the possible hotspot mutation locations that are conserved between Ras and RhoC, both mouse and human reference genes for Ras were aligned with mouse and human reference genes for RhoC (A) The table provides information on the hotspot locations that were determined and used for hotspot analysis of the mammary tumors samples. (B) The table provides information on the mammary tumors analyzed via PCR amplification of specific regions shown in Table 1A followed by sequencing. All tumor samples were found to be wildtype for the RhoC genes

## Slide 25
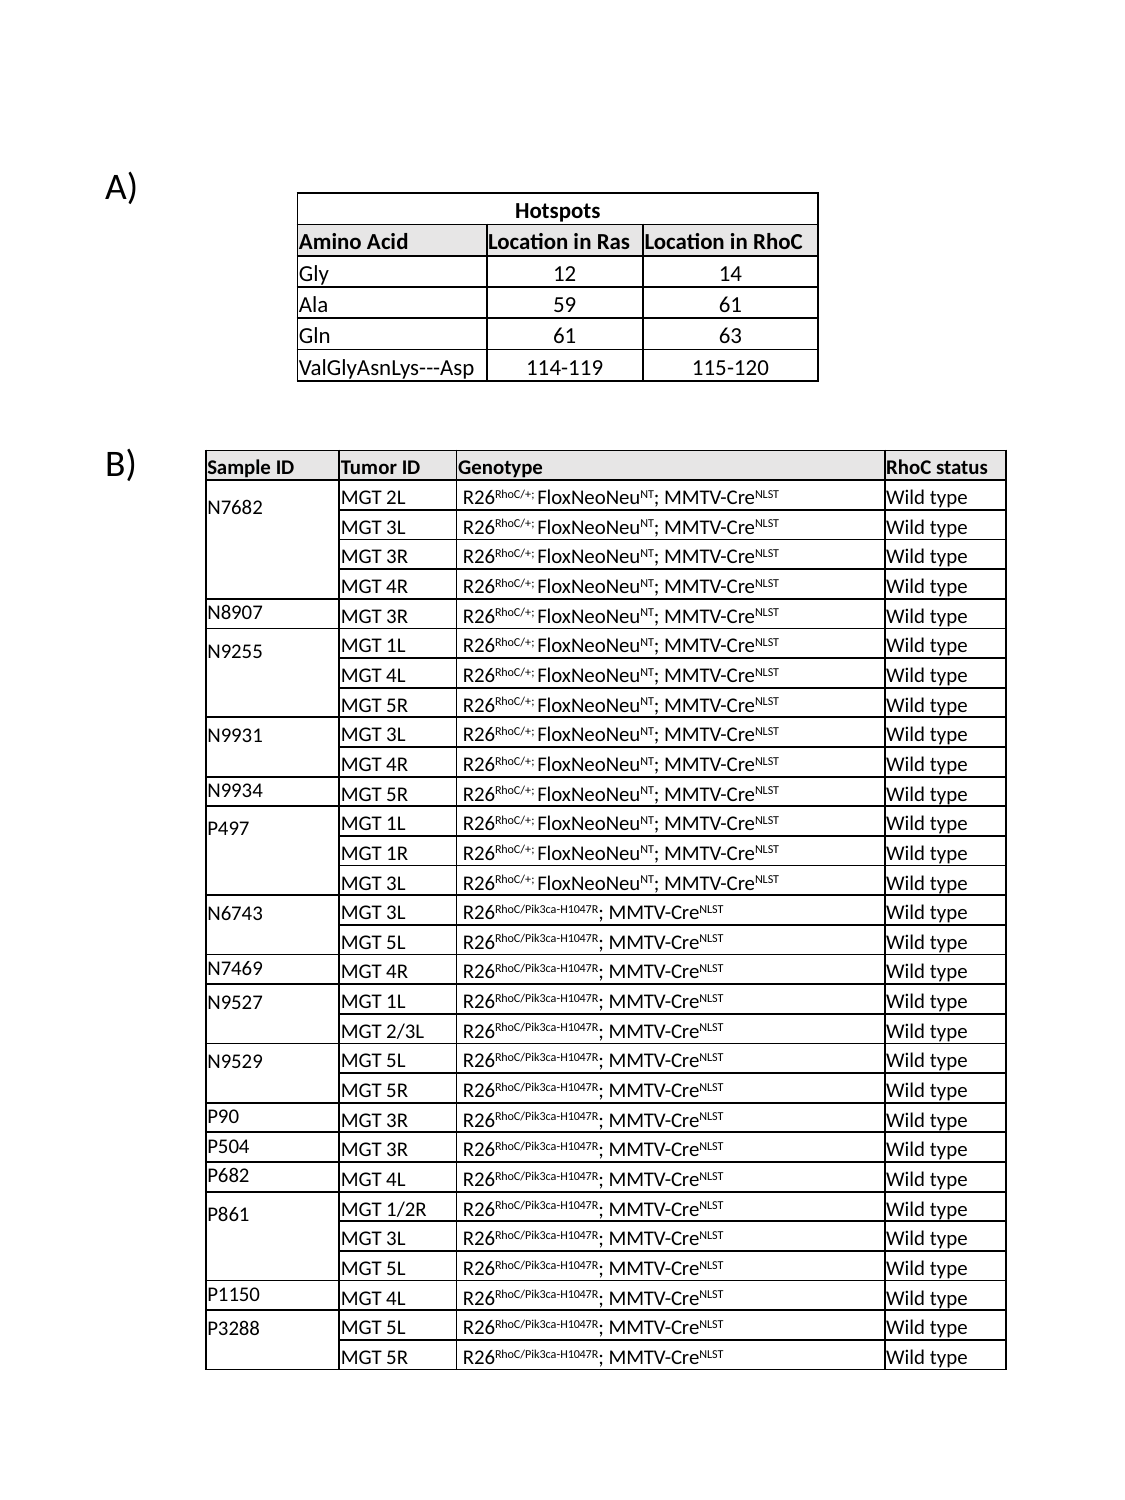

A)
| Hotspots | | |
| --- | --- | --- |
| Amino Acid | Location in Ras | Location in RhoC |
| Gly | 12 | 14 |
| Ala | 59 | 61 |
| Gln | 61 | 63 |
| ValGlyAsnLys---Asp | 114-119 | 115-120 |
B)
| Sample ID | Tumor ID | Genotype | RhoC status |
| --- | --- | --- | --- |
| N7682 | MGT 2L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 3L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 3R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 4R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| N8907 | MGT 3R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| N9255 | MGT 1L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 4L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 5R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| N9931 | MGT 3L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 4R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| N9934 | MGT 5R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| P497 | MGT 1L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 1R | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| | MGT 3L | R26RhoC/+; FloxNeoNeuNT; MMTV-CreNLST | Wild type |
| N6743 | MGT 3L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 5L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| N7469 | MGT 4R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| N9527 | MGT 1L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 2/3L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| N9529 | MGT 5L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 5R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P90 | MGT 3R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P504 | MGT 3R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P682 | MGT 4L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P861 | MGT 1/2R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 3L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 5L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P1150 | MGT 4L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| P3288 | MGT 5L | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |
| | MGT 5R | R26RhoC/Pik3ca-H1047R; MMTV-CreNLST | Wild type |

## Slide 26
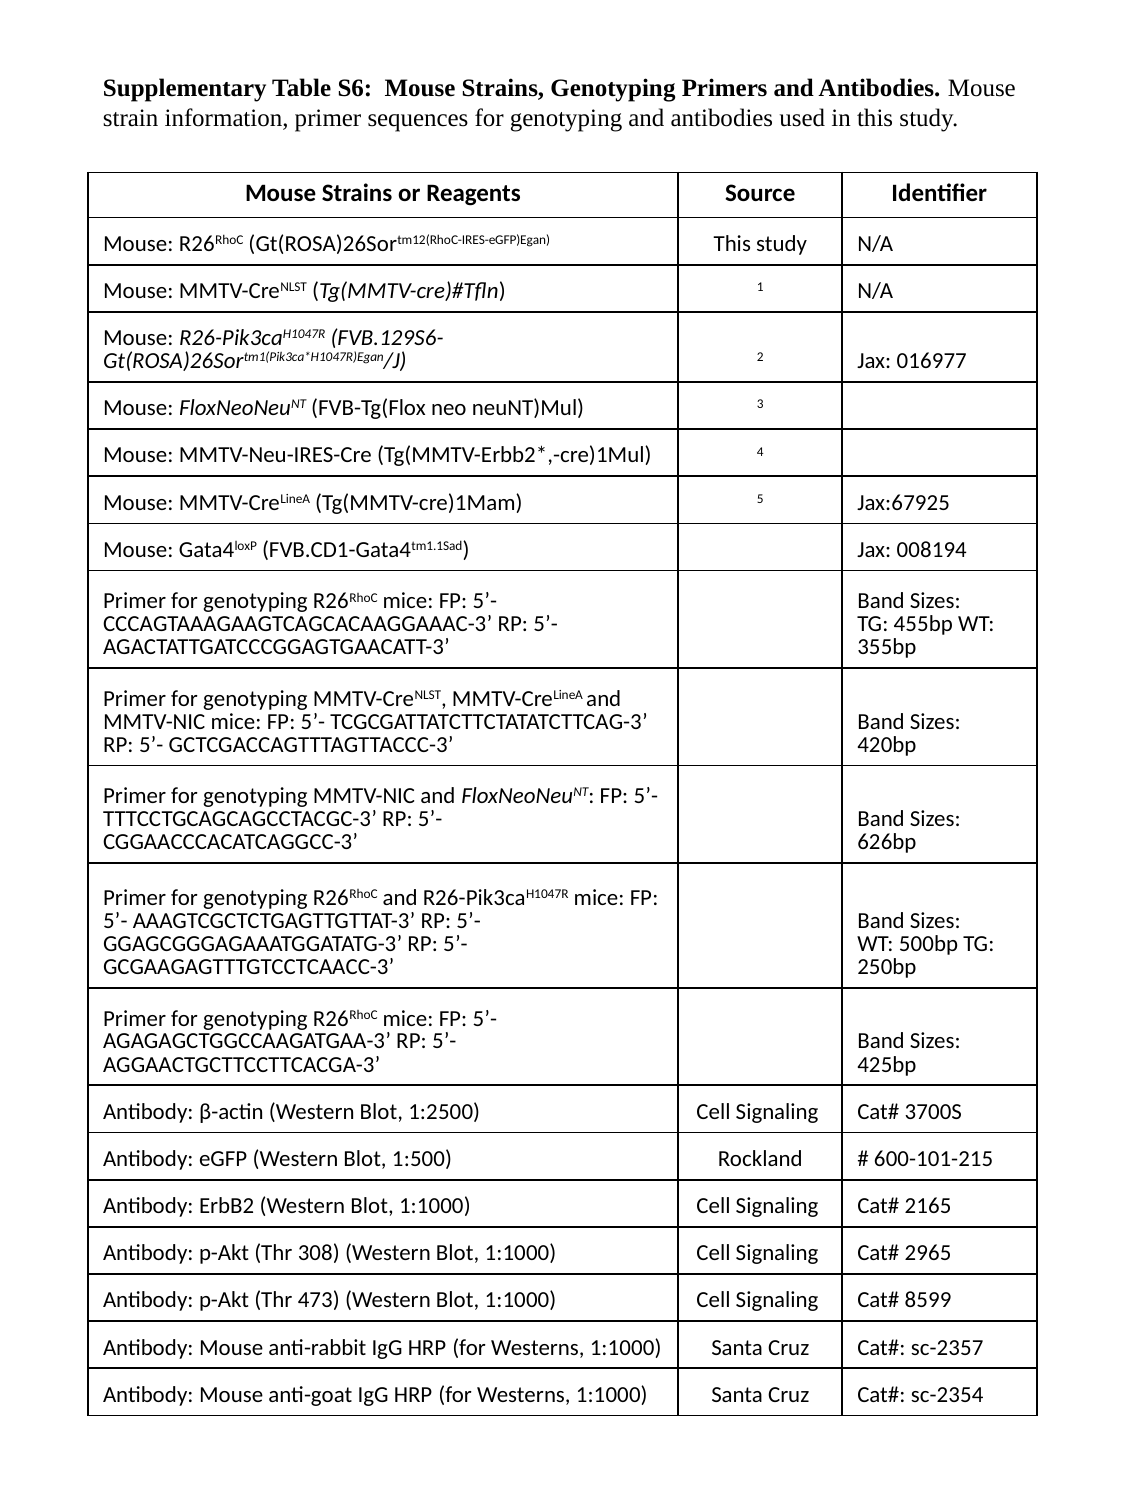

Supplementary Table S6: Mouse Strains, Genotyping Primers and Antibodies. Mouse strain information, primer sequences for genotyping and antibodies used in this study.
| Mouse Strains or Reagents | Source | Identifier |
| --- | --- | --- |
| Mouse: R26RhoC (Gt(ROSA)26Sortm12(RhoC-IRES-eGFP)Egan) | This study | N/A |
| Mouse: MMTV-CreNLST (Tg(MMTV-cre)#Tfln) | 1 | N/A |
| Mouse: R26-Pik3caH1047R (FVB.129S6- Gt(ROSA)26Sortm1(Pik3ca\*H1047R)Egan/J) | 2 | Jax: 016977 |
| Mouse: FloxNeoNeuNT (FVB-Tg(Flox neo neuNT)Mul) | 3 | |
| Mouse: MMTV-Neu-IRES-Cre (Tg(MMTV-Erbb2\*,-cre)1Mul) | 4 | |
| Mouse: MMTV-CreLineA (Tg(MMTV-cre)1Mam) | 5 | Jax:67925 |
| Mouse: Gata4loxP (FVB.CD1-Gata4tm1.1Sad) | | Jax: 008194 |
| Primer for genotyping R26RhoC mice: FP: 5’- CCCAGTAAAGAAGTCAGCACAAGGAAAC-3’ RP: 5’- AGACTATTGATCCCGGAGTGAACATT-3’ | | Band Sizes: TG: 455bp WT: 355bp |
| Primer for genotyping MMTV-CreNLST, MMTV-CreLineA and MMTV-NIC mice: FP: 5’- TCGCGATTATCTTCTATATCTTCAG-3’ RP: 5’- GCTCGACCAGTTTAGTTACCC-3’ | | Band Sizes: 420bp |
| Primer for genotyping MMTV-NIC and FloxNeoNeuNT: FP: 5’- TTTCCTGCAGCAGCCTACGC-3’ RP: 5’- CGGAACCCACATCAGGCC-3’ | | Band Sizes: 626bp |
| Primer for genotyping R26RhoC and R26-Pik3caH1047R mice: FP: 5’- AAAGTCGCTCTGAGTTGTTAT-3’ RP: 5’- GGAGCGGGAGAAATGGATATG-3’ RP: 5’- GCGAAGAGTTTGTCCTCAACC-3’ | | Band Sizes: WT: 500bp TG: 250bp |
| Primer for genotyping R26RhoC mice: FP: 5’- AGAGAGCTGGCCAAGATGAA-3’ RP: 5’- AGGAACTGCTTCCTTCACGA-3’ | | Band Sizes: 425bp |
| Antibody: β-actin (Western Blot, 1:2500) | Cell Signaling | Cat# 3700S |
| Antibody: eGFP (Western Blot, 1:500) | Rockland | # 600-101-215 |
| Antibody: ErbB2 (Western Blot, 1:1000) | Cell Signaling | Cat# 2165 |
| Antibody: p-Akt (Thr 308) (Western Blot, 1:1000) | Cell Signaling | Cat# 2965 |
| Antibody: p-Akt (Thr 473) (Western Blot, 1:1000) | Cell Signaling | Cat# 8599 |
| Antibody: Mouse anti-rabbit IgG HRP (for Westerns, 1:1000) | Santa Cruz | Cat#: sc-2357 |
| Antibody: Mouse anti-goat IgG HRP (for Westerns, 1:1000) | Santa Cruz | Cat#: sc-2354 |

## Slide 27
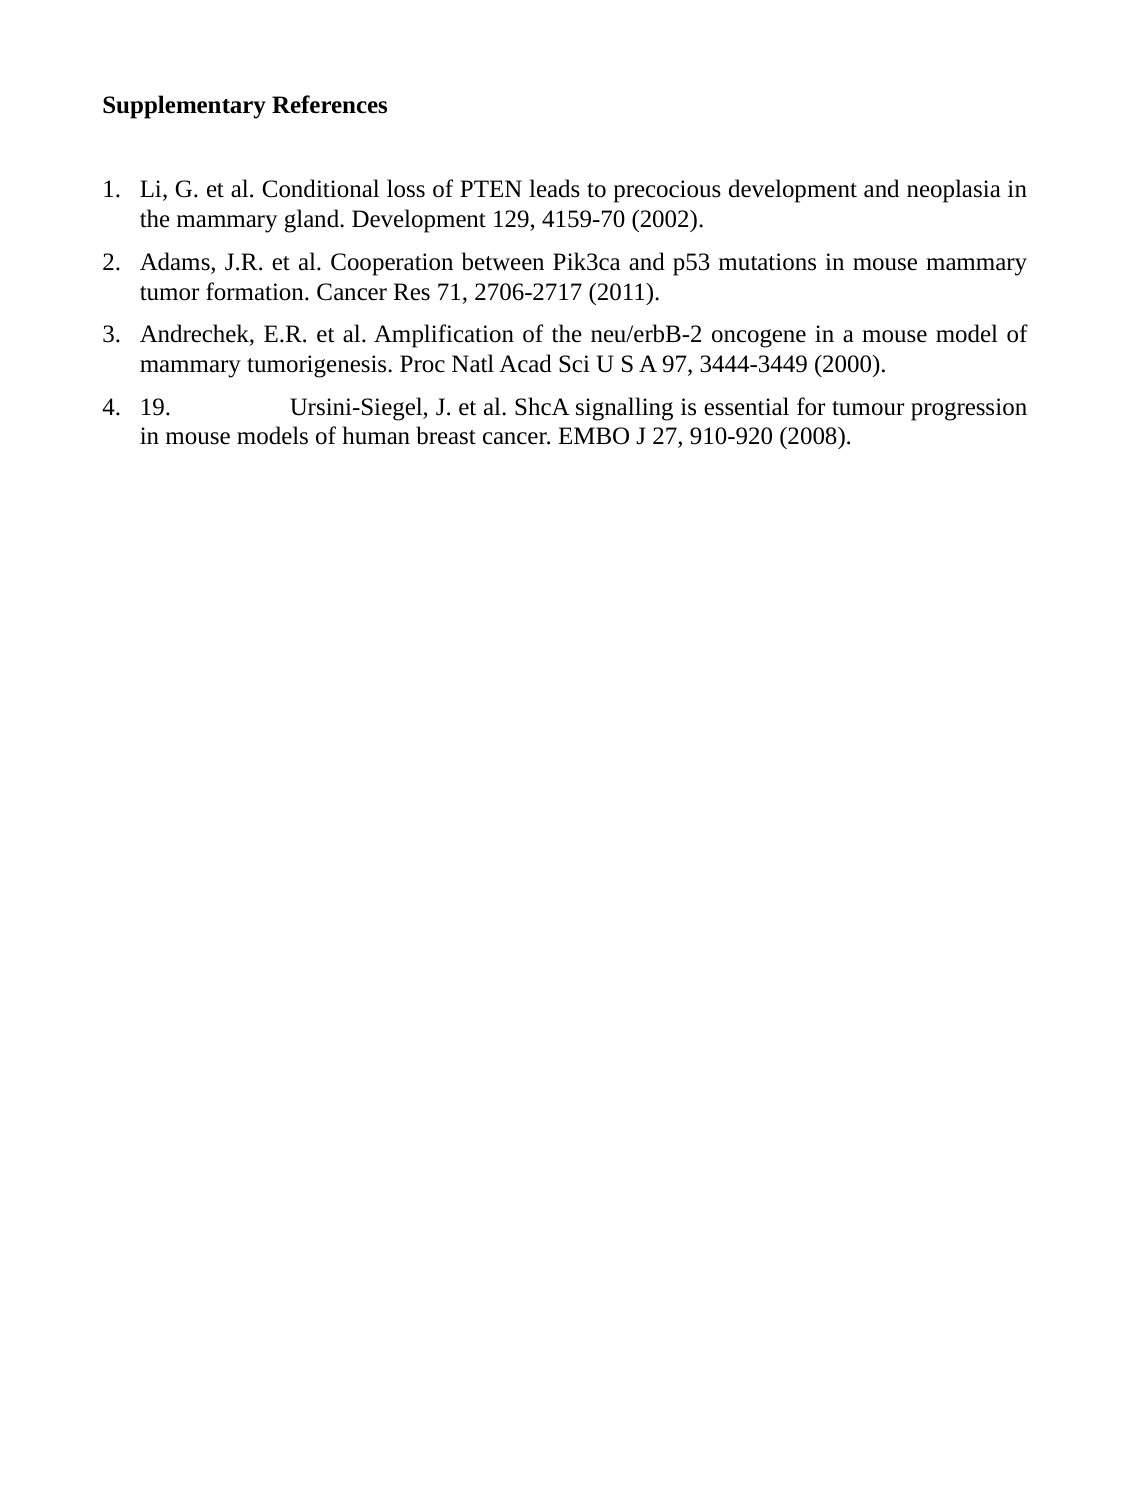

Supplementary References
Li, G. et al. Conditional loss of PTEN leads to precocious development and neoplasia in the mammary gland. Development 129, 4159-70 (2002).
Adams, J.R. et al. Cooperation between Pik3ca and p53 mutations in mouse mammary tumor formation. Cancer Res 71, 2706-2717 (2011).
Andrechek, E.R. et al. Amplification of the neu/erbB-2 oncogene in a mouse model of mammary tumorigenesis. Proc Natl Acad Sci U S A 97, 3444-3449 (2000).
19.	Ursini-Siegel, J. et al. ShcA signalling is essential for tumour progression in mouse models of human breast cancer. EMBO J 27, 910-920 (2008).

How the deposited data were processed for this re-analysis (not part of the article)

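Bulk RNA sequencing of mammary tumors was analysed for 9 NeuNT control tumors (N) and 12 tumors of the RhoC cohort (R). Controls with and without a *Gata4* loxP allele were pooled, as in the paper. The cohort of each tumor was taken from the sample labels and Supplementary Table S1. That table lists 13 RhoC tumors, and the labels give R-21 the mouse it lists for R-20, so which of these 2 tumors was analysed is not settled. The other of them was not analysed here, nor were the experiments of the paper other than RNA sequencing.

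For each tumor the authors deposited raw counts per gene, as whole numbers without normalization. According to the paper, reads were trimmed with Trim Galore and Cutadapt, screened with FastQ-Screen, aligned with STAR and counted with htseq-count, which kept uniquely mapping reads and discarded those on more than one gene. Tumors were not pooled. The paper's text does not state whether counting used the strand, nor the release of the gene annotation. Gene positions are those of the authors' deposited tables, on GRCm38. These tables hold the authors' own comparisons of RhoC with control tumors, from DESeq2 and from edgeR. Log2 fold changes in them, in log2 units, were computed by the authors, and so were the p-value of each gene and its adjusted form. Both tables also hold expression as FPKM, scaled by the authors. The FPKM columns were used for checks alone. For the 13716 genes in both tables, the largest difference between their FPKM columns was 0 over 21 columns. The deposited comparisons were used to count shared genes and were not inputs of any test.

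Tests were run in R 4.3.3. The main comparison used edgeR 4.0.16 with TMM normalization, the filterByExpr filter by cohort and the quasi-likelihood test (glmQLFit and glmQLFTest), without covariates, on 19315 of the 38730 genes with a count in any tumor. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM values use a prior count of 2. Differences of a single value between cohorts were tested with exact permutation of the tumor labels, 2-tailed, over all 293930 labelings. Separation of the cohorts was measured as the share of squared Euclidean distance between cohorts (PERMANOVA) on the 500 most variable genes. The test on nearest tumors and the tests of the principal components were added after the data had been seen.

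Gene sets were tested with fgsea 1.28.0 on the signal-to-noise ratio, computed on normalized CPM with an SD of at least 0.2 times the mean, for sets of 5 to 500 tested genes. The 8 pathway lists and 13 lists of marker genes were written by hand. The marker lists name skeletal muscle, plasma cells, B cells, T cells, macrophages, adipocytes, fibroblasts, endothelial cells, squamous keratinocytes, basal epithelium and hemidesmosomes, luminal epithelium, milk proteins and a mesenchymal core. They were tested with camera from limma 3.58.1 at a preset correlation of 0.01. The Reactome sets were those shipped with fgsea, matched by name to Supplementary Table S3, whose names and scores were read from its image.

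Genes are named in the text by a rule. It covers every gene the paper names for the RNA sequencing or marks in Supplementary Figure S8, the genes of the engineered alleles (*Rhoc*, *Erbb2* and *Gata4*), the 5 genes with the smallest adjusted p in each direction whose mean log2 CPM is over 0, and the 2 genes with the smallest p in each group of Supplementary Table S4. Other genes named in the text were chosen after their values were seen. The comparisons, tests and sets of tumors, this rule, the gene lists and most alternatives were fixed before the data were examined.

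Alternatives changed 1 choice at a time. They were DESeq2 1.42.0 with its own size factors, all genes with at least 1 count, library size in place of TMM, counts summed over the tumors of each mouse (9 control and 8 RhoC mice), limma's voom with mouse as a random effect, only the 7 *Gata4* loxP/+ controls, and fits without the 4 tumors of mouse P497, without the 3 squamous cell carcinomas (R-6, R-13 and R-14) and without the spindle cell tumor N-1. For sets they also included camera with an estimated correlation and fry. The edgeR likelihood ratio test, DESeq2 without replacement of outlying counts, log2 CPM in the signal-to-noise ratio, camera with an estimated correlation and fry on the marker lists, and fits that each left out 1 tumor were chosen after seeing the data. Each count over many genes or sets was also computed for 100 splits of the tumors into 9 and 12, the real split included, drawn with seed 20240501.

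The steps were tested on simulated data with 200 of 19037 genes changed. Counts were drawn independently for each gene and tumor, with the dispersions that edgeR estimated. The simulation held no tumors of a shared mouse, no outlying tumors and no correlation between genes. It therefore cannot decide which test's number of genes holds in the real tumors. The edgeR quasi-likelihood test called 175 genes, of which 171 (85.5% of the changed genes) were changed and 4 were not. DESeq2 called 219 with 35 unchanged genes among them, the likelihood ratio test 208 with 26 and voom 172 with 6. Each set test called the 1 changed set of 8, which does not show how these tests behave with correlated genes.

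Total counts per tumor lay between 47309780 and 100741339, so counting error was small beside the spread between tumors for all genes given with CPM values in the text. The number of tumors and mice limits the precision. Fits that count tumors of 1 mouse as independent overstate it.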

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

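The tests of the block in N-8, of the raised runs of genes in R-1, R-2 and R-6 and of the depth of N-15 were chosen only after the result was seen. Among 53 genes checked for 1 control tumor far from the other 8, 8 had such a tumor, against 2.65 by chance.

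The control tumor N-15 was far below the other 8 controls for *Erbb2*, *Pgap3*, *Mien1* and *Grb7*. This did not hold for all neighbours, since for *Stard3* (6.08) and *Ppp1r1b* (0.31) N-15 lay above N-7 (4.75 and -0.48). The log2 CPM of N-15 was 5.87 for *Erbb2* (others 9.23 to 11.42), 4.22 for *Pgap3* (others 8.53 to 11.23), 4.10 for *Mien1* (others 8.29 to 11.09) and 5.42 for *Grb7* (others 9.81 to 11.28). The depth of N-15 argues against too few reads as the source, since its total counts were 52420563, above those of 4 other tumors, and 2964 or more reads lay on *Erbb2* in every tumor. A mislabelled tumor of the RhoC cohort is argued against by the difference of *Erbb2* and *Grb7*, for which 0 tumors lay in the range of the other cohort. N-15 is 1 of the 2 controls without the *Gata4* loxP allele, and with 2 such tumors an effect of this genotype was not tested. The other, N-17, was not low, at 10.47 for *Erbb2*, 8.93 for *Pgap3*, 9.38 for *Mien1* and 9.83 for *Grb7*. The low values were thus not shared by both tumors of this genotype. That the region was not amplified in N-15 stays open, as copy number was not analysed here.

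*Msl1* and *Casc3*, which overlap, were far above the other controls in N-8, at log2 CPM of 12.15 (others 6.51 to 7.24) and 11.69 (others 5.97 to 7.00). A candidate explanation is that the raised genes beyond *Erbb2*, towards higher positions, reach as far as *Casc3* in this tumor. Other controls had raised genes further from *Erbb2*, named after their values were seen, such as N-17 at *Socs7* on the other side (4.91 over the median of the RhoC tumors, 0.01 in N-8) and N-9 at *Klhl11*, *Acly* and *Dnajc7* (3.95 to 4.33), which were not raised in N-8. Of the 15 other tested genes between *Erbb2* and *Casc3*, 73.3% were raised by over 2 on the log2 scale in N-8, against 9 of the 15 in N-17, the most in another control. Most of these genes lie nearer to *Erbb2*, so the share alone says little about how far the block reaches. Past *Casc3*, *Rapgefl1*, *Wipf2* and *Cdc6* were also raised in N-8 (4.66, 4.99 and 5.47 over the median of the RhoC tumors). *Rara*, next to them, was not (0.06), while *Smarce1* further on was (4.68). These genes were named after their values were seen. A first run covered 28 genes from *Mllt6* on with a mean log2 CPM over 1 (78.6% raised) and was replaced, since its start came from a raised run already found and it left out tested genes. The sharing of reads between the 2 overlapping genes was not tested. No biological explanation was tested.

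*Ikzf3* was low in N-9 (log2 CPM -2.48, others -0.17 to 1.38) and *Gsdma2* was high in N-6 (1.21, others -4.97 to -2.22). Both genes are near the lower limit of detection in most tumors. By number alone 2 such values are no more than chance gives, which does not show that each arose by chance. *Gsdma2* lies between *Gsdma3* and *Gsdma*, which in N-6 were 9.48 and 3.90 above the median of the RhoC tumors. *Psmd3*, past *Gsdma*, was not raised in N-6 (-1.50). No explanation was tested.

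In 3 RhoC tumors a run of neighbouring genes that the paper does not discuss stood above all other tumors. The median rise was 2.50 for *Mtmr14* to *Emc3* in R-1 (chromosome 6 from 113237843 to 113531652; highest other tumor 1.54, highest control 0.48), 4.10 for *Plekhm1* to *Arf2* in R-2 (chromosome 11 from 103364275 to 103985337; highest other tumor 1.20, highest control 0.34) and 4.72 for *Fuca2* to *Vta1* in R-6 (chromosome 10 from 13499540 to 14705560; highest other tumor 0.96, highest control 0.74). Such runs are not what the order of genes gives by chance, since 200 shuffles of the gene order gave at most 1 run each against 11 observed. Copy gain of the region in that tumor is a candidate explanation that stays open. These tests took genes with a mean log2 CPM over 1. In R-1, 100% of the 10 other such genes of the region were raised by over 1, but so were 6 of the 10 genes beside it. In R-2 the region held no other such gene, and 60% of the 10 genes beside it were raised. In R-6, 50% of 2 other genes were raised and 2 of the 10 genes beside it. The run of R-1 lies beside *Gt(ROSA)26Sor* (chromosome 6 from 113067428 to 113077333), the targeted locus of the RhoC allele. In R-1 its transcript was at 6.79 CPM (other RhoC tumors 3.38 to 11.3) and *Rhoc* at 83.9 CPM (22.5 to 146). Neither was thus raised, and whether the run involves the targeted allele was not tested. No biological explanation was tested, since each run is in a single tumor.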

How the results depend on the processing

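The edgeR likelihood ratio test, DESeq2 without replacement of outlying counts, log2 CPM in the signal-to-noise ratio, other tests of the marker lists and leaving out each tumor in turn were chosen only after the result was seen. Unless a sentence says otherwise, the cause of a change was not tested.

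The number of differentially expressed genes was 43, and 1206 with DESeq2, 27 with library size in place of TMM (7 higher and 20 lower), 438 with only the 7 *Gata4* loxP/+ controls, 26 without the 3 squamous cell carcinomas, 19 without N-1, 682 with the likelihood ratio test and 1349 with DESeq2 without replacement. It was 3 (*Pgap3*, *Stard3* and *Grb7*) with counts summed per mouse, with mouse as a random effect in voom and without the tumors of P497, fits with fewer independent tumors. With all genes of at least 1 count it was 46 (14 higher and 32 lower). Leaving out 1 tumor gave from 14 (without N-9) to 346 genes (without N-15). All 43 genes were also called by DESeq2, with and without replacement, and by the likelihood ratio test. On simulated data DESeq2 gave 35 and the likelihood ratio test 26 false calls, against 4 with the quasi-likelihood test. These data had independent tumors and genes and no outlying tumors, so they do not decide between the numbers found here. DESeq2 without replacement was not run on simulated data.

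Of the 10 genes named for the EMT signature, 0 passed the threshold, and 8 with DESeq2 and with DESeq2 without replacement, 6 with the likelihood ratio test, and 2 (*Dst* and *P3h1*) with only the *Gata4* loxP/+ controls. With 1 tumor left out the count was from 0 to 2, the 2 being *Dst* and *P3h1* without N-15. In the 11 alternatives other than leaving out single tumors, all 10 were higher in RhoC tumors and 8 to 10 had an unadjusted p under 0.05.

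Of the 13 tested genes marked as significantly lower around *Erbb2*, 7 passed, and 13 with DESeq2 and with DESeq2 without replacement, 12 with the likelihood ratio test, and 3 (*Pgap3*, *Stard3* and *Grb7*) with counts summed per mouse, with voom and without the tumors of P497. All kept their direction in the same 11 alternatives, and leaving out 1 tumor gave 5 to 9 genes.

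Across the groups of Table S4, 1 gene passed (*Hs3st3a1*), and 29 with DESeq2, 16 with the likelihood ratio test and 19 with DESeq2 without replacement. The count was 3 with all genes (*Hs3st3a1*, *Igkv13-85* and *Igkv8-21*), 4 with the *Gata4* loxP/+ controls (*Sv2c*, *Foxa1*, *Gdnf* and *Hs3st3a1*) and 2 without the squamous cell carcinomas (*Chad* and *Hs3st3a1*). It was 0 with counts summed per mouse, with voom, without the tumors of P497 and without N-1, and leaving out 1 tumor gave 0 to 5.

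For *Erbb2* and *Rhoc* every alternative kept the direction and stayed short of the threshold. Other named genes changed sign. With DESeq2 the log2 fold change was 0.15 for *Stac2*, 0.34 for *Gsdma3*, 0.19 for *Thra*, 0.89 for *Msl1* (adjusted p = 0.0403, and 0.138 to 0.912 in the other alternatives), 0.73 for *Casc3* and 0.24 for *Rapgefl1*. With voom it was 0.029 for *Thra*, 0.19 for *Msl1*, 0.18 for *Rapgefl1* and 0.35 for *Nr1d1*. *Nr1d1* also reached 0.0070 with all genes, 0.0032 with library size, 0.15 with counts summed per mouse, 0.075 with the *Gata4* loxP/+ controls, 0.19 without the tumors of P497 and 0.13 without the squamous cell carcinomas. Of 48 named genes, 19 kept their direction and passed with DESeq2 where they had not passed before. *Msl1* also newly passed with DESeq2, with the opposite sign. With counts summed per mouse 11 genes no longer passed, and with voom 11.

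Of the 8 pathway lists 7 passed. The number was 3 with camera, 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 0 with fry (2 at an unadjusted p under 0.05), 3 with log2 CPM in the signal-to-noise ratio, 4 with the *Gata4* loxP/+ controls, and from 4 (without N-7 or N-15) to 8 (without N-1, for example) with 1 tumor left out. The mean log2 difference of a list was 0.34 for EMT, 0.29 for p53 and 0.28 for Notch, past the threshold with camera and not with an estimated correlation or fry. It was 0.11 for WNT/β-catenin, -0.039 for E2F, -0.041 for Myc and -0.050 for interferon α, past it with none of these tests.

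With log2 CPM the NES was 1.38 for WNT/β-catenin, -1.19 for E2F, -0.99 for Myc and -0.94 for interferon α, none past the threshold. With the *Gata4* loxP/+ controls it was -1.34 for E2F, -1.33 for Myc and 1.20, of opposite sign, for interferon α. Counts summed per mouse gave 1.49 for Notch and 1.31 for WNT/β-catenin, and the fit without the tumors of P497 gave 1.35 for WNT/β-catenin and -1.20 for E2F. Without the squamous cell carcinomas the WNT/β-catenin list had 1.29, and with all genes the Myc list had -1.20. Each of these was short of the threshold. Without N-1 the G2M list passed it with -1.43. With 1 tumor left out, the NES ran from -2.29 (without R-10) to -0.71 (without N-3) for E2F, from -2.11 (without R-10) to 0.66 (without N-15) for G2M, from -2.10 (without N-17) to 0.66 (without N-15) for Myc, from -2.01 (without N-3) to 1.05 (without N-15) for interferon α and from 1.44 (without N-4) to 1.9 (without R-18) for WNT/β-catenin. The G2M list was also positive without N-3, at 0.59. EMT, p53, Notch and WNT/β-catenin stayed positive in every alternative. Among the alternatives other than leaving out single tumors, the EMT list had its lowest NES, 1.51, without the tumors of P497.

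Of the 35 Reactome sets of Table S3, 18 passed, and 0 with an estimated correlation (2 at an unadjusted p under 0.05), 1 with fry (thromboxane signalling through the TP receptor) and 9 without the tumors of P497. The other settings gave 15 to 21. For the marker lists, 2 passed with camera, and 0 with an estimated correlation (0 at an unadjusted p under 0.05) or fry (1 at an unadjusted p under 0.05, plasma cell).

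Cohort accounted for 7.80% of the squared distances and passed the threshold with all tested genes, at 8.64% (exact p = 0.0279), and not with the 100 most variable genes (6.28%, exact p = 0.235), counts summed per mouse (9.05%) or the *Gata4* loxP/+ controls (8.15%, exact p = 0.146).

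Depth limits the immunoglobulin and some muscle genes, which had too few counts in most tumors to be tested. For the other results the number of tumors and mice is the limit.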

Differences from the paper's values

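The tests named here as chosen after seeing the values are the likelihood ratio test, DESeq2 without replacement of outlying counts and the fits that each left out 1 tumor. The paper's normalized enrichment scores (NES) for Reactome sets were read by eye from Supplementary Table S3, and the Reactome release used here differs from the paper's. Of the alternatives set before the data were examined, those with an NES are all genes with at least 1 count, counts summed per mouse, only the *Gata4* loxP/+ controls, and the fits without the tumors of P497, the squamous cell carcinomas or N-1, 6 in all.

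For assembly of collagen fibrils and other multimeric structures the paper's NES is about 2.1 in Table S3 against 2.72 here, and the fits without the tumors of P497 and without the squamous cell carcinomas, of these 6 alternatives, closed the gap. For cell surface interactions at the vascular wall the paper's NES is about -1.9 in Table S3 against 0.717 here, and the gap closed with counts summed per mouse and without the tumors of P497, the squamous cell carcinomas or N-1. For FCERI mediated NF KB activation it is about -1.9 in Table S3 against 0.658 here, and the gap closed with counts summed per mouse, with only the *Gata4* loxP/+ controls and without the tumors of P497 or the squamous cell carcinomas. The rest of the 6 did not close these gaps.

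For the next 9 sets none of these 6 alternatives, set before the data were examined, closed the gap. SHC1 events in EGFR signaling has about 1.9 in Table S3 by the paper and 1.36 here. G protein activation has about 1.8 in Table S3 by the paper and 0.989 here. Homologous DNA pairing and strand exchange has about -2.0 in Table S3 by the paper and 0.559 here. FCERI mediated MAPK activation has about -2.3 in Table S3 by the paper and 1.11 here, and FCERI mediated Ca2+ mobilization has about -2.5 in Table S3 by the paper and 0.962 here. Antigen activation of the B cell receptor leading to second messengers has about -2.5 in Table S3 by the paper and 1.12 here. The role of phospholipids in phagocytosis has about -2.6 in Table S3 by the paper and 1.12 here, and the role of LAT2 on calcium mobilization has about -2.6 in Table S3 by the paper and 1.33 here. Binding and uptake of ligands by scavenger receptors has about -2.8 in Table S3 by the paper and 0.954 here. Table S4 lists the same 12 immunoglobulin genes for the vascular wall, FCERI, B cell receptor, phospholipid, LAT2 and scavenger receptor sets. Of these genes 0 were tested in the main comparison, so its scores cannot decide on a decrease carried by them. With all genes with at least 1 count, where all 12 were tested as single genes, these gaps stayed. Whether the Reactome sets used here hold these 12 genes was not examined, so those scores cannot decide on it either.

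The paper states that the 10 genes it names for the EMT signature were significantly altered. Here 0 of the 10 passed the threshold over all genes and all 10 had an unadjusted p under 0.05. DESeq2 and DESeq2 without replacement called 8 of them (all except *Serpinh1* and *Fbln2*), the likelihood ratio test called 6 (*Dst*, *Msx1*, *Notch2*, *P3h1*, *Tgfb1* and *Tnc*), and *Dst* and *P3h1* were called with only the *Gata4* loxP/+ controls and without N-15. No setting called *Serpinh1* or *Fbln2*. In the authors' deposited DESeq2 comparison the adjusted p of these 2 genes is 0.0606 and 0.0717.

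Supplementary Figure S8 marks 14 genes as significantly lower. Here 7 passed, and *Fbxl20*, *Gsdma*, *Ormdl3*, *Med24*, *Psmd3* and *Csf3* did not. DESeq2, with and without replacement, called all 6, and the likelihood ratio test called all of these except *Csf3*. *Fbxl20* and *Gsdma* were also called with only the *Gata4* loxP/+ controls and without N-15, and *Fbxl20* without N-3 or N-6. *Tcap* was not tested in the main comparison, and in the settings that tested it, it was not called. Of the genes marked as lower without significance, *Cacnb1*, *Rpl19* and *Stac2* passed with the likelihood ratio test and with DESeq2 without replacement, *Cacnb1* and *Rpl19* without N-15, and *Cacnb1* with only the *Gata4* loxP/+ controls.

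The figure marks *Msl1* as significantly higher in RhoC tumors, and its log2 fold change here was -1.51. DESeq2 gave 0.89 with an adjusted p of 0.0403. It marks *Gsdma3*, *Thra*, *Casc3* and *Rapgefl1* as higher without significance, and their log2 fold changes here were -3.32, -1.40, -1.63 and -0.74. These negative values rest largely on single controls, N-6 for *Gsdma3* and N-8 for *Thra*, *Casc3* and *Rapgefl1*. DESeq2 gave 0.34, 0.19, 0.73 and 0.24, and voom gave positive values for *Thra* (0.03) and *Rapgefl1* (0.18).

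The paper states that tumors of the same cohort clustered together in a principal component analysis. Here cohort accounted for 7.80% of squared distances (exact p = 0.110), and the nearest tumor was of the same cohort for 17 of 21 tumors (exact p = 0.0121). With all tested genes the share was 8.64% (exact p = 0.0279).

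The paper states that the G2M checkpoint pathway was decreased. The list used here had an NES of -1.28 (adjusted p = 0.0947). It passed the threshold without N-1, with -1.43, and also without N-4, N-6, N-8, N-9, N-17, R-7, R-10 or R-13.

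Supplementary Table S4 lists muscle, immunoglobulin, ECM-receptor and branching genes as changed. Here 1 gene of these groups passed, *Hs3st3a1*. DESeq2 called 29, DESeq2 without replacement 19 and the likelihood ratio test 16, and of the immunoglobulin genes *Igkv13-85* and *Igkv8-21* were called with all genes of at least 1 count and *Igkv1-110* without N-15. *Chad* was called without the squamous cell carcinomas, and *Chad* and *Sv2c* without N-15, R-10 or R-12. Without N-15 *Itgb4* was called too. *Sv2c*, *Foxa1* and *Gdnf* were called with only the *Gata4* loxP/+ controls.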

Other observations

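The tests of *Rhoc*, of exchanged tumors, of *Msl1*, of mouse P497, of runs of neighbouring genes, of copy gain in single tumors, of whole chromosomes, of *Erbb2* minus *Grb7* and of the genes 2 to 5 Mb from *Erbb2* were chosen only after the result was seen. The tests by splits of the tumors and those of squamous cell carcinomas, muscle tissue, B lineage cells and amplification around *Erbb2* were not, although the genes of the B lineage test were widened after a first run, as told there. The share of muscle expression taken as concentrated in few tumors and the read count taken as too low for *Rhoc* were set after the data were explored.

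Splits of the 21 tumors into 9 and 12 show which results such a grouping can give without regard to cohort. Of 100 splits, the real one included, 2 gave as many differentially expressed genes as the 43 found, 1 gave as many called genes among those marked around *Erbb2*, 1 gave as many of the 10 named EMT genes at an unadjusted p under 0.05 and 1 gave as many called genes of Table S4. Genes of these last 3 groups were chosen by the study on the real split, which favours it. For gene sets the splits gave as large a result more often. It did so in 7 splits for the number of pathway lists, in 29 for the NES of the EMT list, in 9 for the Reactome sets of Table S3 and in 84 for the number of marker lists. A grouping of tumors unrelated to RhoC therefore stays open for the set results. Tumors of 1 mouse were split as if independent.

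The EMT list was higher in RhoC tumors, and 3 of these were recorded as squamous cell carcinoma. Without them the NES was 2.03 (adjusted p = 1.2e-07, fgsea), which argues against these 3 tumors as the whole source of the score. The mesenchymal core list did not move with it (below), and other differences in histology between the cohorts stay open.

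Muscle genes were lower in RhoC tumors. Skeletal muscle tissue carried along with some tumors is a candidate explanation. Of the summed CPM of 9 muscle genes outside Table S4, 4 tumors held 97.3%, namely N-17 (80.0%), R-10 (10.3%), N-3 (3.98%) and R-1 (3.04%), a test that could have shown an even spread. The median log2 fold change of the 10 tested muscle genes of Table S4 was -2.6, and without N-17 it was 0.00 with 5 of the 10 lower. The muscle decrease thus rests on N-17, and no biological explanation was tested.

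Immunoglobulin genes were lower in RhoC tumors in the fit of all genes. Fewer B lineage cells in the RhoC tumors would also lower genes of plasma and B cells other than immunoglobulins. Over the 7 such genes that could be tested, the mean log2 CPM differed by -0.43 (2-tailed exact permutation test, p = 0.132), with 3 of the 7 lower, *Jchain* (-2.76), *Mzb1* (-1.89) and *Derl3* (-0.09). A first run on the 4 plasma cell genes alone, 3 of them lower, gave -0.89 (exact p = 0.047), under 0.05. It was replaced by the wider one, which holds the genes the test had been described with and did not pass. The outcome depends on which genes are taken and few are expressed, so fewer B lineage cells and other sources of the decrease cannot be told apart.

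Around *Erbb2* the decrease covered the genes near it as a block, as amplification of the region in some controls would give. The median log2 fold change within 0.1 Mb was -3.77, and it faded with distance to -0.07 from 1 to 2 Mb. This is in line with the copy number results of Supplementary Figure S7, which were not analysed here. *Erbb2* itself was an exception to the block. Its log2 CPM minus that of *Grb7* lay between -0.57 and 0.64 in control tumors (median 0.08) and between 2.14 and 5.64 in RhoC tumors (median 2.71), a difference of 3.08 (2-tailed exact permutation test, p = 3.4e-06, the smallest it can give). All 12 RhoC tumors lay above all 9 controls, N-15 included. What keeps *Erbb2* high relative to *Grb7* in RhoC tumors was not tested.

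*Rhoc* was not detectably higher in RhoC tumors. Too few reads are argued against by the lowest count of 1359 in a tumor. Tumors exchanged between the cohorts are argued against by *Erbb2* minus *Grb7*, for which 0 tumors lay in the range of the other cohort. Both cohorts exchanged as a whole in the RNA alone is argued against by *Grb7*, whose mean copy number in the paper is higher in controls, a difference the paper calls not significant. Its log2 fold change of -3.74 (SE 0.49) has this direction, and an exchange would reverse it. An exchange that also covers the copy number samples stays open. For it the transcript of the targeted locus, *Gt(ROSA)26Sor*, chosen after its values were seen, had a log2 fold change of -0.19 (SE 0.24, adjusted p = 0.675), within its error, so the 2 cases cannot be told apart. Cells without the transgene in the tumor, and the level of the transgene itself, were not tested.

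The control tumor N-15 was low for *Erbb2*, *Pgap3*, *Mien1* and *Grb7*. It had a raised run of genes from *Tes* to *St7* on chromosome 6 (17065149 to 17943025), named after its values were seen. *Met* was at a log2 CPM of 14.23, against at most 9.88 in any other tumor, 6.77 above the median. *Tes* was at 13.11 (others up to 7.65), *Capza2* at 13.13 (up to 8.42), *Cav2* at 11.92 (up to 8.33), *Cav1* at 9.61 (up to 8.67) and *St7* at 9.44 (up to 4.78). Of the 4 other genes of the region with a mean log2 CPM over 1, 100% were raised by over 1, and 0 of the 10 such genes beside it were. Copy gain of the region with *Met* in this tumor is a candidate explanation, and no biological explanation was tested. Without N-15 the number of differentially expressed genes was 346, and the interferon α, Myc and G2M lists changed sign.

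Among 7050 genes scanned, 11 runs of neighbouring genes lay over 2 from the median of all tumors in a tumor, 8 raised and 3 lowered. The most that 200 shuffles of the gene order gave was 1, which argues against the chance order of genes. Besides the runs described elsewhere, N-8 had 2 near *Erbb2* (*Mllt6* to *Cwc25*, 5.56, and *Fbxl20* to *Cdk12*, 5.38) and N-17 had 1 (*Socs7* to *Cdk12*, 4.24). The runs of N-8 and N-17 share genes but differ in structure. Over the run of N-17 the median in N-8 was 5.32, while *Socs7* (0.01), *Rpl23* (0.10) and *Lasp1* (0.50) in it were not raised in N-8 over the median of the RhoC tumors and were in N-17 (4.91, 3.95 and 4.83). N-4 had 3 lowered runs of histone genes on chromosome 13 (*H3c10* to *H4c9*, -3.29; *H3c7* to *H4c4*, -3.42; *H4c2* to *H3c1*, -2.75) and a raised run of 2.23 from *Gm28437* to *Gm29216* on chromosome 1. In N-8, *Erbb2* was 1.89 above the median of the RhoC tumors, and *Msl1* and *Casc3* were 4.75 and 4.84 above it. These genes were named after their values were seen. For the histone genes no explanation was tested.

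Genes 2 to 5 Mb from *Erbb2* had a higher mean in RhoC tumors. The median over 159 genes, taken per tumor, differed by 0.30 on the log2 scale (2-tailed exact permutation test, p = 0.00307), and all 9 controls lay below the median of the RhoC tumors. Composition of the libraries is argued against, since relative to genes of other chromosomes the difference was 0.30 (exact p = 0.00265). With library size alone it was also 0.30 (exact p = 0.0305). Over whole chromosomes, 1 of 20 differed, chromosome 11, by 0.09 (exact p = 0.0022, Benjamini-Hochberg adjusted 0.044). Of the 159 genes 48 had a lower mean in RhoC tumors. The genes 5 to 10 Mb away were higher as well, with a median log2 fold change of 0.30 and 20 of 75 lower, so the difference does not end at 5 Mb. Lower copy number beside the amplified region in controls was not tested.

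*Msl1* was higher in RhoC tumors with DESeq2 and lower with edgeR. Replacement of outlying counts by DESeq2 is a candidate explanation, since DESeq2 without the replacement gave a log2 fold change of -1.51.

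The 4 tumors of mouse P497 had a mean distance of 79.9 from each other, against a median of 98.1 over the 495 choices of 4 RhoC tumors. The test among these choices gave an exact p of 0.0768, short of 0.05, so few choices of 4 RhoC tumors are this close, and neither their choice nor dependence within this mouse is excluded. The fit without them called 3 genes.

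*Gata4* had too few counts to be tested in the main comparison. Its expression was 50.6 CPM in N-15, 35.4 in N-3, 29.9 in N-8 and 7.38 in N-17, and at most 0.018 CPM in the other 5 controls. In RhoC tumors it was 0.554 ± 1.57 CPM against 13.7 ± 19.6 CPM in controls (2-tailed exact permutation test on log2 CPM, p = 0.0803). N-3 and N-8 carry a *Gata4* loxP allele and N-15 and N-17 do not.

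Of the 12 marker lists with 5 or more tested genes, camera called 2, with Benjamini-Hochberg adjustment over the 12. The plasma cell list (9 genes) had a mean log2 difference of -1.95 (adjusted p = 7.1e-04), and the list of basal epithelium and hemidesmosomes (14 genes, 5 of them in Table S4) had 0.99 (adjusted p = 0.00656). Neither was called with an estimated correlation or fry. The skeletal muscle list (11 genes, all 11 in Table S4) had -1.30 (adjusted p = 0.0561). The others had -0.59 for adipocyte, 0.58 for luminal epithelium, -0.16 for T cell, -0.08 for endothelial cell, -0.06 for macrophage, 0.06 for fibroblast, 0.05 for mesenchymal core, -0.04 for milk protein and -0.03 for squamous keratinocyte, with adjusted p values from 0.649 to 0.978. The B cell list had 3 tested genes and was not tested. In 84 of the 100 splits as many lists were called, so a shift in cell types between the cohorts is not shown by these lists.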
